# *JAB1* deletion in oligodendrocytes causes senescence-induced inflammation and neurodegeneration in mice

**DOI:** 10.1172/JCI145071

**Published:** 2022-02-01

**Authors:** Cristina Rivellini, Emanuela Porrello, Giorgia Dina, Simona Mrakic-Sposta, Alessandra Vezzoli, Marco Bacigaluppi, Giorgia Serena Gullotta, Linda Chaabane, Letizia Leocani, Silvia Marenna, Emanuela Colombo, Cinthia Farina, Jia Newcombe, Klaus-Armin Nave, Ruggero Pardi, Angelo Quattrini, Stefano C. Previtali

**Keywords:** Inflammation, Neuroscience, Cellular senescence, Demyelinating disorders, Mouse models

## Abstract

Oligodendrocytes are the primary target of demyelinating disorders, and progressive neurodegenerative changes may evolve in the CNS. DNA damage and oxidative stress are considered key pathogenic events, but the underlying molecular mechanisms remain unclear. Moreover, animal models do not fully recapitulate human diseases, complicating the path to effective treatments. Here we report that mice with cell-autonomous deletion of the nuclear COP9 signalosome component *CSN5* (JAB1) in oligodendrocytes develop DNA damage and defective DNA repair in myelinating glial cells. Interestingly, oligodendrocytes lacking JAB1 expression underwent a senescence-like phenotype that fostered chronic inflammation and oxidative stress. These mutants developed progressive CNS demyelination, microglia inflammation, and neurodegeneration, with severe motor deficits and premature death. Notably, blocking microglia inflammation did not prevent neurodegeneration, whereas the deletion of p21^CIP1^ but not p16^INK4a^ pathway ameliorated the disease. We suggest that senescence is key to sustaining neurodegeneration in demyelinating disorders and may be considered a potential therapeutic target.

## Introduction

Myelin is a highly specialized protein- and lipid-rich membrane that wraps around axons in the central and peripheral nervous systems (CNS and PNS). It is made by oligodendrocytes in the CNS and Schwann cells in the PNS. The main function of myelin is to enable energy-efficient saltatory conduction (1), though recent studies have highlighted its critical importance in neuronal survival and in providing trophic support for axon integrity (2). Accordingly, white matter disorders in which mature or myelinating oligodendrocytes are damaged can evolve into devastating neurodegenerative disorders, such as multiple sclerosis (MS) and leukodystrophies (3, 4). Thus, a better understanding of the processes regulating oligodendrocyte myelination, maintenance, and axon-glia interaction is crucial to unravel mechanisms underlying neurodegeneration and to develop potential treatments.

Oligodendrocytes are the primary target of white matter disorders, but it is still unclear how this damage is related to axonal loss. Although demyelination is considered the primary cause of axonal degeneration, axonal damage may even precede or parallel demyelination (5, 6). Indeed, demyelination per se does not necessarily result in axonal damage (7). Oligodendrocytes are particularly sensitive to DNA damage and oxidative stress, events that have been associated with progressive axonal loss and are considered to be key elements in MS pathology and many neurodegenerative disorders (8–11). Despite their critical role, it is still unclear how DNA damage and oxidative stress are molecularly linked and can foster progressive axonal loss.

Jun activation domain–binding protein 1 (JAB1; or CSN5) is a multifunctional nuclear protein involved in controlling several aspects of cell function through gene transcription and protein degradation (12). Notably, along with the control of cell cycle progression (12, 13), JAB1 regulates DNA damage and repair (14, 15). JAB1 is the catalytic subunit of the constitutive photomorphogenesis 9 (COP9) signalosome (CSN), a modifier of the cullin-RING ubiquitin ligase (CRL) complexes. The main CSN function is the enzymatic removal of NEDD8 from the cullin component of the ligase, a requirement for proper functioning of CRL complexes. CRL-controlled substrates (e.g., MYC, p27^KIP1^, β-catenin, cyclin E) are key regulators of cell cycle progression and DNA repair (16).

We previously reported that in the PNS, JAB1 autonomously controls Schwann cell–axon interaction and its loss results in demyelination and axonal degeneration of peripheral nerves (17). Since oligodendrocytes are sensitive to DNA damage, oxidative stress, and perturbation of cell cycle progression, we now investigated whether JAB1 in the oligodendrocyte lineage might control CNS myelination and maintenance. Here we show that oligodendrocyte conditional deletion of *Jab1* — with 2 different transgenes — causes progressive CNS demyelination, inflammation, and axonal degeneration. Rescue of the inflammatory response did not prevent neurodegeneration. The molecular mechanism was shown to reside in the activation of the senescence pathway by DNA damage in mature oligodendrocytes.

## Results

### JAB1 expressed in oligodendrocytes is required for oligodendrocyte growth and survival.

To define the role of JAB1 in myelin formation, we generated mutant mice specifically lacking its expression in oligodendrocytes. Thus, we crossed *Jab1^fl/fl^* mice with *Cnp1-Cre* transgene mice (Figure 1, A and B, and ref. 18). The latter is active in the late phase of oligodendrocyte precursor (OPC) development and in differentiated oligodendrocytes, and ensures efficient recombination (19, 20). O1^+^ FACS-sorted oligodendrocytes from the mutant mouse brains showed significant reduction of *Jab1* mRNA (Figure 1C, and Supplemental Figure 1A for gating strategy of FACS; supplemental material available online with this article; https://doi.org/10.1172/JCI145071DS1). In addition, JAB1 protein was significantly reduced in Western blot analysis in mutant optic nerves (Figure 1D). Moreover, breeding of *Cnp-Cre Jab1^fl/fl^* with *EYFP-Rosa26* mice revealed high rates of recombination: 58% in NG2^+^ OPCs and 80% in CC1^+^ oligodendrocytes (Figure 1E).

*Cnp-Cre Jab1^fl/fl^* mice appeared phenotypically normal until postnatal day 20 (P20). After P40, mutant mice showed progressive motor impairment (tremor, unsteady gait) along with reduced size and weight as compared with controls (Figure 1G). Remarkably, all *Jab1*-mutant mice died by P150, and already at P70 we observed 50% mortality in the colony (Figure 1F).

We also measured motor performances (strength and coordination) by rotarod analysis. We observed normal function at P20, but significant impairment in *Cnp-Cre Jab1^fl/fl^* mice from P40 (Figure 1H).

### Jab1-mutant mice are characterized by progressive CNS demyelination and axonal loss.

In agreement with their phenotypic appearance, P20 *Cnp-Cre Jab1^fl/fl^* mice were slightly hypomyelinated in optic nerves, with morphologically normal myelin sheath and no alterations in the number of fibers (Figure 2, A and C, and Supplemental Figure 2A). Accordingly, the amounts of myelin basic protein (MBP) and myelin-associated glycoprotein (MAG) were comparable to those in controls in P20 optic nerves, corpus callosum, and spinal cord (Supplemental Figure 2, B and C, and data not shown).

From P40 onward, we observed progressive demyelination in optic nerve, corpus callosum, and spinal cord of *Cnp-Cre Jab1^fl/fl^* mice (Figure 2A), as corroborated by increased *g*-ratio values (Figure 2C) and consistent reduction in myelin protein expression (Supplemental Figure 2, B and C). At P60, almost all fibers in the CNS were devoid of myelin (Figure 2A). Notably, starting at P40, *Cnp-Cre Jab1^fl/fl^* mice also showed progressive neurodegeneration (Figure 2A), with signs of active axonal degeneration (Figure 2B) and significant loss of myelinated axons (Figure 2C).

To corroborate findings of axonal degeneration, we evaluated ganglion cells as major output cells of the retina to form the optic nerve. We stained the retina with anti-BRN3A antibody to identify ganglion cells, and we quantified cell numbers at different time points. We did not observe significant differences at P20 and P40, while the number of ganglion cells was significantly reduced in *Cnp-Cre Jab1^fl/fl^* mice at P60 (Supplemental Figure 3, A and B). Moreover, we examined levels of non-phosphorylated neurofilaments as a marker of axonal degeneration in the brain, as previously reported (21, 22). As depicted in Supplemental Figure 3, C and D, we observed a significant increase in the amount of non-phosphorylated neurofilaments in brain homogenates of *Cnp-Cre Jab1^fl/fl^* as compared with WT mice.

Finally, as *Cnp-Cre* transgene also recombines in Schwann cells, we evaluated peripheral nerves of mutant mice. As previously reported with *P0-Cre* transgene, which recombines specifically in Schwann cells (17), *Cnp-Cre Jab1^fl/fl^* mice also developed a dysmyelinating neuropathy with axonal sorting defects (Supplemental Figure 4A). As peripheral neuropathy may influence rotarod analysis, we compared P60 *Cnp-Cre Jab1^fl/fl^* with *P0-Cre Jab1^fl/fl^* mice, revealing that motor deficit was significantly worse in *Cnp-Cre Jab1^fl/fl^* mice as a consequence of CNS neurodegeneration (Supplemental Figure 4B).

### Functional analyses in Jab1-mutant mice.

To further evaluate demyelination and neurodegeneration, we performed MRI using magnetization transfer (MT) contrast method to estimate myelination and diffusion tensor imaging (DTI) to measure the fractional anisotropy (FA) to evaluate axonal integrity. At P30, *Cnp-Cre Jab1^fl/fl^* mice were almost the same as controls (Figure 3, A–C). However, at P45 the corpus callosum of mutant mice showed significant hyperintense signals in MT sequences, which were even more pronounced at P65 (Figure 3, A and C). Similarly, on DTI the normal control corpus callosum was well defined, but we observed a significant reduction in FA (both mean and axial diffusivity) in mutant mice at P45 and P65 (Figure 3, B and C). These changes correlated with progressive demyelination and axonal loss in the corpus callosum of *Cnp-Cre Jab1^fl/fl^* mice.

Finally, we performed visual evoked potentials (VEPs) to functionally test optic nerve activity. At P30, *Cnp-Cre Jab1^fl/fl^* mice showed detectable VEPs with significantly increased latency and reduced amplitude (Figure 3, D and E), and at P45 and P60, both latency and amplitude could not be detected in mutant mice (Figure 3, D and E), suggesting severe functional deficit.

### CNS degeneration in Cnp-Cre Jab1^fl/fl^ mice is associated with inflammation.

Between P40 and P60, in addition to demyelination and neurodegeneration, we observed in *Cnp-Cre Jab1^fl/fl^* mice a diffuse microglial/macrophage inflammatory infiltrate, as revealed by anti-IBA1 staining (Figure 4A). To further characterize the inflammatory infiltrate, we FACS-sorted inflammatory cells from brains. We confirmed that mutant mice had a significant increase both in microglia (CD45^lo^CD11b^+^Ly6G^–^Ly6C^–^) and in macrophages (CD45^hi^CD11b^+^Ly6G^–^Ly6C^–^), which represented the majority of the inflammatory cells (Figure 4B and Supplemental Figure 1B). Interestingly, in *Cnp-Cre Jab1^fl/fl^* mice, microglia displayed high CD11c positivity, were smaller in size (forward scatter, FSC-A MFI), and had higher granularity (SSC-A MFI), all hallmarks of activation (Figure 4B and Supplemental Figure 1C). Although significantly increased in number, lymphocytes and monocytes represented a smaller proportion of the inflammatory cells, whereas neutrophils did not differ from controls (Figure 4B and Supplemental Figure 1B). In addition, we also observed moderate astrogliosis, as glial fibrillary acidic protein (GFAP) staining was increased in optic nerves of *Jab1*-mutant mice (Figure 4C).

### Inhibition of monocyte recruitment or depletion of microglia is not sufficient to rescue neurodegeneration in Cnp-Cre Jab1^fl/fl^ mice.

To determine whether the observed inflammatory infiltrate could contribute to demyelination and neurodegeneration and to discriminate the role of monocytes/macrophages versus microglia, we first crossed C-C chemokine receptor type 2–knockout (*Ccr2^–/–^*) with *Jab1*-mutant mice. CCR2 is in fact required for the egress of monocytes from the bone marrow and has a prevalent role in monocyte/macrophage recruitment. Furthermore, *Ccr2^–/–^* mice are resistant to experimental autoimmune encephalitis (23, 24). Indeed, P50 *Cnp-Cre Jab1^fl/fl^ Ccr2^–/–^* mutants did not show differences from *Cnp-Cre Jab1^fl/fl^* mice in the numbers of inflammatory cells, myelinated fibers, and degenerating fibers (Figure 5A).

Since inhibition of monocyte/macrophage recruitment in *Cnp-Cre Jab1^fl/fl^* brains did not seem responsible for the observed neurodegeneration, we next explored the role of microglia. To test this hypothesis, we depleted microglia in *Cnp-Cre Jab1^fl/fl^* mice by using PLX3397, a selective inhibitor of colony-stimulating factor 1 receptor (CSF1R) able to eradicate CNS microglia (25, 26). Although PLX3397 treatment resulted in a significant reduction in IBA1^+^ microglia in both *Cnp-Cre Jab1^fl/fl^* and control optic nerves, we did not observe any amelioration in the number of myelinated or degenerating axons in mutant mice (Figure 5B).

Based on these results, we posit that neurodegeneration in *Cnp-Cre Jab1^fl/fl^* mice is not due to an overt role of microglia and monocytes, since its inhibition does not ameliorate disease course.

### Jab1-mutant oligodendrocytes develop and differentiate normally.

We previously reported that in the PNS JAB1 controls p27^KIP1^ levels in Schwann cells and their cell cycle progression, differentiation, and survival (17). Thus, we next determined whether the degeneration in *Cnp-Cre Jab1^fl/fl^* mice could be the result of reduced oligodendrocyte number, survival, and/or differentiation.

We first counted the total number of cells in optic nerves from P20 to P90. We did not observe any difference until P60, when this was increased in *Jab1*-mutant mice (Supplemental Figure 5A), most likely because of the inflammatory infiltrates. Next, we specifically assessed the number of OPCs (NG2^+^) and mature oligodendrocytes (CC1^+^) in optic nerves. While the number of mature oligodendrocytes did not change at any time point analyzed, OPCs were similar to control until P60 and then increased (Supplemental Figure 5B), suggesting that JAB1 deletion did not affect cell cycle progression and/or the proliferation/survival ratio.

To determine whether in the absence of JAB1, OPC/oligodendrocyte proliferation was affected, we performed BrdU incorporation assay and Ki67 staining in optic nerves. Whereas at P20, BrdU incorporation was comparable to controls, we observed an overall significant increase in all cells and in NG2^+^ OPCs in P60 optic nerves of mutant mice (Supplemental Figure 5C), as confirmed also by Ki67 staining (Supplemental Figure 5D). Next, we investigated whether JAB1 ablation might lead to altered survival in the oligodendrocyte lineage. Caspase-3 staining in P40 and P60 optic nerves did not show any significant difference between mutants and controls, while at P90 we observed a significant number of apoptotic oligodendrocytes in mutant nerves (Supplemental Figure 5E).

Finally, we investigated whether JAB1 might control OPC terminal differentiation. We injected BrdU for 3 consecutive days in P20 mice that were then analyzed at P30 (Supplemental Figure 5F). Quantification of the number of double-positive BrdU/CC1 oligodendrocytes at P30 was similar in *Jab1*-mutant mice and controls (Supplemental Figure 5F), suggesting that OPCs differentiate normally into mature oligodendrocytes.

Collectively, these results suggest that, in contrast to Schwann cells, JAB1 is not required for oligodendrocyte survival and differentiation. Accordingly, p27^KIP1^ levels did not change in optic nerves of *Jab1* mutants (Supplemental Figure 6).

### Jab1-mutant oligodendrocytes activate senescence-like program.

Since JAB1 has a critical role in DNA integrity and DNA damage repair (14), we next determined whether these processes are hampered in oligodendrocytes lacking JAB1 expression. Thus, we performed immunohistochemical analyses with anti–phospho–histone H2AX (anti–p-H2AX). While p-H2AX in optic nerves of control mice was virtually absent at all analyzed time points, we observed p-H2AX in a significant number of mutant oligodendrocytes, particularly at P40 and P60 (Figure 6A).

To further corroborate these results, we next investigated the nonhomologous end joining (NHEJ) mechanism of repair, which is operating in nondividing mature oligodendrocytes (27). As under physiological conditions there was no DNA damage, and to examine differences between controls and *Jab1*-mutant oligodendrocytes, we artificially induced DNA damage by x-ray irradiation. Optic nerves from control and *Cnp-Cre Jab1^fl/fl^* mice were cultured in vitro and x-ray–irradiated (3 Gy) to induce massive DNA damage. The activation of DNA-PK, the primary nuclease complex involved in NHEJ, was significantly reduced in *Cnp-Cre Jab1^fl/fl^* oligodendrocytes (Figure 6B), though a similar number of mature oligodendrocytes (CC1^+^) showed DNA damage in both *Jab1*-mutant and control optic nerves.

As a result of DNA damage, JAB1 regulates cell fate through DNA repair. In the absence of JAB1, the cell fate could vary depending on the extent of DNA damage and may result in apoptosis or in senescence (28). Since we did not observe apoptosis in *Jab1*-null oligodendrocytes until late stage (P90; Supplemental Figure 5E), we next investigated whether in mature oligodendrocytes JAB1 might control senescence. We thus evaluated specific markers such as senescence-associated β-galactosidase (SA-β-gal), p16^INK4a^, and p21^CIP1^. As expected, we observed SA-β-gal staining in oligodendrocytes already at P40 and significantly increased at P60 in optic nerve and corpus callosum of *Jab1*-mutant mice, but not in controls (Figure 6C). Accordingly, we also detected significant increases of p16^INK4a^ and of p21^CIP1^ in P40–P60 optic nerves of *Jab1*-mutant mice (Figure 6, D and E). Interestingly, p21^CIP1^ and p53 (p16^INK4a^ was not detectable; Supplemental Figure 4C) did not change in the peripheral nerve of *Cnp-Cre Jab1^fl/fl^* mice. Also, we could not detect SA-β-gal staining in Schwann cells (Supplemental Figure 4D), confirming that the neuropathy due to the lack of JAB1 is caused by a different mechanism, and that lack of JAB1 is not necessarily a common mechanism to induce senescence in the CNS and PNS.

It has been reported that senescent cells release soluble inflammatory factors (senescence-associated secretory phenotype [SASP]) and produce reactive oxygen species (ROS), which may amplify cell/tissue damage (28). Thus, we measured levels of SASP molecules in optic nerves of *Cnp-Cre Jab1^fl/fl^* mice and controls by quantitative PCR (qPCR) analyses. We observed significant increase in IL-1β, TGF-β1, chemokine (C-X-C motif) ligand 1 (CXCL1), and granulocyte-macrophage colony-stimulating factor (GM-CSF) mRNA expression specifically in mutant mice (Figure 6F). Accordingly, high-mobility group box 1 (HMGB1), a further component of the secretory pathway of senescent cells that may be involved in perpetrating senescence (29), was significantly increased in optic nerve homogenates from mutant mice (Figure 6G) and, as expected, mobilized in the cytoplasm of senescent oligodendrocytes, differently from the nuclear localization normally present in healthy cells (Figure 6G). Moreover, ROS levels were increased starting at P40 in *Jab1*-mutant optic nerves and corpus callosum (Figure 6H), and at P90 in the spinal cord (data not shown), when measured by electron paramagnetic resonance spectroscopy.

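The RNA-Seq data were from oligodendrocytes sorted by FACS on O1, a surface lipid of differentiating oligodendrocytes, and depleted of cells with the leukocyte marker CD45. There were 4 samples from WT mice and 4 from Cnp-Cre Jab1fl/fl mice, in which a Cre recombinase driven by the oligodendrocyte gene Cnp deletes Jab1, and each sample contained the cells of 2 brains taken at postnatal day 40. The authors amplified the RNA with a SMART-Seq v4 kit, sequenced paired ends, trimmed the reads with Trimmomatic, aligned them with STAR to the mouse genome GRCm38 and counted them per gene with featureCounts on the GENCODE basic annotation. The deposited table gives these raw counts for 55376 gene symbols with no normalization. The paper's text does not name whether the counting used the strand of the reads or kept reads that match several places, so the counts of overlapping genes and of near-identical copies are uncertain. The counts of the WT samples summed to between 90757237 and 153495112, with a median of 113765824, and those of the mutant samples to between 61485556 and 111365583, with a median of 78498439. The paper states an average of 100 M reads per sample (M for mega), and the counts used here averaged 101.6 M over the 12 samples of the 3 genotypes in the table. Genes were tested here with edgeR's quasi-likelihood test after TMM normalization, in a fit of the 8 samples of both genotypes, with Benjamini-Hochberg adjustment at a threshold of 0.05. The test covered the 17716 genes with at least 1 CPM (count relative to the library total) in at least 4 of the 12 samples, after the filter in the paper's methods, which used DESeq2 for the test itself. Across the genes, which are not independent replicates, Pearson's r of the log2 values between samples of one genotype was 0.92 to 0.96 in WT and 0.85 to 0.88 in mutant samples. Jab1 is listed under its symbol Cops5 and lies on chromosome 1 of GRCm38 from 10024601 to 10038168 on the reverse strand, with 8 exons. The WT samples had 14726, 7167, 12880 and 9651 counts of Cops5, and the mutant samples 6990, 7839, 4646 and 3344. Normalized for library size, Cops5 was at 103 ± 39.8 CPM (SD, n = 4) in WT and 66.9 ± 18.0 CPM (SD, n = 4) in mutant samples, a log2 fold change of -0.62 (standard error 0.36, adjusted p = 0.349, edgeR), which was within the spread between samples. Counts per gene do not separate the exons that Cre removes from the others. Cnp, on chromosome 11 from 100574904 to 100591729, was lower in every mutant sample, at 781 ± 617 CPM (SD, n = 4) against 7528 ± 3941 CPM (SD, n = 4) in WT, a log2 fold change of -3.27 (standard error 0.61, adjusted p = 0.0105, edgeR).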

To confirm the above results and to demonstrate that SASP originated from mutant oligodendrocytes, we FACS-sorted O1^+^ oligodendrocytes from P40 brain of *Cnp-Cre Jab1^fl/fl^* and control mice and performed RNA-Seq and qPCR analyses. 

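Between mutant and WT oligodendrocytes, 919 of the 17716 genes tested had a higher and 435 a lower expression in mutants at an adjusted p below 0.05. At an unadjusted p below 0.05 there were 3991 genes, 2343 higher and 1648 lower, where 885.8 would be found by chance. The numbers depended on the test, and with DESeq2, the paper's tool, 1687 genes were higher and 1002 lower, including all of the 1354 genes that edgeR called. When each sample was left out in turn, edgeR called from 504 genes (without WT replicate 5) to 1196 genes (without Cnp-Cre Jab1fl/fl replicate 2) as higher. The smallest adjusted p belonged to Cyth4, on chromosome 15 from 78597047 to 78622019, at 214 ± 74.1 CPM (SD, n = 4) in mutants and 3.05 ± 0.85 CPM (SD, n = 4) in WT, a log2 fold change of 6.13 (standard error 0.41, adjusted p = 1.28e-04, edgeR). It was followed by Adap2 (log2 fold change 5.75, standard error 0.46), which overlaps Adap2os on the other strand, and Pld4 (5.42, standard error 0.43), each with an adjusted p of 2.89e-04 in edgeR. In the same samples the mean log2 level of 20 microglia marker genes was 3.69 higher in mutants than in WT (two-sided exact permutation test, p = 0.0286, n = 4 per genotype). None of these markers is on the gene lists of the paper's figures. Every mutant sample was above every WT sample, and this p is the smallest that 4 samples against 4 allow. The adjusted p of 0.0857 over 30 comparisons of marker lists does not pass 0.05. For a p at this limit, the adjusted value depends on the p of the other lists. Among the downregulated genes, Jph4 on chromosome 14 had a log2 fold change of -3.71 (standard error 0.39, adjusted p = 7.38e-04, edgeR), Erbb3 on chromosome 10 one of -3.09 (standard error 0.40, adjusted p = 0.00202, edgeR) and Faim2 on chromosome 15 one of -4.00 (standard error 0.54, adjusted p = 0.00265, edgeR). For each of these 6 genes the levels of the mutant and WT samples did not overlap.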

We observed a significant number of genes that were downregulated (930 genes) or upregulated (1576; Supplemental Figure 7A and Supplemental Table 1). 

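Figure 8G shows 42 genes of senescence and 25 genes of SASP/inflammation, and all of them passed the filter on expression. In mutant as compared with WT oligodendrocytes the fitted log2 fold change was above 0 for all 42 senescence genes, with a median of 1.69, and 12 of them had an adjusted p below 0.05 over all genes tested. For SASP/inflammation it was above 0 for all 25 genes, with a median of 3.47, and 12 were past the threshold. When adjusted over the list alone, 19 genes of each list were past it, although this is not independent evidence, since the study chose both lists on these samples. A score was computed for each sample as the mean over a list of log2(CPM + 1). The senescence score was 4.32 ± 0.28 (SD, n = 4) in mutants and 2.91 ± 0.22 (SD, n = 4) in WT, a difference of 1.41 (two-sided exact permutation test, p = 0.0286, the smallest p that 4 samples against 4 allow; adjusted p = 0.0429 over 12 comparisons of lists). For SASP/inflammation the score was 3.44 ± 0.49 (SD, n = 4) in mutants and 0.96 ± 0.20 (SD, n = 4) in WT, a difference of 2.48 with the same exact p. Every mutant sample was above every WT sample in both scores. Tests of the lists against the spread between samples by limma's fry gave an adjusted p of 0.00102 for senescence and 7.41e-04 for SASP/inflammation. Limma's camera, which sets a list against the other genes tested and takes a preset correlation of 0.01 between genes, gave 7.08e-13 and 4.21e-19, which is not independent evidence for lists chosen on these samples. Without WT replicate 1 the number of genes called was 5 for senescence, and among genes with a mean of at least 10 CPM it was 7 for SASP/inflammation, of which 13 genes had a mean below 1 CPM in WT. Of the senescence genes, Pdgfb had the smallest adjusted p (log2 fold change 3.19, standard error 0.47, adjusted p = 0.0038, edgeR), and Tgfb1 (3.67, standard error 0.71, adjusted p = 0.0117, edgeR) and Stat6 (2.76, standard error 0.56, adjusted p = 0.0147, edgeR), which overlaps Nab2 on the other strand, were also called. The SASP/inflammation gene with the smallest adjusted p was Il6ra, which overlaps Gm42809 on the other strand (log2 fold change 5.86, standard error 0.56, adjusted p = 4.55e-04, edgeR). Next to it were, in this order, Pik3cd (4.84, standard error 0.57, adjusted p = 0.00165, edgeR), Il1b, which had 0 counts in WT, Cxcl10 (8.74, standard error 1.48, adjusted p = 0.00682, edgeR) and Gsdmd (3.69, standard error 0.66, adjusted p = 0.00863, edgeR). A fit of all 12 samples took the score of the microglia markers as a covariate. The adjusted p by limma's fry was then 0.00209 for SASP/inflammation and 0.00261 for senescence. The second became 0.143 when double-mutant replicate 3 was left out. The microglia scores of mutant and WT samples did not overlap, so this fit cannot separate microglial RNA from genotype. The paper measured these genes in sorted cells in order to show that the SASP originated from the mutant oligodendrocytes.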

Interestingly, we revealed a significant upregulation of genes associated with senescence and SASP/inflammation in mutant oligodendrocytes (Supplemental Figure 7B, and Figure 8G), as also confirmed by qPCR analysis (Supplemental Figure 7C and Supplemental Figure 12, B–D).

As a complementary result, to confirm that the elevation of SASP/inflammation and ROS in mutant mice was due to senescent oligodendrocytes and not by activated microglia, we measured these molecules in PLX-treated *Cnp-Cre Jab1^fl/fl^* mice, thus ablated of microglia. SASP-related genes and ROS remained significantly elevated in mutant mice treated with PLX as compared with WT controls (treated and not treated; Supplemental Figure 8, A and B).

Collectively, loss of JAB1 induces progressive DNA damage in mutant oligodendrocytes that undergo a senescence-like program. Further, senescent oligodendrocytes trigger inflammation and promote diffuse oxidative stress leading to neurodegeneration.

### Jab1 deletion in adult mice induces neurodegeneration, neuroinflammation, and senescence.

To further confirm the role of JAB1 in the regulation of the senescence program, we also deleted *Jab1* in mature oligodendrocytes using the inducible *Plp-CreERT2* transgene (30). *Plp-CreERT2 Jab1^fl/fl^* mice were treated with tamoxifen from P40 to P45. When they were bred with *EYFP-Rosa26* mice, PCR and Western blot analyses for JAB1 confirmed efficient recombination in optic nerves (Supplemental Figure 9, A–C). At 60 days after injection, tamoxifen-treated mice were phenotypically indistinguishable from controls in terms of behavior, weight, number of IBA1^+^ cells, CNS morphology (optic nerve, corpus callosum, and spinal cord), and myelination (Figure 7, A–C, and Supplemental Figure 9D). However, at 180 days after injection, tamoxifen-treated mice displayed reduced size and weight (Figure 7A). Morphological analyses showed diffuse CNS demyelination, loss of myelinated fibers, and axonal degeneration (Figure 7, B and C, and Supplemental Figure 9D). Further, these mice also showed an increase in IBA1^+^ microglia (Figure 7D). Similarly to *Cnp-Cre Jab1^fl/fl^* mice, tamoxifen-treated *Plp-CreERT2 Jab1^fl/fl^* mice had an increased number of oligodendrocytes (Supplemental Figure 9E) that expressed SA-β-gal (Figure 7E), and increased expression of p21^CIP1^, p16^INK4a^, and SASP (Figure 7F and Supplemental Figure 9F).

### Genetic depletion of p21^CIP1^ but not p16^INK4a^ ameliorates neurodegeneration in Jab1 mutants.

To test the hypothesis that senescence, through the p16^INK4a^ and/or p21^CIP1^ pathway, is responsible for neurodegeneration in *Jab1*-mutant mice, we ablated p16^INK4a^ or p21^CIP1^ in *Cnp-Cre Jab1^fl/fl^* mice.

Adult *Cnp-Cre Jab1^fl/fl^ p16^INK4a–/–^* mice did not show amelioration of demyelination and neurodegeneration of the CNS, as confirmed by quantification of myelinated fibers and *g*-ratio in the optic nerve (Supplemental Figure 10, A and B). Similarly, the inflammatory infiltrate did not change (Supplemental Figure 10C). Not surprisingly, double-mutant oligodendrocytes (with *Jab1* and *p16^INK4a^* deleted) showed senescence markers, including SA-β-gal activity and high p21^CIP1^ expression (Supplemental Figure 10, D and E), and SASP levels were unchanged in the CNS tissue in comparison with *Cnp-Cre Jab1^fl/fl^* mice (Supplemental Figure 10F).

Conversely, deletion of p21^CIP1^ in *Cnp-Cre Jab1^fl/fl^* mice induced amelioration of the early phase of the phenotype and delay in neurodegeneration. Rotarod analysis showed better performances in *Cnp-Cre Jab1^fl/fl^ p21^CIP1–/–^* as compared with *Cnp-Cre Jab1^fl/fl^* mice, significantly at P40 (Figure 8A) — a time point of active neurodegeneration in *Jab1*-mutant mice (see also Figure 1H). Mouse body weight was similar between WT and *p21^CIP1–/–^* mice, and between *Cnp-Cre Jab1^fl/fl^* and *Cnp-Cre Jab1^fl/fl^ p21^CIP1–/–^* mice (Supplemental Figure 11A). When we analyzed optic nerves at P60, we confirmed amelioration of the histopathological findings, including significant increase of myelin thickness as sustained by *g*-ratio quantification (Figure 8B and Supplemental Figure 11, B and C). We then quantified the number of ganglion cells in the retina; this was significantly higher in *Cnp-Cre Jab1^fl/fl^ p21^CIP1–/–^* as compared with *Cnp-Cre Jab1^fl/fl^* mice and not different from controls (Figure 8C). Accordingly, the number of myelinated fibers in the spinal cord was also significantly increased in double mutants, with significantly reduced numbers of degenerating axons (Figure 8D). Similarly, the levels of non-phosphorylated neurofilaments in the brains of double-mutant mice were rescued (Figure 8E and Supplemental Figure 11D). Conversely, the number of microglia did not differ in double mutants as compared with *Cnp-Cre Jab1^fl/fl^* mice (Supplemental Figure 11E).

When we investigated senescent oligodendrocytes, we observed a significant reduction of SA-β-gal positivity in P60 optic nerves of *Cnp-Cre Jab1^fl/fl^ p21^CIP1–/–^* as compared with *Cnp-Cre Jab1^fl/fl^* mice (Figure 8F). Consistently, we also observed a significant reduction of cytoplasmic HMGB1 expression in double-mutant oligodendrocytes and reduced levels of SASP molecules (Supplemental Figure 11, F and H). The level of p16^INK4a^ (*Cdkn2a*) was unchanged in double mutants as compared with *Cnp-Cre Jab1^fl/fl^* mice (Supplemental Figure 11G), suggesting that it might partially compensate in the absence of p21^CIP1^.

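The third genotype of the RNA-Seq table is the double mutant Cnp-Cre Jab1fl/fl p21CIP1-/-, in which Cdkn1a, the gene of p21CIP1, is also targeted. The 4 samples labelled with this genotype had 7913, 13040, 10397 and 6180 counts of Cdkn1a, which as CPM were above WT and below Cnp-Cre Jab1fl/fl on average. Counts of the whole gene do not tell its exons apart, and the samples are called double mutants by their labels. They were of sorted O1+ cells, each again from 2 brains, whose counts summed to between 91564521 and 116034670, with a median of 105250918. Pearson's r of the log2 values across genes between these samples was 0.83 to 0.90. Cops5 was at 58.6 ± 21.5 CPM (SD, n = 4), a log2 fold change of -0.82 (standard error 0.39, adjusted p = 0.424, edgeR) against WT and of -0.19 (adjusted p = 1.00, edgeR) against Cnp-Cre Jab1fl/fl. As compared with WT, 31 genes were higher and 3 lower in double mutants at an adjusted p below 0.05, and 2194 genes had an unadjusted p below 0.05. The number of higher genes moved when a sample was left out. It was 202 without double-mutant replicate 1. Without any other sample it fell, to between 1 (without double-mutant replicate 2) and 8 (without double-mutant replicate 5). As compared with Cnp-Cre Jab1fl/fl, 0 genes reached an adjusted p of 0.05, the smallest being 0.0875, and 885 had an unadjusted p below 0.05, where 885.8 would be found by chance. In DESeq2, 663 genes were higher and 199 lower than in WT, and 20 were higher and 67 lower than in Cnp-Cre Jab1fl/fl. The upregulated genes with the smallest adjusted p against WT were Trib3, on chromosome 2 from 152337422 to 152344032, which was at least 1007-fold higher (adjusted p = 0.00429, edgeR), Gm4951, a member of a multigene family whose count is uncertain, which was at least 846-fold higher (adjusted p = 0.00759, edgeR), and Asns, with a log2 fold change of 3.05 (standard error 0.36, adjusted p = 0.0275, edgeR). The downregulated ones were Adamtsl1 (log2 fold change -2.58, standard error 0.37, adjusted p = 0.0404, edgeR), Pdzd7, which was at least 125-fold lower with 0 counts in the double mutants (adjusted p = 0.0404, edgeR), and Kctd4 (-2.80, standard error 0.45, adjusted p = 0.0437, edgeR). Against Cnp-Cre Jab1fl/fl, the genes nearest to the threshold were Ccdc88b (log2 fold change -3.25, standard error 0.39, adjusted p = 0.0875, edgeR) and Plcb2 (-2.67, standard error 0.35, adjusted p = 0.0916, edgeR). Among genes that were higher than in Cnp-Cre Jab1fl/fl these were Gm15446 (4.02, adjusted p = 0.186, edgeR), which overlaps Gm26808 on the other strand, Pon1, at least 102-fold higher (adjusted p = 0.291, edgeR), and Hmga1b (4.60, adjusted p = 0.454, edgeR), which shares its sequence with Hmga1.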

Finally, we performed RNA-Seq analysis in FACS-sorted (O1^+^) oligodendrocytes to evaluate cell rescue of senescence and SASP/inflammatory markers. In parallel with findings in CNS tissue, we observed a rescue of senescence-associated and SASP/inflammatory molecules in *Cnp-Cre Jab1^fl/fl^ p21^CIP1–/–^* as compared with *Cnp-Cre Jab1^fl/fl^* oligodendrocytes, which had a pattern more similar to that of controls (Figure 8G and Supplemental Tables 2 and 3). Also, markers for oligodendrocyte maturation in double-mutant oligodendrocytes were more similar to controls as compared with *Cnp-Cre Jab1^fl/fl^* ones (Supplemental Figure 12A). 

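In double-mutant as compared with Cnp-Cre Jab1fl/fl oligodendrocytes, the fitted log2 fold change was below 0 for all 42 senescence genes, with a median of -0.78, and for all 25 SASP/inflammation genes, with a median of -1.65. Over all genes tested, 0 genes of either list had an adjusted p below 0.05, while 3 senescence and 5 SASP/inflammation genes had an unadjusted p below 0.05. When adjusted over the list alone, which is not independent evidence, Cdkn1a of the senescence list and Il6ra, Pik3cd and Stab1 of the SASP/inflammation list were past the threshold. Cdkn1a is the gene targeted in the double mutants, so its lower level says nothing about the rest of the senescence list. As a whole, each list differed with an adjusted p of 0.00789 by limma's fry, and for these 2 lists the calls by camera held under fry in all 3 comparisons of genotypes. With the microglia score as a covariate the adjusted p by fry was 0.00217 for both lists, but without double-mutant replicate 3 that of senescence was 0.0528, where it was below 0.05 before adjustment. The senescence score of the double mutants was 3.49 ± 0.28 (SD, n = 4), a difference of -0.83 from that of Cnp-Cre Jab1fl/fl (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0429), with no overlap between samples. It was 0.58 higher than that of WT (exact p = 0.0571, adjusted p = 0.0762), and this difference grew to 0.70 (exact p = 0.0286) without double-mutant replicate 1, the sample nearest to WT. For SASP/inflammation the score was 1.95 ± 0.49 (SD, n = 4), a difference of -1.50 from Cnp-Cre Jab1fl/fl and of 0.99 from WT, each with an exact p of 0.0286, so the double mutants lay between both genotypes in every sample. For the 52 genes of Supplemental Figure 7B the score differed by -0.79 from Cnp-Cre Jab1fl/fl (exact permutation p = 0.0857, adjusted p = 0.0935), which does not pass 0.05. Of these genes 11 were higher and 41 lower than in Cnp-Cre Jab1fl/fl, with an adjusted p of 0.0459 by limma's fry. Without any one double-mutant sample, the exact p of the senescence difference from Cnp-Cre Jab1fl/fl was 0.0571 and the difference from -0.93 to -0.71, with the samples still apart. Compared with WT, 36 of the senescence genes and 23 of the SASP/inflammation genes were higher in double mutants, 0 with an adjusted p below 0.05 over all genes and 8 and 10 with an unadjusted p below 0.05. The genes that were lower than in WT were Birc2, E2f7, Cdkn1b, Trim10, Hist1h2bg and Yy1 for senescence, and Tnfrsf25 and Zc3h12a for SASP/inflammation. The lists were drawn on these samples, so the change over all 17716 genes was also projected on the Jab1-mutant change, estimated in 36 splits from 2 samples of each genotype and compared in the samples held out. Double mutants retained 68.7% of the mutant change on average, and from 57.7% to 80.2% when each replicate was left out. The share was 34.0% in replicate 1, 40.1% in replicate 2, 99.1% in replicate 3 and 101.4% in replicate 5. All genes tested include markers of other cell types, so this is not the share of oligodendrocytes alone. The endothelial marker score of these replicates rose in the same order, at 5.6, 5.77, 7.78 and 8.54. The microglia score did not keep this order and was highest in replicate 3. From the heat maps of these genes and the lists of differentially expressed genes, the paper concludes that senescence-associated and SASP/inflammatory molecules were rescued in double-mutant oligodendrocytes. It also reports qPCR of selected markers in sorted cells. In optic nerves of double mutants it found less SA-β-gal staining, less cytoplasmic HMGB1 and lower SASP levels. These other data were not analysed here.

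**Figure D1:**
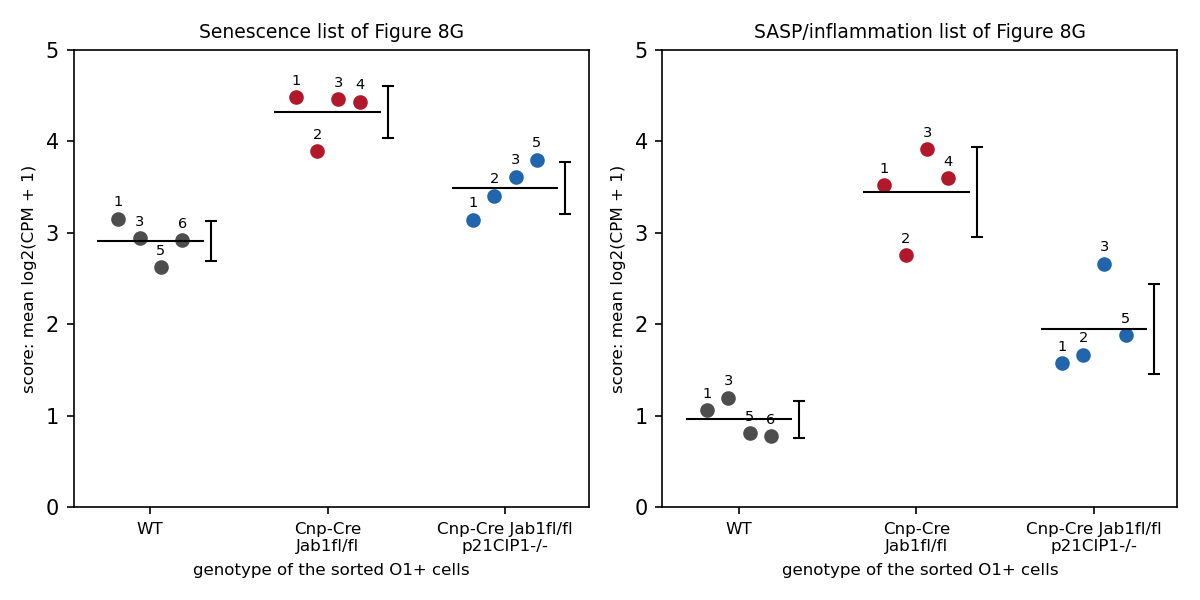
Scores of the senescence list and of the SASP/inflammation list of Figure 8G in each sample of sorted O1+ cells by genotype, as the mean of log2(CPM + 1) over the genes of the list (vertical axes), with each sample as a point beside its replicate number, the mean as a line and the SD as a bar (n = 4). The senescence scores of the double mutants run from 3.14 to 3.80 and their SASP/inflammation scores from 1.58 to 2.66, below those of every Cnp-Cre Jab1fl/fl sample.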

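Supplemental Figure 12A shows 17 genes of myelination. In Cnp-Cre Jab1fl/fl as compared with WT oligodendrocytes all 17 had a negative log2 fold change, with a median of -1.53, and 5 were called at an adjusted p below 0.05 over all genes tested, or 12 when adjusted over the list alone, which is not independent evidence as the list was chosen on these samples. Without Cnp-Cre Jab1fl/fl replicate 2, the number called over all genes was 8, and in 5 of the 7 fits without another sample it was 2. The 5 genes were Cntn2 (log2 fold change -3.39, standard error 0.69, adjusted p = 0.0149, edgeR), Fa2h (-3.12, standard error 0.65, adjusted p = 0.0166, edgeR), Myrf (-2.74, standard error 0.66, adjusted p = 0.0306, edgeR), Nkx6-2 (-1.82, standard error 0.47, adjusted p = 0.0375, edgeR) and Mag (-2.21, standard error 0.58, adjusted p = 0.0423, edgeR). In double mutants all 17 genes were higher than in Cnp-Cre Jab1fl/fl, with a median log2 fold change of 0.87, but 0 had an adjusted p below 0.05 over all genes or over the list alone, and 1 had an unadjusted p below 0.05. As compared with WT, 15 of the 17 were lower in double mutants, with a median of -0.76, and again 0 were called, while 5 had an unadjusted p below 0.05. Mag, on chromosome 7 from 30899176 to 30914873, was at 2901 ± 1509 CPM (SD, n = 4) in WT, 628 ± 489 CPM (SD, n = 4) in Cnp-Cre Jab1fl/fl and 1357 ± 913 CPM (SD, n = 4) in double-mutant samples. The mean log2(CPM + 1) over the list was 7.51 ± 0.31 (SD, n = 4) in WT, 5.76 ± 0.64 (SD, n = 4) in Cnp-Cre Jab1fl/fl and 6.66 ± 0.71 (SD, n = 4) in double mutants. The difference between Cnp-Cre Jab1fl/fl and WT was larger than the spread between samples (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0429). Double mutants could be separated neither from Cnp-Cre Jab1fl/fl (difference 0.90, exact p = 0.114) nor from WT (-0.85, exact p = 0.0857) by the same test, although without double-mutant replicate 1 the difference from WT was -1.13 (exact p = 0.0286). By limma's fry, the list had an adjusted p of 0.00623 between Cnp-Cre Jab1fl/fl and WT, 0.0973 between double mutants and Cnp-Cre Jab1fl/fl and 0.0759 between double mutants and WT, so the calls by camera in the last 2 comparisons (adjusted p = 4.72e-08 and 1.88e-04) did not hold under fry.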

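In the RNA-Seq counts, Cdkn1a lies on chromosome 17 of GRCm38 from 29090976 to 29100727 and is overlapped on the other strand by AC167363.2. It was at 41.6 ± 31.5 CPM (SD, n = 4) in WT, 452 ± 123 CPM (SD, n = 4) in Cnp-Cre Jab1fl/fl and 88.4 ± 17.9 CPM (SD, n = 4) in double mutants. The log2 fold change was 3.44 (standard error 0.53, adjusted p = 0.0044, edgeR) between Cnp-Cre Jab1fl/fl and WT, and it stayed between 3.17 and 4.07 without each sample in turn. Between double mutants and WT it was 1.08 (standard error 0.48, adjusted p = 0.394, edgeR). Double mutants were lower than Cnp-Cre Jab1fl/fl in every sample, with a log2 fold change of -2.35 (standard error 0.32, adjusted p = 0.0916 in edgeR and 1.57e-10 in DESeq2). Il1b, Ccl5 and Trim10 were detected at lower levels. Il1b, on chromosome 2, had 0 counts in every WT sample and was at 14.2 ± 7.37 CPM (SD, n = 4) in Cnp-Cre Jab1fl/fl, at least 539-fold higher when WT is set at the floor of 3 counts (adjusted p = 0.00171, edgeR). In double mutants Il1b was at 2.17 ± 3.90 CPM (SD, n = 4), with 8.02 CPM in replicate 3, a log2 fold change of -2.71 against Cnp-Cre Jab1fl/fl (standard error 1.45, adjusted p = 0.992, edgeR). Ccl5, on chromosome 11, was at 14.7 ± 14.2 CPM (SD, n = 4) in Cnp-Cre Jab1fl/fl and 0.066 ± 0.13 CPM (SD, n = 4) in WT, a log2 fold change of 7.69 (standard error 1.78, adjusted p = 0.0257, edgeR), and at 2.60 ± 3.46 CPM (SD, n = 4) in double mutants (-2.50 against Cnp-Cre Jab1fl/fl, standard error 1.18, adjusted p = 0.968, edgeR). For Trim10 the spread between samples was larger than the difference, with 4.97 ± 6.66 CPM (SD, n = 4) in Cnp-Cre Jab1fl/fl, 1.21 ± 1.43 CPM (SD, n = 4) in WT and 1.04 ± 1.66 CPM (SD, n = 4) in double mutants (log2 fold change 2.04 between Cnp-Cre Jab1fl/fl and WT, standard error 2.04, adjusted p = 0.618, edgeR).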

As expected, qPCR for *p21^CIP1–/–^* (*Cdkn1a*) was undetectable in *Cnp-Cre Jab1^fl/fl^ p21^CIP1–/–^* oligodendrocytes (Supplemental Figure 12B). qPCR for selected markers of senescence and SASP (included in the heatmaps) confirmed RNA-Seq results (Supplemental Figure 12, C and D).

Overall, these above results suggest that interfering with the senescence pathway may ameliorate/delay neurodegeneration in *Jab1*-mutant mice.

### JAB1 expression in human brain.

As pathological findings in our mutant mice resemble those described in MS pathology, to strengthen the clinical relevance of our results we investigated JAB1 expression in brain samples from MS patients and controls. Immunofluorescence analysis revealed JAB1 expression in all the oligodendrocyte nuclei of normal control brain samples (Figure 9). Conversely, normal-appearing white matter surrounding chronic inactive MS lesions showed a significant reduction of oligodendrocytes that had JAB1^+^ nuclei (Figure 9, A and B).

## Discussion

Oligodendrocyte DNA damage and oxidative stress are among the main pathological mechanisms driving neurodegeneration in white matter disorders, such as progressive MS and leukodystrophies (8–11). However, the underlying molecular mechanisms have not been fully clarified, partly because mouse models do not completely recapitulate human disorders and/or pathogenesis (31, 32). We now report that genetic deletion of JAB1 in oligodendrocytes is sufficient to cause CNS demyelination, inflammation, and progressive neurodegeneration by inducing cell-autonomous DNA damage. Mutant oligodendrocytes undergo a senescence-like process that results in diffuse oxidative stress and proinflammatory cytokine release into the CNS. These events promote inflammation and neurodegeneration, leading to mouse death in few months. Moreover, our data strongly indicate that suppression of microglia activation does not ameliorate neurodegeneration. We provide a proof of principle that interfering with the senescence pathway ameliorates/delays the disease.

The role of JAB1 in oligodendrocytes has been corroborated using 2 different transgenes, confirming the cell-intrinsic role of oligodendrocytes in the pathogenesis of CNS demyelination, inflammation, and neurodegeneration. We posit a predominant role for postmitotic oligodendrocytes in causing these effects. Indeed, although recombination with the *Cnp-Cre* transgene has been reported also in NG2^+^ OPCs (30), and JAB1 has been previously associated with control of cell cycle progression and proliferation in Schwann cells (17), we did not observe any defect in OPC proliferation and differentiation. The different role of JAB1 in peripheral and central myelinating glia is additionally demonstrated by the fact that p27^KIP1^ levels did not change in oligodendrocytes, in contrast to Schwann cells (17), and conversely that Schwann cells did not elevate the senescence markers p16^INK4a^ and p21^CIP1^. Moreover, unlike Schwann cells that depend on JAB1 expression for survival (17), oligodendrocytes do not undergo apoptosis (at least until late stages and in low percentage). Indeed, oligodendrocytes survive despite extensive DNA damage, raising the possibility of their entry into a senescence-like program.

Cellular senescence is a programmed, transient phenomenon that normally contributes to tissue remodeling and homeostasis during development. In advanced age, senescent cells may accumulate following declining/disruption of the immune function, decreased stability of p53 (p21^CIP1^), and accumulation of DNA damage, which, however, does not reach a threshold level to induce cell death (33). Cellular senescence has been well investigated in mitotic cells and is mediated by the activation of either one or both p53/p21^CIP1^ and p16^INK4a^/pRB (retinoblastoma protein) tumor suppressor pathways (34). Both these pathways are complex, involve side branches, and are interlinked with extensive crosstalk. Activated p53 regulates the expression of many antiproliferative genes, primarily through p21^CIP1^. p21^CIP1^ arrests the cell cycle (by inhibition of various cyclin-dependent kinases [CDKs]), facilitates DNA damage response, induces the secretion of SASP, and promotes ROS elevation (35). p16^INK4a^ overexpression is also induced during senescence. p16^INK4a^ directly binds to CDK4/6, prevents the phosphorylation of pRB, and promotes the expression of EF2-target genes, acting as cell cycle brake. p16^INK4a^ also has non-canonical (pRB-independent) roles, regulating mitochondria biogenesis, oxidative stress, and inflammatory molecules (36). These chronic senescent cells promote or amplify cell/tissue damage through the release of inflammatory factors (SASP) and ROS (37). Based on the results of our study, we posit that *Jab1^–/–^* senescent oligodendrocytes couple CNS demyelination to chronic inflammation and elevated ROS production, which eventually result in axonal damage and loss. Accordingly, demyelination per se does not necessarily induce axonal degeneration, as reported in *shiverer* (*Mbp^–/–^*) mutants, which are devoid of CNS myelin but present preserved axons (7), indicating that further mechanisms may trigger neurodegeneration.

It is intriguing to note that senescent progenitors have been identified in brains of progressive MS patients as well as in induced pluripotent stem–derived neural precursor cells obtained from the same patients (38), providing evidence that cellular senescence is an active process during neurodegeneration. Notably, a reliable model reproducing key clinical and pathological features of primary progressive MS is an absolute requirement to validate possible therapeutic treatments for these patients (31), who are characterized by activated microglia, robust chronic demyelination, and autoimmune-independent neurodegeneration (31). These are all features that we observed in *Jab1*-mutant mice. In this context, oligodendrocyte-conditional *Jab1^–/–^* mice would promote cell-intrinsic DNA damage and defective DNA damage repair, which may represent a possible common mechanism of oligodendrocyte-driven neurodegeneration in different white matter disorders, such as progressive MS and leukodystrophies. Accordingly, we observed reduced JAB1 expression in oligodendrocytes of brain samples from MS patients. Moreover, oligodendrocyte DNA damage, senescence, oxidative stress, and defective DNA damage repair have all been described in progressive MS (8, 38–40) and leukodystrophy (41–44).

We consistently observed neuroinflammation in oligodendrocyte-conditional *Jab1^–/–^* mice as a consequence of primary oligodendrocyte dysfunction. Inflammation was primarily related to microglia activation, though lymphocytes, monocytes, and macrophages later contributed to the process. Predominant microglia activation is a common finding in both primary progressive MS and leukodystrophies (3, 39, 45, 46), and is observed in other models featuring oligodendrocyte dysfunction (10, 18). Given the phenotypic characteristics of our mutant, we could test whether microglia actively contributed to neurodegeneration. Interestingly, microglia depletion did not ameliorate demyelination nor neurodegeneration, suggesting that this is not a key event in disease progression. This result is in line with the failure in the use of immunomodulatory/immunosuppressive drugs to treat progressive MS patients (47). Our data indicate that cells other than inflammatory, likely senescent oligodendrocytes, with or without the contribution of reactive astrocytes, promote neurodegeneration. Nevertheless, we cannot exclude that enforcing neuroprotective microglia subtypes could constitute an alternative approach to rescue neurodegeneration in chronic white matter disorders (48).

In conclusion, we propose that oligodendrocyte senescence cell-autonomously represents a key element in the pathogenesis of neurodegeneration in chronic white matter disorders. Thus, targeting senescent cells might constitute a primary objective to develop innovative therapeutic strategies. Accordingly, our results show that interfering with the senescence pathway may ameliorate/delay the disease, as described also in other contexts (49, 50). Notably, this was observed with deletion of p21^CIP1^ but not p16^INK4a^. One explanation may reside in compensation. Not surprisingly, in both double mutants, the expression of the other senescence marker (p21^CIP1^ in *Cnp-Cre Jab1^fl/fl^ p16^INK4a–/–^* and p16^INK4a^ in *Cnp-Cre Jab1^fl/fl^ p21^CIP1–/–^* mice) was maintained at increased levels, and this may suggest that both these genes should be deleted to completely rescue the phenotype. Moreover, differences in the experimental rescue may be due to a specific function or pathway originated by the 2 cyclin inhibitors. For example, it is known that p21^CIP1^ is required (mainly) for the induction of senescence while p16^INK4a^ is required for its maintenance (34). Epigenetically induced senescence mostly acts through p16^INK4a^, as opposed to DNA damage–induced senescence, which mainly relies on p21^CIP1^ (51). Moreover, specific functions of p21^CIP1^ and p16^INK4a^ in postmitotic cells, such as oligodendrocytes, are still poorly understood. We cannot exclude that senescence in CNS cells (such as oligodendrocytes) might be sustained also by other molecules that may partially take over the function of p21^CIP1^, and/or may not include p16^INK4a^.

Unfortunately, senolytic drugs still present limits in terms of potency and applicability (52, 53). However, recent work gave promising results by eliminating senescent cells with antibodies or chimeric antigen receptor T cells (54, 55), suggesting the possibility of developing alternative treatments for these devastating disorders of the CNS.

## Methods

### Animals.

The generation of floxed *Jab1*, *Cnp-Cre*, *Plp-CreERT2*, and *EYFP-Rosa26* mice has been previously described (18, 30, 56, 57). *Ccr2* and p21^CIP1^ (*Cdkn1a*) knockout mice were purchased from The Jackson Laboratory, and p16^INK4a^ (*Cdkn2a*) knockout mice from the National Cancer Institute Mouse Models of Human Cancers Consortium (Supplemental Table 4). For genotyping, we isolated genomic DNA from tail biopsies using DirectPCR solution (ViaGen), according to the manufacturer’s directions. All primer sequences are available in Supplemental Table 5.

### PLX3397 administration.

The compound pexidartinib (PLX3397; S7818) was purchased from Selleck Chemicals and formulated in irradiated D10001i Rodent Diet standard chow by Research Diets at a dose of 290 mg per kilogram of chow. At P20 WT and *Cnp-Cre Jab1^fl/fl^* mice were fed with standard diet or PLX3397 (290 mg/kg) chow for 21 days to reduce microglia cells by more than 99% in the CNS, as previously described (25).

### Behavioral test: rotarod.

Mice at different ages were placed on a 3-cm-diameter horizontal rotating rod with acceleration from 4 rpm to a maximum of 40 rpm after 300 seconds (4 rpm every 30 seconds). The maximum time on the rod was 600 seconds. The latency to fall was measured on the moment the mouse fell down or stopped walking (clung to the rod) for 2 consecutive turns. Mice were trained the first day with a constant speed of 20 rpm for 5 minutes. On days 2 and 3, mice were directly subjected to 3 trials in the morning and 3 trials in the afternoon (each trial was separated at least by 15 minutes).

### MRI.

For each scan session, mice were anesthetized using gas anesthesia (1%–2% isoflurane in O_2_) with the respiration rate and external body temperature monitored during imaging using a magnetic resonance–compatible small-animal monitoring and gating system. External body temperature was maintained at 36°C–37°C with a heating circulator bath. With a dedicated phased-array surface coil placed on the heads of the mice, MRI acquisitions were performed on a 7-Tesla scanner (70/30 cm, Bruker BioSpin MRI GmbH) using different magnetic resonance sequences. Following standard anatomical images (T2 weighted) in the 3 orthogonal planes, 16 coronal sections (0.9 mm thickness) were positioned to cover the entire mouse brains. Magnetization transfer (MT) data were acquired using a fast low-angle shot (FLASH) sequence (repetition time [TR]/echo time [TE] = 550/2.9 ms; 6 averages; matrix = 192 × 128) with a saturation pulse (frequency offset = 3000 Hz; radio frequency [RF] power = 5 microteslas) and with a high spatial resolution (75.5 × 70.3 μm^2^). The percentage of MT was quantified from the difference of signal in images with and without saturation pulse. Diffusion tensor imaging (DTI) was acquired with an echo planar imaging sequence (TR/TE = 4500/23 ms; matrix = 128 × 128) with diffusion gradients applied in 30 directions (*b* = 1200 s/mm^2^ and duration/separation *=* 5/10 ms) or without (*n =* 5, *b* = 0). From DTI, the main diffusion directions and the magnitude of diffusivity were calculated in all 3 directions using standard algorithms (Bruker-Paravision 5.1) that provide maps of the fractional anisotropy (FA), mean diffusivity (MD), axial diffusivity (λ_||_), and radial diffusivity (λ_⊥_). The total imaging session was approximately 1 hour. For each animal scan, MRI parameters were measured by manual drawing of regions of interest (ROIs) in the medial corpus callosum over different coronal sections. An FA map was used for definition of ROI limits, as the corpus callosum was clearly visible. All measured values were normalized to the mean value of healthy controls (100%).

### VEP recording.

Noninvasive epidermal VEPs were recorded using a 6 mm Ø Ag/AgCl cup electrode (SEI EMG s.r.l.) placed on the shaved scalp over V1 (1 mm anterior to interaural line and 2.5 mm contralateral to stimulation) fixed with electroconductive adhesive paste (Elefix EEG paste). A needle was inserted on the nose as reference. Mice were anesthetized (80 mg/kg ketamine, 10 mg/kg xylazine) at adequate level verified as absence of tail-pinching reflex. Body temperature was maintained at 36.5°C ± 0.5°C by a homeothermic blanket system with a rectal thermometer probe. Pupils were dilated with 1% tropicamide (Visumidriatic, Visufarma s.p.a.) and eyes protected with ophthalmic gel (2% hydroxypropylmethylcellulose; Gel 4000, Bruschettini). VEPs were acquired after 5 minutes of dark adaptation in a darkened Faraday cage. For each VEP recording session, 3 trains of 20 flash stimuli (with intensity 260 mJ, 10 microseconds duration, and 1 Hz frequency) were delivered with a flash photostimulator (Micromed) placed at 15 cm from the stimulated eye, while the contralateral was covered. Data were acquired by Micromed SystemPlus Evolution software at a sampling frequency of 4096 Hz (bandpass-filtered 0.16–1024), coded with 16 bits, and bandpass-filtered (5–100 Hz, notch filter 50 Hz). When no VEP response was identified (signal lower than 5 μV), an additional recording was performed, keeping the flash outside the Faraday cage to ensure noise reduction below that level. Latency of the first negative peak (N1) and amplitude with respect to the following positive peak (P2) were measured with the same software.

### Histology and morphometric analysis.

Semithin and ultrathin morphological experiments were performed as previously described (58). Briefly, brain, spinal cord, and optic nerves were dissected from mice transcardially perfused with 4% (vol/vol) paraformaldehyde, fixed with 2% (vol/vol) glutaraldehyde and 4% (vol/vol) paraformaldehyde in 0.12 M phosphate buffer overnight, postfixed with 1% (vol/vol) osmium tetroxide, and embedded in Epon (Fluka). Semithin sections (0.5 μm thick) were stained with toluidine blue and examined by light microscopy (Olympus BX51, Leica Microsystems). Ultrathin sections (100–120 nm thick) were stained with uranyl acetate and lead citrate and examined by electron microscopy (FEI Talos L120C G2 Transmission Electron Microscope). Morphometric analysis on ultrastructural sections of optic nerve was done on 25 digitized images per animal, randomly photographed at ×5300, whereas for spinal cord we analyzed images of semithin sections at ×100, 5 images per mouse. *G*-ratio values were determined by manual measurement of axon and fiber diameters, while fiber count was defined by absolute number of fibers per area (mm^2^) with ImageJ software (version 1.6, NIH; http://rsbweb.nih.gov/ij/download).

### Immunohistochemistry.

Mice were anesthetized and perfused with 4% (vol/vol) paraformaldehyde. Brain, spinal cord, and optic nerves were isolated and postfixed overnight in 4% (vol/vol) paraformaldehyde and incubated before cryoprotection in 30% sucrose/PBS at 4°C overnight. Tissue was embedded in OCT compound and sectioned. Eight-micrometer-thick cryosections were permeabilized in cold acetone or methanol depending on the antibodies used. Sections were incubated in blocking solution containing 10% Normal Goat Serum (Vector Laboratories) in BSA 1% (Sigma-Aldrich) with 1% Triton X-100 (Sigma-Aldrich) if required. Primary antibodies (Supplemental Table 6) were diluted in blocking solution containing 1% Triton X-100, if required, while secondary antibodies (Supplemental Table 7) were diluted in phosphate buffer. Slices were then mounted with Vectashield with DAPI (H-1200, Vector Laboratories). For immunoperoxidase staining, sections were processed with UltraVision Quanto Detection System HRP-DAB (Thermo Fisher Scientific) following the manufacturer’s instructions. Briefly, samples were incubated for 10 minutes with UltraVision Hydrogen Peroxidase Block, washed 2 times with TBS-T (0.05% Tween-20, Sigma-Aldrich), and incubated for 5 minutes with UltraVision Protein Block and successively with primary antibody for 1 hour at room temperature. After washing, sections were incubated for 10 minutes with Primary Antibody Amplifier Quanto, and then with HRP Polymer Quanto for a further 10 minutes (Thermo Fisher Scientific). Staining was revealed by DAB Quanto Chromogen (5 minutes) to detect HRP (Thermo Fisher Scientific). Slides were examined with confocal (Leica SP5 or SP2, Leica Microsystems), fluorescent, or light microscope (Olympus BX51, Leica Microsystems). Quantification analysis was performed by counting of absolute number of positive cells per area (mm^2^) in 5 adjacent images per tissue section, in 2–3 serial sections.

### Retina isolation and immunofluorescence of retinal ganglion cells.

Mice were anesthetized and perfused with 4% (vol/vol) paraformaldehyde. The eyes were dissected out and postfixed with 4% (vol/vol) paraformaldehyde for 60 minutes. Retinas were isolated under a dissecting microscope. Briefly, after a circumferential cut of the cornea was made following the limbus, the cornea and lens were removed, and the retina was visualized as a white surface covering the inside of the posterior eye cup. Eye cups were equilibrated in 30% sucrose/PBS overnight, embedded in OCT compound, and frozen in liquid nitrogen. Ten-micrometer-thick cryosections of retina were processed for immunofluorescence as described above. To count retinal ganglion cells (RGCs), 4 non-overlapping images from 3 different retinal sections were taken at the fluorescence microscope (Olympus BX5, Leica Microsystems) using a ×20 objective. RGCs were manually counted as a ratio of RGCs per millimeter, and the average value was calculated for each sample.

### BrdU assays.

Optic nerves were evaluated in vivo by BrdU incorporation (5-bromo-2′-deoxyuridine; Roche), as previously described (17). To evaluate OPC differentiation into mature CC1^+^ oligodendrocytes, we injected BrdU (i.p., 100 mg/g body weight) in P20 mice for 3 consecutive days and analyzed mice at P30. Briefly, cryosections were fixed in cold methanol, treated with 2N HCl for 15 minutes at 37°C, and neutralized with 0.1 M sodium borate (pH 8.5) for 10 minutes. Slides were then incubated overnight with anti-NG2 polyclonal antibody or anti-CC1 mAb and anti-BrdU mAb to identify proliferating cells at P20 and differentiated oligodendrocytes at P30. After staining with secondary antibodies, nuclei were counterstained with DAPI (Vectashield, Vector Laboratories). Quantification was performed by counting of the absolute number of positive cells per area (mm^2^) in 5 adjacent images per nerve section, in 2–3 serial sections (at least 4000 cells per animal).

### Senescence β-gal staining.

Mice were anesthetized and perfused with 4% (vol/vol) paraformaldehyde. Optic nerves were isolated and postfixed overnight in 4% (vol/vol) paraformaldehyde and incubated before cryoprotection in 30% sucrose/PBS at 4°C overnight. Tissue was embedded in OCT compound and sectioned. Eight-micrometer-thick cryosections were processed with CellEvent Senescence Green Detection Kit (Invitrogen) or Senescence Cell Histochemical Staining Kit (Sigma-Aldrich) according to the manufacturers’ instructions. Briefly, optic nerve cryosections were postfixed for 15 minutes in 4% (vol/vol) paraformaldehyde, then washed and incubated at 37°C in a humid chamber for 2 hours with probe diluted into the prewarmed staining mixture. Finally, slides were processed for immunohistochemistry as previously described.

### ROS detection by electron paramagnetic resonance.

ROS were measured by electron paramagnetic resonance (EPR) spectroscopy, as previously described (59, 60). Briefly, tissue samples (optic nerve, spinal cord, and brain) were dissected and immediately incubated at 37°C in Krebs-HEPES buffer (KHB) containing 25 μM deferoxamine methane-sulfonate salt (DF) chelating agent and 5 μM sodium diethyldithio-carbamate trihydrate (DETC) at pH 7.4 with 1 mM 1-hydroxy-3-methoxycarbonyl-2,2,5,5-tetramethylpyrrolidine (CMH; Noxygen Science Transfer & Diagnostics) as spin probe. After 30 minutes the isolated tissues were placed in the center of a 1 mL plastic syringe according to Dikalov et al. (60), snap-frozen, and stored at –80°C. Then the frozen block was removed by gentle pushing from the warmed-up syringe and analyzed in the quartz Dewar with liquid N_2_. Spectra were recorded at 77 K using X-band (9 GHz) EPR spectroscopy (E-scan, Bruker BioSpin GmbH). The EPR signal, generated by the reaction of the spin probe (CMH) with whole-tissue ROS, was then recorded (acquisition parameters: modulation amplitude, 5 G; centered field, 2.0023 g; sweep time 10 seconds; field sweep, 60 G; microwave power, 1 mW; number of scans, 10; receiver gain, 1 × 10^3^**)**. Spectra were recorded and analyzed using Win EPR software (2.11 version) standardly supplied by Bruker. EPR measurements allowed us to attain a relative quantitative determination of ROS production rate in samples. All data were, in turn, converted into absolute concentration levels (micromoles per gram) by adopting CP^•^ (3-carboxy-2,2,5,5-tetramethyl-1-pyrrolidinyloxy) stable radical as external reference.

### Western blotting.

Proteins were isolated from snap-frozen tissue and homogenized in lysis buffer containing 2% (vol/vol) SDS, 25 mM Tris-HCl (pH 7.5), 95 mM NaCl, 10 mM EDTA (pH 8), phosphatase inhibitor (PhoSTOP, Roche), and protease inhibitors (cOmplete, Mini, EDTA-free, Roche). Homogenates were sonicated and centrifuged for 10 minutes at 15,294*g* at 4°C. Protein concentrations were determined by BCA Assay (Pierce). Equal amounts of homogenates were fractionated by SDS-PAGE and blotted onto PVDF (Millipore) or nitrocellulose (Bio-Rad). Membranes were blocked in 5% no-fat dry milk in PBS-T (0.1% Tween-20, Sigma-Aldrich, in PBS), incubated with specific primary and secondary antibodies (Supplemental Tables 6 and 7), washed in PBS-T, and developed with the Clarity Western ECL substrate (Bio-Rad) on films or analyzed by ChemiDoc Imaging System (Bio-Rad) or using the Odyssey Infrared Imaging System (LI-COR Biosciences) according to the manufacturer’s instructions. Densitometric analyses were performed with the ImageJ software for membranes developed by chemiluminescence and the Odyssey v3 CLX Infrared Imaging System when fluorescent secondary antibody was used. Each antigen was normalized with respect to the housekeeping protein.

### FACS analysis and cell sorting.

Mice were anesthetized and perfused with saline and the brain removed. Brains from 8 WT and 8 *Cnp-Cre Jab1^fl/fl^* mice at P40 and P60 were dissociated with 0.4 mg/mL of collagenase type IV (Sigma-Aldrich) and through an 18G syringe to obtain a homogeneous cell suspension. Cell suspensions were further enriched by an isotonic Percoll gradient, myelin removed, and cells washed in PBS and finally centrifuged and resuspended in MACS buffer as previously described (61). Cells were stained with specific antibodies (Supplemental Table 6). Zombie NIR (BioLegend) was added to exclude nonviable cells. Samples were sorted on FACS Aria Fusion (BD Biosciences) and analyzed with FlowJo (Tree Star). Schematic representation of gating strategy for FACS is depicted in Supplemental Figure 1. Mature oligodendrocytes were identified as single live cells CD45^–^O1^+^, activated microglia as single live CD45^+/lo^CD11b^+^Ly6G^–^Ly6C^–^CD11c^+^ cells, macrophages as single live CD45^hi^CD11b^+^Ly6G^–^Ly6C^–^ cells, monocytes as single live CD45^+^CD11b^+^Ly6G^–^Ly6C^+^ cells, lymphocytes as single live CD45^+^CD11b^–^ cells, and neutrophils as single live CD45^+^CD11b^+^Ly6G^+^ cells. In FACS sorting experiments, reanalysis by cytometry did not show overt CD45^+^ cell contamination (0% of CD45^+^ cells) in all the groups tested (WT, *Cnp-Cre Jab1^fl/fl^,* and *Cnp-Cre Jab1^fl/fl^ p21^CIP1–/–^*). Purity of sorted O1^+^ cells ranged between 80% and 90% on reanalysis. Owing to the FACS technique, to the material tested (CNS tissue after dissociation), and to the cells studied (CNS oligodendrocytes), a small contamination by other cells cannot be entirely excluded.

### Tissue irradiation.

Mice were anesthetized and perfused with saline, and optic nerves were dissected and placed in 500 μL of DMEM supplemented with 5% FBS (FBS Good, PAN Biotech) on ice in a 4-well plate. Optic nerves were cut to obtain 5-mm segments, and then segments were irradiated (3 Gy) by a BIOBEAM GM 8000 gamma irradiator (Gamma-Service Medical GmbH). Optic nerves were maintained in a cell incubator at 37°C, 5% CO_2_, for 8 hours and gently shaken every 2 hours. After 8 hours, optic nerves were embedded in OCT compound and snap-frozen in liquid nitrogen. Longitudinal 8-μm-thick cryosections were processed for immunohistochemistry as described above.

### Quantitative reverse transcriptase PCR.

Total RNA was isolated from optic nerves or sorted oligodendrocytes using TriPure Isolation Reagent (Roche) according to the manufacturer’s instructions. Briefly, cells or nerves were homogenized in the presence of TriPure Isolation Reagent, and total RNA was extracted with chloroform and precipitated with isopropanol. A portion (350 ng) of optic nerve total RNA was reverse-transcribed using High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). RNA from sorted oligodendrocytes was amplified and reverse-transcribed by SMART-Seq v4 Ultra Low Input RNA Kit (Takara Bio USA), and 1 μL of the amplified cDNA was validated using the Agilent 2100 Bioanalyzer and Agilent’s High Sensitivity DNA Kit (catalog 5067-4626). Quantitative reverse transcriptase PCR analyses were performed on Applied Biosystems 7900HT Real-Time PCR System using the 2× TaqMan PCR Master Mix (Applied Biosystems) according to the manufacturer’s recommendations. The primers used were TaqMan Gene Expression Assays by Applied Biosystems: *Ccl5* ID, Mm01302427-m1; *Cdkn1a* ID, Mm04205640-g1; *Cdkn2a* ID, Mm00494449-m; *Cops5* ID, Mm00489065-m1; *Csf2* ID, Mm01290062-m1; *Cxcl1* ID, Mm04207460-m1; *Gapdh* ID, Mm99999915-g1; *Il1b* ID, Mm00434228-m1; *Serpine1* ID, Mm00435858-m1; *Tgfb1* ID, Mm03024053-m1; *Trim10* ID, Mm00600002-m1; Trp53 ID, Mm01731287-m1. Levels of gene expression were determined with the comparative cycle threshold (ΔΔCt) method. The mRNA level of each gene of interest was normalized to the level of *Gapdh* mRNA. Each time point is the average of 4–5 experiments (each experiment was performed with 2 optic nerves, 1 brain hemisphere, or sorted oligodendrocytes derived from 2 mouse brains).

### RNA sequencing.

Total RNA was isolated from sorted oligodendrocytes using ReliaPrep RNA Cell Miniprep System (Promega) according to the manufacturer’s instructions. Four samples per genotype of WT, *Cnp-Cre Jab1^fl/fl^*, and *Cnp-Cre Jab1^fl/fl^ p21^CIP1–/–^* (1 sample derived from 2 different P40 mouse brains) were analyzed. Libraries were prepared using the SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing (Takara Bio USA) according to the manufacturer’s instructions. Sequencing was performed on an Illumina NovaSeq 6000 machine, obtaining an average of 100 million paired-end reads per sample. The raw reads produced from sequencing were trimmed using Trimmomatic, version 0.32, to remove adapters and to exclude low-quality reads from the analysis. The remaining reads were then aligned to the murine genome GRCm38 using STAR, version 2.5.3a. Reads were eventually assigned to the corresponding genomic features using featureCounts (https://rnnh.github.io/bioinfo-notebook/docs/featureCounts.html), according to the GENCODE basic annotations (GENCODE version M22). Quality of sequencing and alignment was assessed using the FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/), RseQC (http://rseqc.sourceforge.net/), and MultiQC (https://multiqc.info/) tools. Expressed genes were defined as those genes showing at least 1 count per million reads on at least 4 samples, corresponding to the sample size of each group of samples (62). Low-expressed genes that did not match this criterion were excluded from the data set. Gene expression read counts were exported and analyzed in the R environment (v3.5.1) to identify differentially expressed genes, using the DESeq2 Bioconductor library (v1.22.1; https://bioconductor.org/packages/release/bioc/html/DESeq2.html). The *P* values were adjusted using a threshold for false discovery rate (FDR) less than 0.05 (63). Functional enrichment analysis was conducted using the Enrichr R package (v1.0; https://doi.org/10.1093/nar/gkw377), starting from the lists of differentially expressed genes as defined by FDR < 0.05. The enrichment with a subset of selected gene sets was further evaluated using preranked gene set enrichment analysis (GSEA), as previously reported (64). The gene sets included in the GSEA analyses were retrieved from the Gene Ontology Biological Process collection as reported in the MSigDB database, and from the senescence pathway as previously described (65).

### Human brain samples.

Postmortem brain white matter samples of 6 multiple sclerosis (MS) chronic inactive plaques (1 female and 5 male, mean age 64 ± 10) and 6 normal control tissue donors (2 female and 4 male, mean age 60 ± 20) were conserved as snap-frozen tissue blocks at the NeuroResource tissue bank, UCL Queen Square Institute of Neurology. For lesion classification, tissue sections were analyzed by immunohistochemistry/immunofluorescence for myelin basic protein (MBP), CD68 (microglia/macrophages), GFAP (astrocytes), and CD3 (T cells), as previously reported (66, 67). The chronic inactive lesions were fully demyelinated, lacked T cell infiltration in the parenchyma, and presented sharp lesion borders, strong astrogliosis, and low myeloid cell numbers. These human samples were donated with informed consent using documentation approved by the National Health Service (National Research Ethics Service Committee London–Central, UK), and stored under a Research Sector License from the UK Human Tissue Authority.

### Human brain sample immunostaining.

Twelve-micrometer-thick serial sections were prepared from human snap-frozen brain tissue blocks. Sections were fixed in 4% (vol/vol) paraformaldehyde, and nonspecific binding was blocked in PBS/1% BSA/5% FCS. Slides were then incubated with primary antibodies and appropriate species-specific Alexa Fluor 488/594–conjugated secondary antibodies (Thermo Fisher Scientific). The slides were counterstained with DAPI (Sigma-Aldrich) and mounted with fluorescent mounting medium (Agilent). For primary antibodies, see Supplemental Table 6. As negative controls, mouse IgG1 (Sigma-Aldrich) or rabbit immunoglobulins (Thermo Fisher Scientific) were used at the same concentration as the primary antibodies. Fluorescence images were captured with a Leica TCS SP5 confocal laser-scanning microscope equipped with ×40 and ×63 oil objectives (Leica Microsystems) for tissue stainings. Single stacks were acquired for image quantification. LAS AF software (Leica Microsystems) was used for image acquisition, and ImageJ (v1.6.0) software was used for image analysis. To quantify nuclear JAB1, DAPI images were converted to 8-bit, and regions of interest (ROIs) were generated to select (DAPI^+^) nuclei. Then ROIs were applied to the corresponding OLIG2 or JAB1 images, and the number of positive nuclei was counted after setting of appropriate fluorescence threshold.

The data discussed in this publication were deposited in the NCBI’s Gene Expression Omnibus database (GEO GSE184573).

### Statistics.

Data were analyzed by log-rank (Mantel-Cox) test for Kaplan-Maier curve, 2-way ANOVA with Bonferroni’s post hoc correction for longitudinal study, and unpaired *t* test or 2-tailed nonparametric Mann-Whitney *U* test to compare 2 groups at the same time point. Normalized data were analyzed using 1-sample 2-tailed Student’s *t* test. From data sets from more than 2 groups, dedicated *P* values were corrected for multiple testing using 1-way ANOVA with Bonferroni’s multiple-comparison test. All these tests were done using GraphPad Prism, version 5. Differences were considered significant when *P* was less than 0.05. Data are presented as mean ± SEM, and levels of significance are depicted by asterisks in the figures: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### Study approval.

All animal experiments were approved by and performed in compliance with the guidelines of the San Raffaele Scientific Institute Institutional Animal Care and Use Committee. Human studies were approved by the Ethical Committee at San Raffaele Scientific Institute and performed in accordance with the ethical standards laid down in the 1964 Declaration of Helsinki and its later amendments or comparable ethical standards.

## Author contributions

SCP designed and supervised the study. CR, GD, and EC performed histological and morphological analyses. CR performed immunohistochemistry, β-gal, and Western blot analyses. CR, MB, and GSG performed the FACS analysis. CR and EP performed reverse transcriptase and quantitative PCR experiments. LL and SM performed VEP analysis. LC performed MRI studies. SMS and AV performed ROS quantification. CF, EC, and JN performed studies in human samples. SCP, CR, AQ, MB, KAN, RP, and CF interpreted the results. SCP wrote the paper with input from all the authors. SCP, CR, AQ, and CF made the figures.

## Supplementary Material

Supplemental data

Supplemental Table 1

Supplemental Table 2

Supplemental Table 3

## Figures and Tables

**Figure 1:**
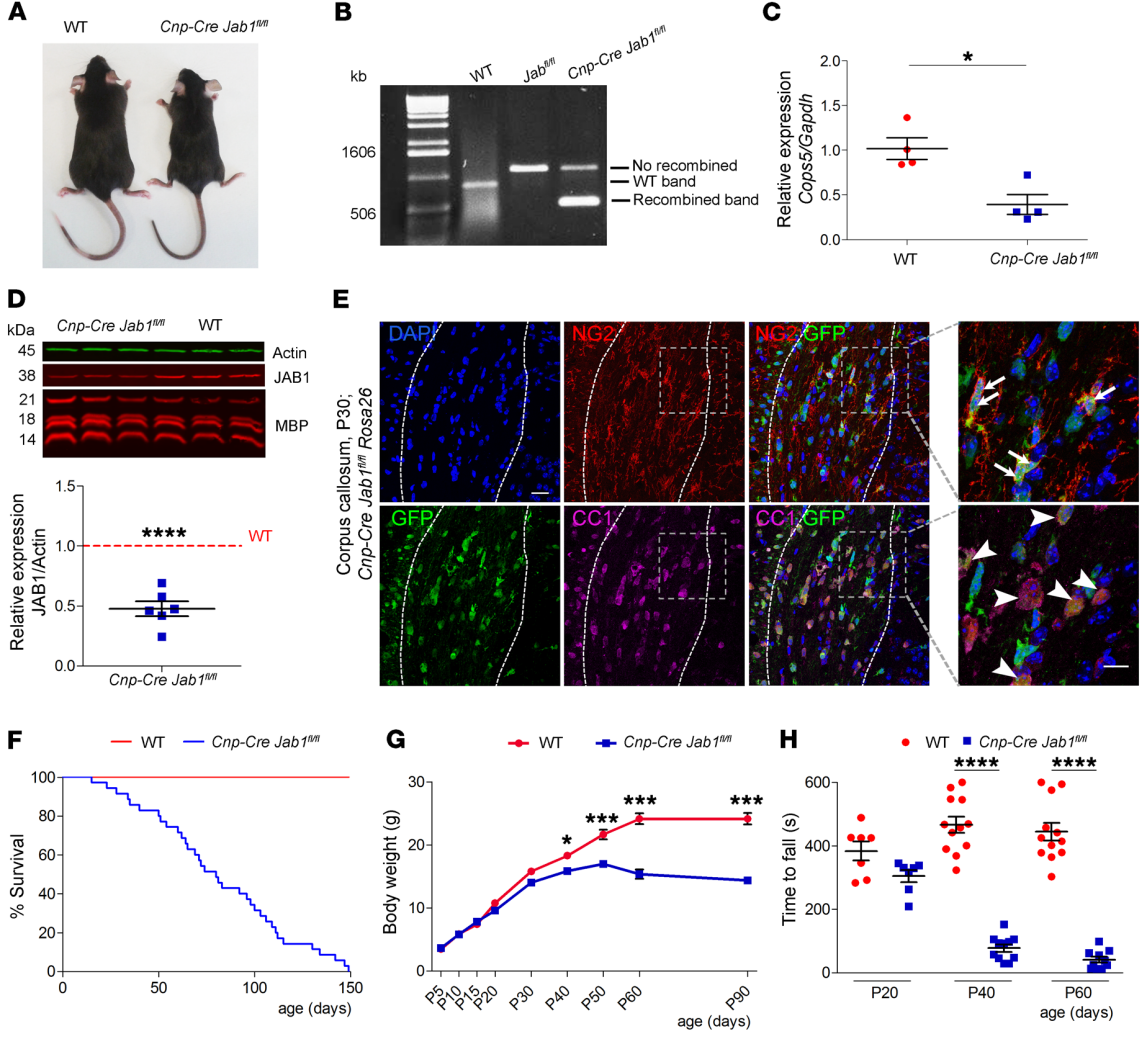
Generation of oligodendrocyte-conditional *Jab1*-null mice. (**A**) *Cnp-Cre Jab1^fl/fl^* mouse showing reduced size as compared with littermate control. (**B**) Genotyping PCR using optic nerve–derived DNA providing genomic recombination only in *Cnp-Cre Jab1^fl/fl^* mice. (**C**) qPCR for *Cops5* (*Jab1*) expression in sorted oligodendrocytes (O1^+^) showing reduced expression in *Cnp-Cre Jab1^fl/fl^* as compared with WT mice (*P < 0.05; *n =* 4; 2-tailed nonparametric Mann-Whitney *U* test). (**D**) Western blot analysis and quantification of optic nerve homogenate showing JAB1 reduction in *Cnp-Cre Jab1^fl/fl^* mice (****P < 0.0001; *n =* 6; 1-sample 2-tailed Student’s *t* test; WT is reported as equal to 1). (**E**) Confocal images of the corpus callosum (within dashed lines) of *Cnp-Cre Jab1^fl/fl^ Rosa26* mice stained for GFP, CC1, NG2, and DAPI. Recombined OPCs positive for GFP and NG2 (arrows) and oligodendrocytes positive for GFP and CC1 (arrowheads) are labeled in the inset magnification. (**F**) Kaplan-Meier curve showing reduced survival in mutant mice (*n =* 100 controls and 72 mutants; ****P < 0.0001, χ^2^ Mantel-Cox test). (**G**) Mutant mice showing significant body weight reduction over time (*P < 0.05, ***P < 0.001; *n =* 10; 2-way ANOVA with Bonferroni’s post hoc correction). (**H**) Rotarod analysis showing significant motor deficits in mutant mice since P40 (****P < 0.0001; 2-tailed nonparametric Mann-Whitney *U* test). Scale bar: 20 μm; inset, 10 μm.

**Figure 2:**
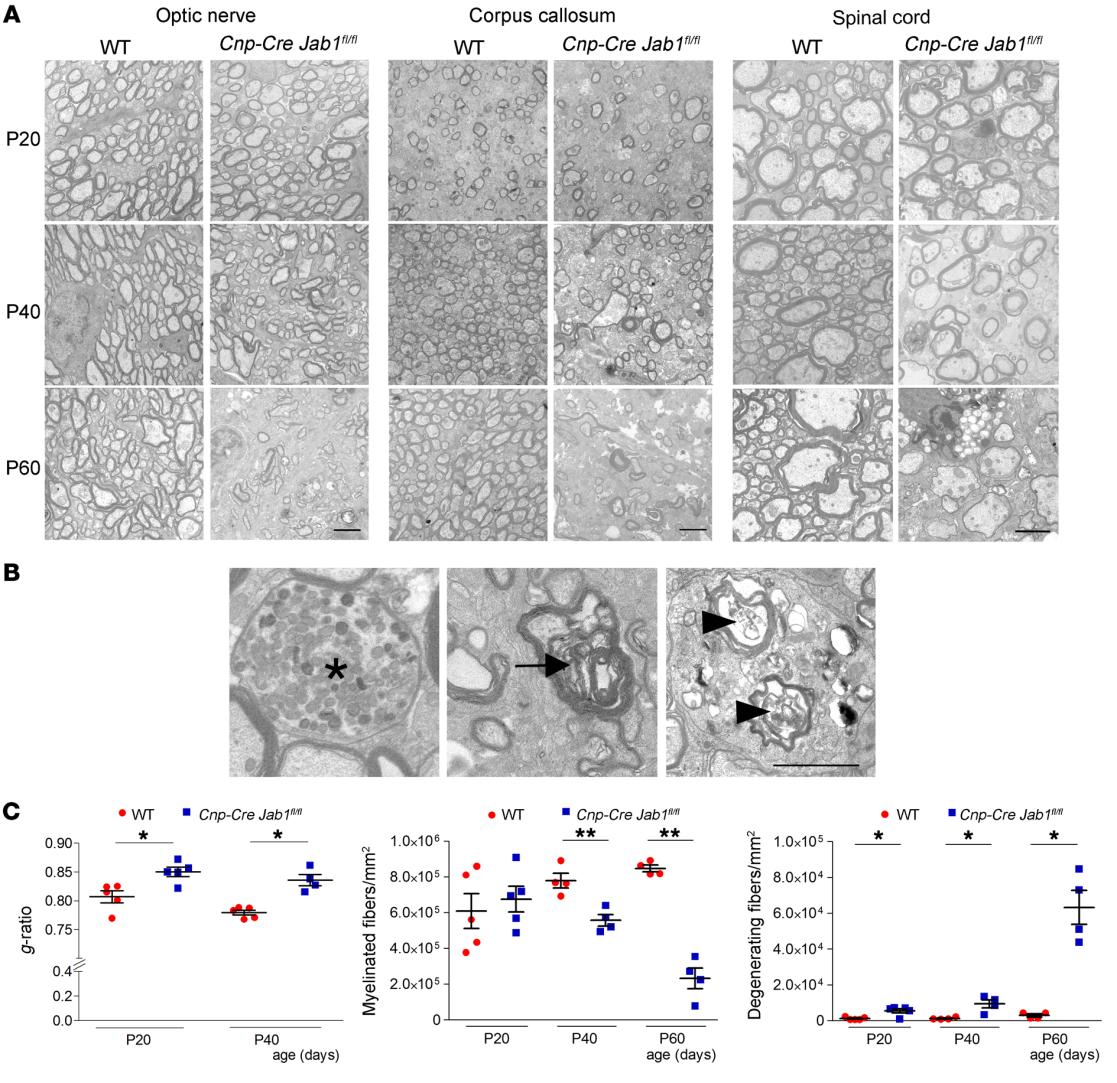
Morphological abnormalities in *Jab1*-mutant mice. (**A**) Electron micrographs of transverse sections of the optic nerve, corpus callosum, and spinal cord from WT and *Cnp-Cre Jab1^fl/fl^* mice at ages P20, P40, and P60, showing progressive demyelination and axonal loss. (**B**) Representative electron micrographs of spinal cord cross sections from P60 *Cnp-Cre Jab1^fl/fl^* mice, showing axonal spheroid (asterisk), swelling and accumulation of organelles and ovoids (arrow), and myelin fragmentation (arrowheads). (**C**) Quantification of *g*-ratio and numbers of myelinated fibers and degenerating fibers in the optic nerves from WT and *Cnp-Cre Jab1^fl/fl^* mice at different time points (*P < 0.05, **P < 0.01; *n =* 4–5; at least 2000 fibers counted per mouse; 2-tailed nonparametric Mann-Whitney *U* test). Scale bars: (**A** and **B**) 2 μm.

**Figure 3:**
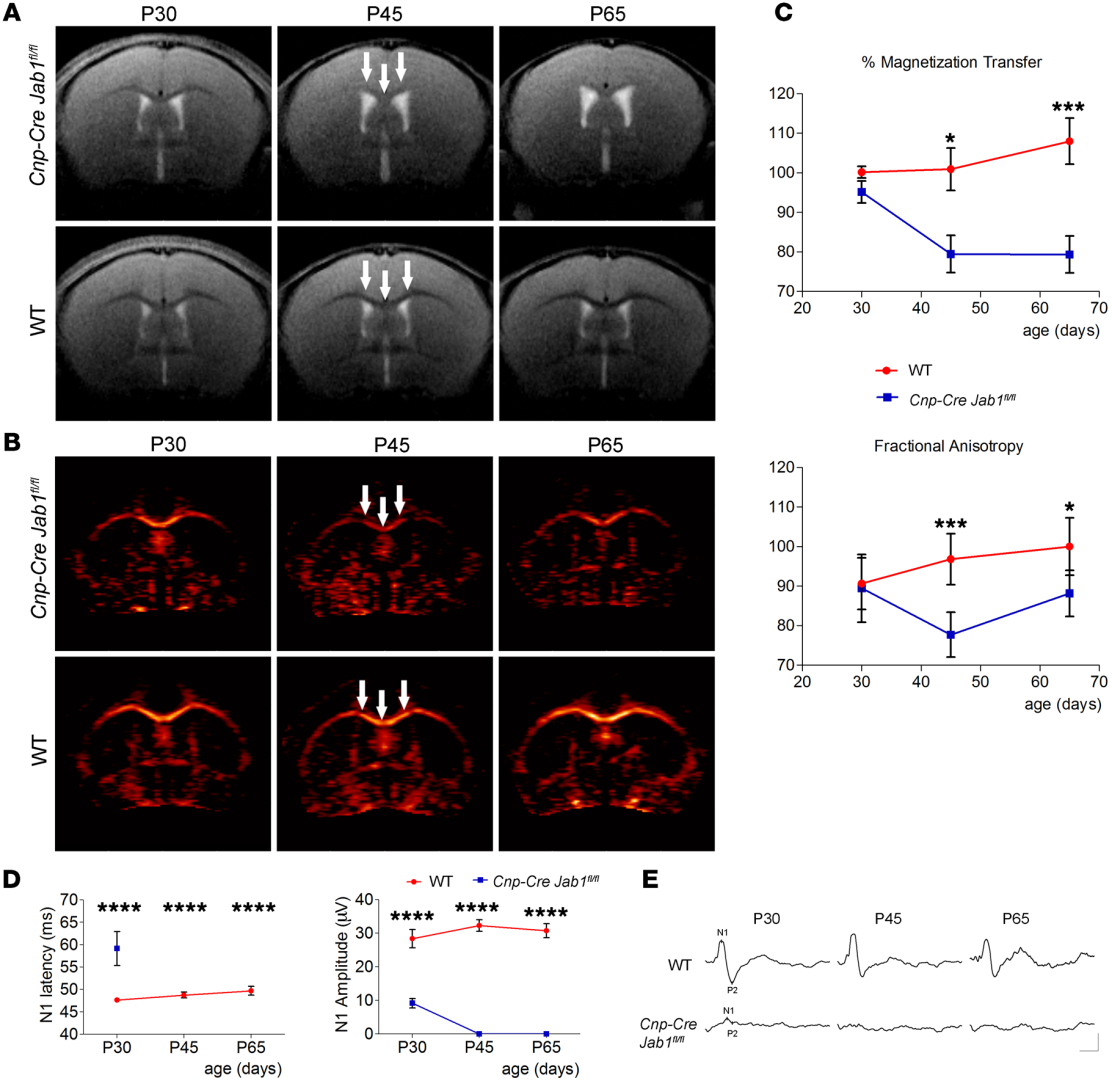
Longitudinal MRI and VEP evaluation. (**A**) Brain MT MRI images of WT and *Cnp-Cre Jab1^fl/fl^* mice at different ages (P30, P45, and P65). While in WT mice, the corpus callosum is clearly delineated on MT images (in dark, arrows), it is hardly distinguishable in *Jab1*-mutant mice, in which the contrast is similar at the first exam (P30) and becomes hyperintense at later stages (P45 and P60, arrows). (**B**) With DTI (color map of FA), the corpus callosum is well discriminated in all the animals, but the FA (color map) is clearly decreased at P45 and P60 in *Jab1*-mutant as compared with WT mice (arrows). (**C**) Quantitative analysis of MT and FA measured in the medial of the corpus callosum. Both MT and FA were significantly reduced with age in *Jab1*-mutant mice as compared with healthy controls (*P < 0.05, ***P < 0.001; *n =* 6; 2-way ANOVA with Bonferroni’s post hoc correction). (**D**) N1 latency and amplitude measured in WT and *Cnp-Cre Jab1^fl/fl^* mice at age P30, P45, and P65 (****P < 0.0001; *n =* 7 WT, 6 mutant; 2-way ANOVA with Bonferroni’s post hoc correction). (**E**) Representative VEP waveforms recorded from WT and *Cnp-Cre Jab1^fl/fl^* at different ages. Horizontal bar, 50 ms; vertical bar, 20 μV.

**Figure 4:**
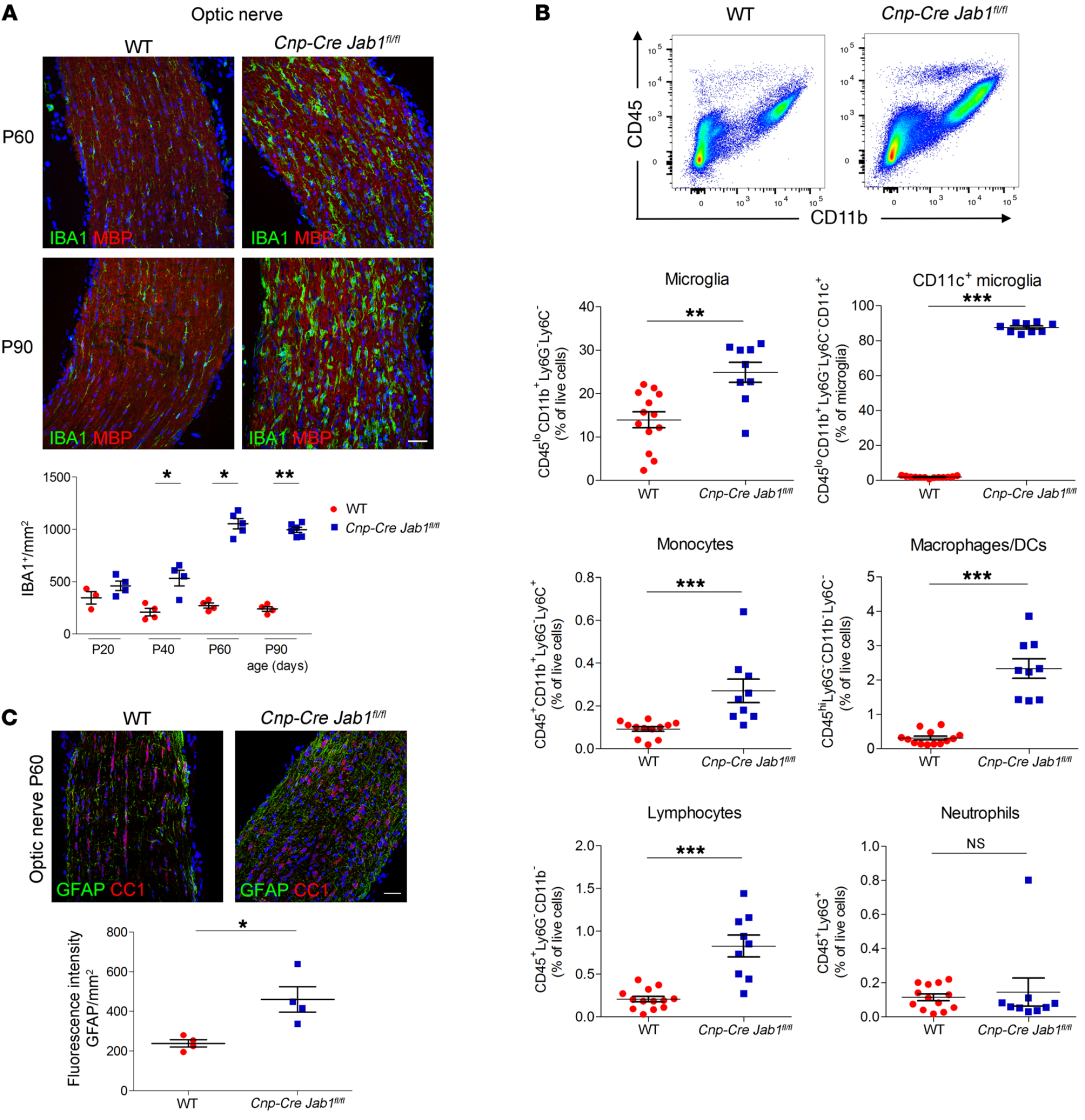
Inflammatory infiltration in *Jab1*-mutant mice. (**A**) Immunolabeling of WT and *Cnp-Cre Jab1^fl/fl^* optic nerves for IBA1 and MBP at ages P60 and P90 and relative quantification from P20 to P90, showing progressive increase in the number of IBA1^+^ cells in mutant mice (*P < 0.05, **P < 0.01; *n =* 3–5; 2-tailed nonparametric Mann-Whitney *U* test). (**B**) FACS analysis of P60 WT and *Cnp-Cre Jab1^fl/fl^* brain for CD45, CD11b (representative plots), CD11c, Ly6G, and Ly6C, showing quantification of microglia, activated microglia, lymphocytes, monocytes, macrophages, and neutrophils (**P < 0.01, ***P < 0.001; *n =* 13 WT, *n =* 9 *Cnp-Cre Jab1^fl/fl^*; 2-tailed nonparametric Mann-Whitney *U* test). (**C**) Immunolabeling for GFAP and CC1 of the optic nerve from WT and *Cnp-Cre Jab1^fl/fl^* mice at age P60 and relative quantification, showing increased number of GFAP^+^ reactive astrocytes in mutant mice (*P < 0.05; *n =* 4; 2-tailed nonparametric Mann-Whitney *U* test). Scale bars: (**A** and **C**) 40 μm.

**Figure 5:**
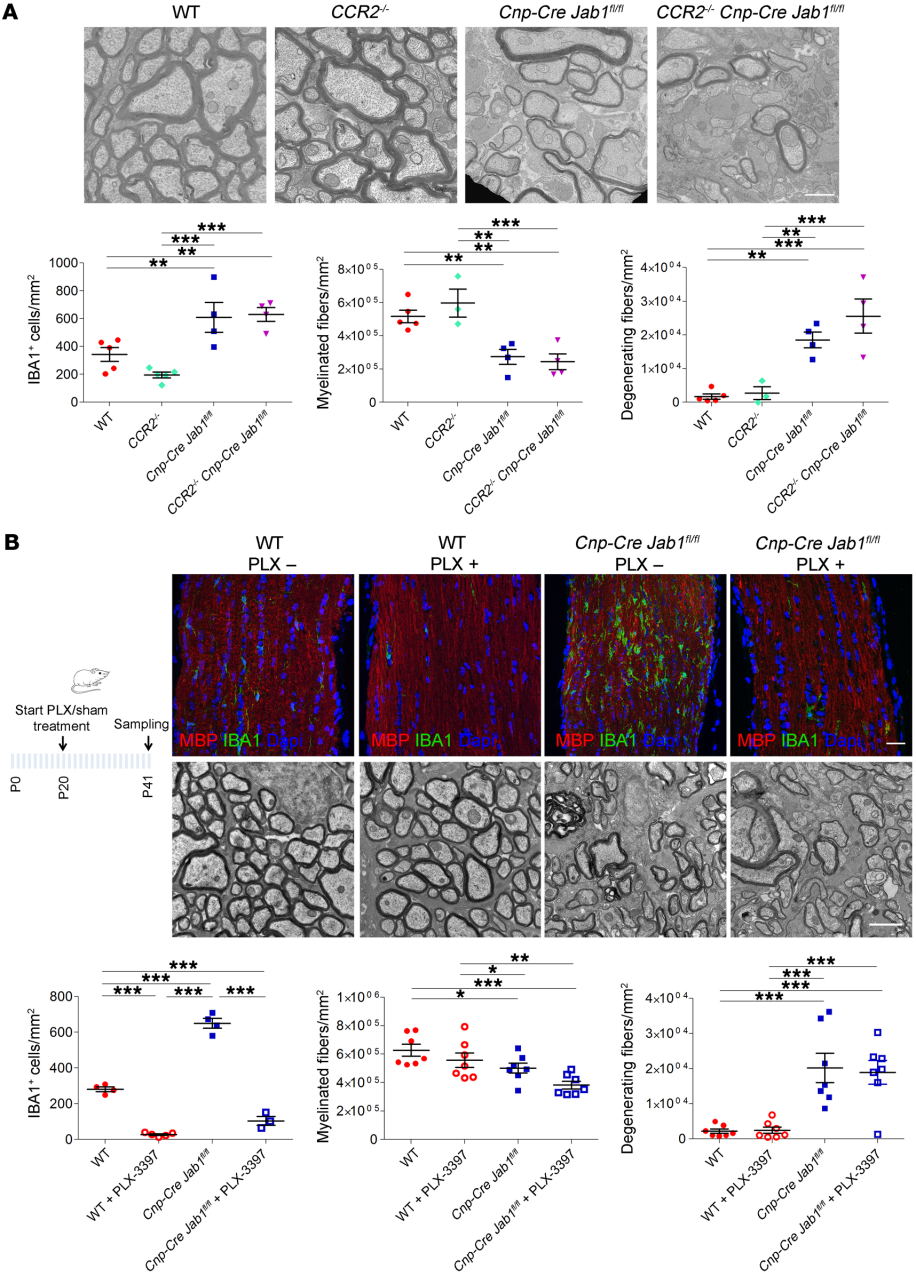
Depletion of microglia activation does not ameliorate neurodegeneration in *Jab1*-mutant mice. (**A**) Electron micrographs of transverse sections of P50 optic nerve from WT, *CCR2^–/–^*, *Cnp-Cre Jab1^fl/fl^*, and *Cnp-Cre Jab1^fl/fl^* *CCR2^–/–^* mice and relative quantification of IBA1^+^ cells and numbers of myelinated fibers and degenerating fibers, showing no significant differences between *Jab1^–/–^* and double-mutant *Jab1^–/–^* *CCR2^–/–^* mice (**P < 0.01, ***P < 0.001; *n =* 4–5; 1-way ANOVA with Bonferroni’s multiple-comparison test). (**B**) Confocal images (for IBA1 and MBP) and electron micrographs of P41 optic nerve from WT and *Cnp-Cre Jab1^fl/fl^* mice treated (PLX +) or not (PLX –) for 21 days with PLX3397 (see schematic) and relative quantification of IBA1^+^ cells and numbers of myelinated and degenerating fibers. Although the number of IBA1^+^ cells was significantly reduced in PLX-treated mice, no differences in the numbers of myelinated and degenerating fibers were observed (*P < 0.05, **P < 0.01, ***P < 0.001; *n =* 4–9; 1-way ANOVA with Bonferroni’s multiple-comparison test). Scale bars: (**A**) 1 μm; (**B**) immunohistochemistry, 40 μm; electron microscopy, 2 μm.

**Figure 6:**
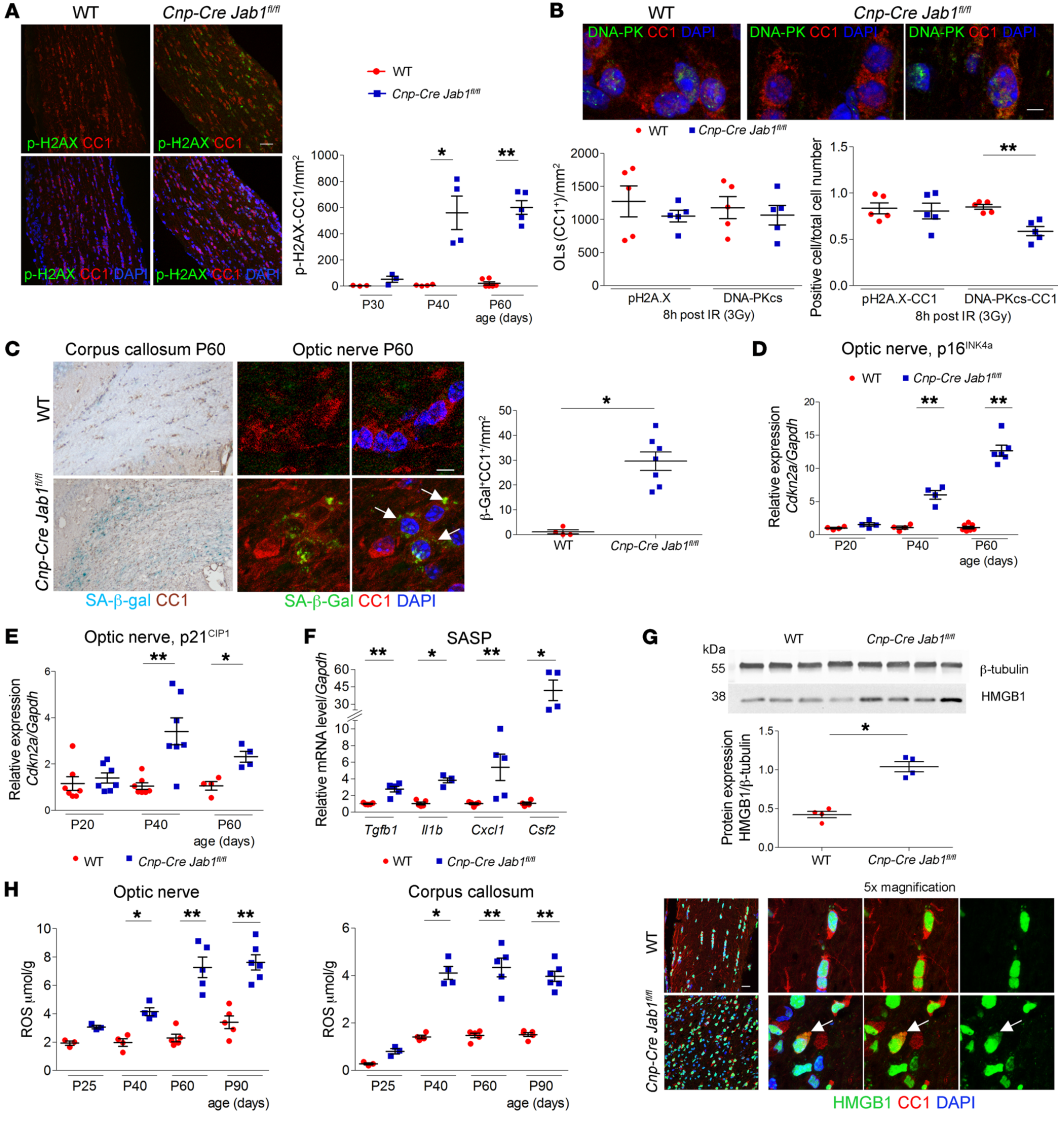
DNA damage and senescence in mutant mice. (**A**) Confocal immunolabeling of WT and mutant optic nerves stained for CC1 and p-H2AX; quantification shows significant increase of p-H2AX^+^ oligodendrocytes in mutant mice from P40 (*P < 0.05, **P < 0.01; *n =* 3–5; 2-tailed nonparametric Mann-Whitney *U* test). (**B**) Confocal images of ex vivo optic nerves x-ray–irradiated (IR) to induce DNA damage, stained for DNA-PKcs and CC1; the majority of WT oligodendrocytes (OLs) have nuclear expression of DNA-PK, whereas this percentage is reduced in *Jab1^–/–^* optic nerves (**P < 0.01; *n =* 5; 2-tailed nonparametric Mann-Whitney *U* test). (**C**) β-Gal staining and quantification of the corpus callosum and optic nerve from P60 WT and *Cnp-Cre Jab1^fl/fl^* mice double-stained with CC1, showing senescent oligodendrocytes in mutant mice (*P < 0.05; *n =* 5–7; 2-tailed nonparametric Mann-Whitney *U* test). (**D**) qPCR for *Cdkn2a* (p16^INK4a^) in the optic nerve from WT and *Cnp-Cre Jab1^fl/fl^* mice, showing significant increase from P40 (**P < 0.01; *n =* 5–6; 2-tailed nonparametric Mann-Whitney *U* test). (**E**) qPCR for *Cdkn1a* (p21^CIP1^) in the optic nerve from WT and *Cnp-Cre Jab1^fl/fl^* mice, showing significant increase from P40 (*P < 0.05, **P < 0.01; *n =* 5–6; 2-tailed nonparametric Mann-Whitney *U* test). (**F**) qPCR for SASP in the optic nerve from P60 WT and *Cnp-Cre Jab1^fl/fl^* mice, showing significant elevation in mutant mice (*P < 0.05, **P < 0.01; *n =* 4–6; 2-tailed nonparametric Mann-Whitney *U* test). (**G**) Western blot analysis, quantification, and confocal images for HMGB1 in P60 optic nerves of WT and *Cnp-Cre Jab1^fl/fl^* mice; HMGB1 is increased in mutant mice and is also translocated in the cytoplasm of mutant oligodendrocytes (arrows) (*P < 0.05; *n =* 4; 2-tailed nonparametric Mann-Whitney *U* test). (**H**) ROS quantification in optic nerve and corpus callosum from WT and *Cnp-Cre Jab1^fl/fl^* mice, showing significant ROS elevation from P40 (*P < 0.05, **P < 0.01; *n =* 3–5; 2-tailed nonparametric Mann-Whitney *U* test). Scale bars: (**A**) 40 μm; (**B**) 2 μm; (**C**) light microscopy, 50 μm; fluorescence, 2 μm; (**G**) 20 μm.

**Figure 7:**
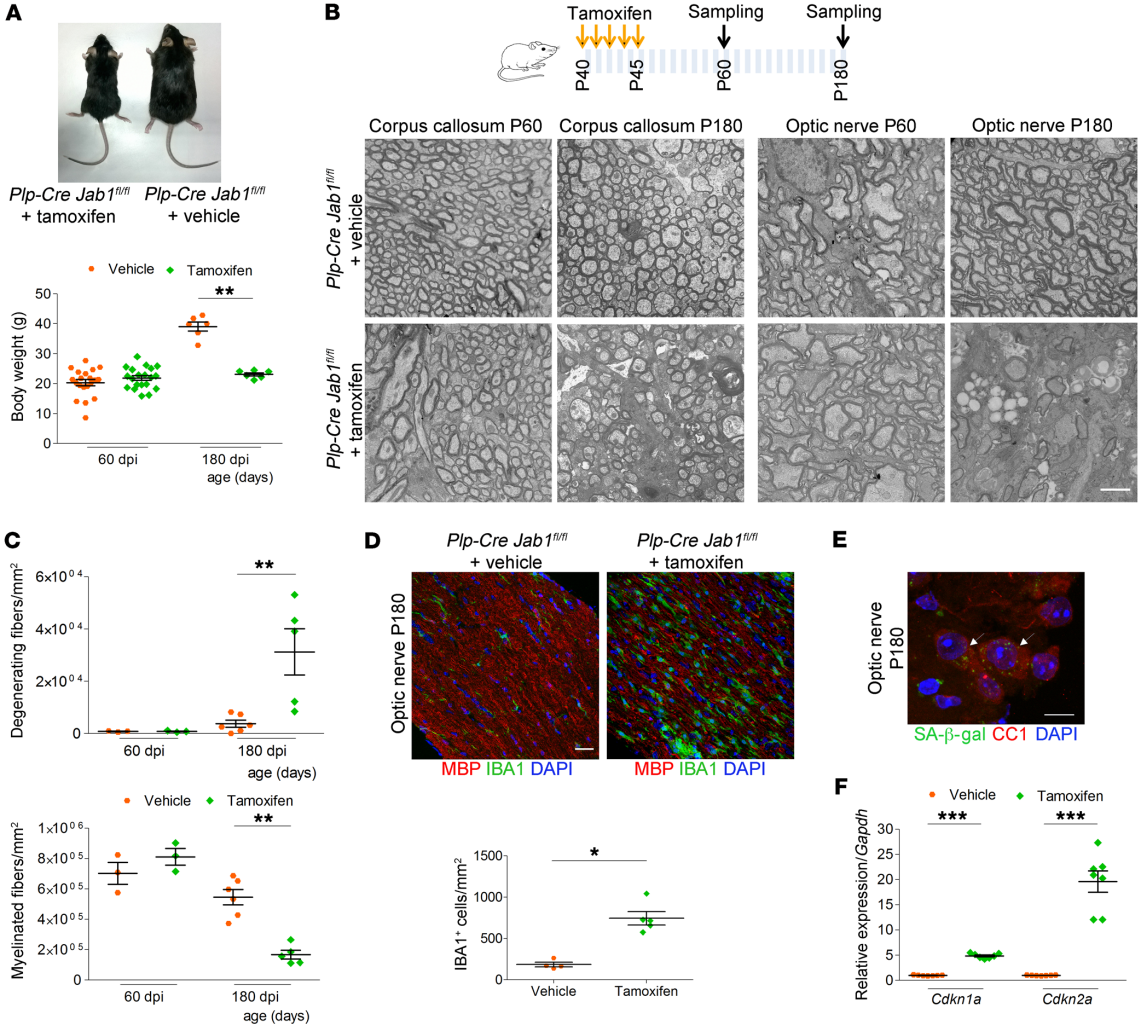
CNS demyelination, inflammation, and axonal degeneration are reproduced in *Plp-CreERT2 Jab1^fl/fl^* mice. (**A**) Tamoxifen-treated *Plp-CreERT2 Jab1^fl/fl^* mouse showing reduced size as compared with littermate control and quantification of body weight at P60 and P180 showing significant reduction at later time point (**P < 0.01; *n =* 18 at P60 and 6 at P180; 2-tailed nonparametric Mann-Whitney *U* test). dpi, days postinjection. (**B**) Schematic representation of tamoxifen administration and electron micrographs of P60 and P180 optic nerve and corpus callosum from tamoxifen-treated *Plp-CreERT2 Jab1^fl/fl^* and control (vehicle-treated *Plp-CreERT2 Jab1^fl/fl^*) mice, showing no differences at P60 but diffuse demyelination and axonal degeneration at P180. (**C**) Quantification showing significant increase in the number of degenerating fibers and decrease of myelinated fibers in P180 tamoxifen-treated *Plp-CreERT2 Jab1^fl/fl^* mice (**P < 0.01; *n =* 3 at P60 and 6 at P180; 2-tailed nonparametric Mann-Whitney *U* test). (**D**) Immunolabeling for IBA1 and MBP of P180 optic nerves from tamoxifen-treated *Plp-CreERT2 Jab1^fl/fl^* and control mice, and relative quantification showing significantly increased number of IBA1^+^ cells in tamoxifen-treated mice (*P < 0.05; *n =* 4 in controls and 5 in tamoxifen-treated mice; 2-tailed nonparametric Mann-Whitney *U* test). (**E**) β-Gal staining of the optic nerve from P180 tamoxifen-treated *Plp-CreERT2 Jab1^fl/fl^* and control mice double-stained with CC1, showing β-gal^+^ oligodendrocytes in tamoxifen-treated mice. (**F**) qPCR for *Cdkn1a* (p21^CIP1^) and *Cdkn2a* (p16^INK4a^), showing increased expression in the optic nerve from P180 tamoxifen-treated *Plp-CreERT2 Jab1^fl/fl^* as compared with control mice (***P < 0.001; *n =* 7; 2-tailed nonparametric Mann-Whitney *U* test). Scale bars: (**B**) 2 μm; (**D**) 40 μm; (**E**) 10 μm.

**Figure 8:**
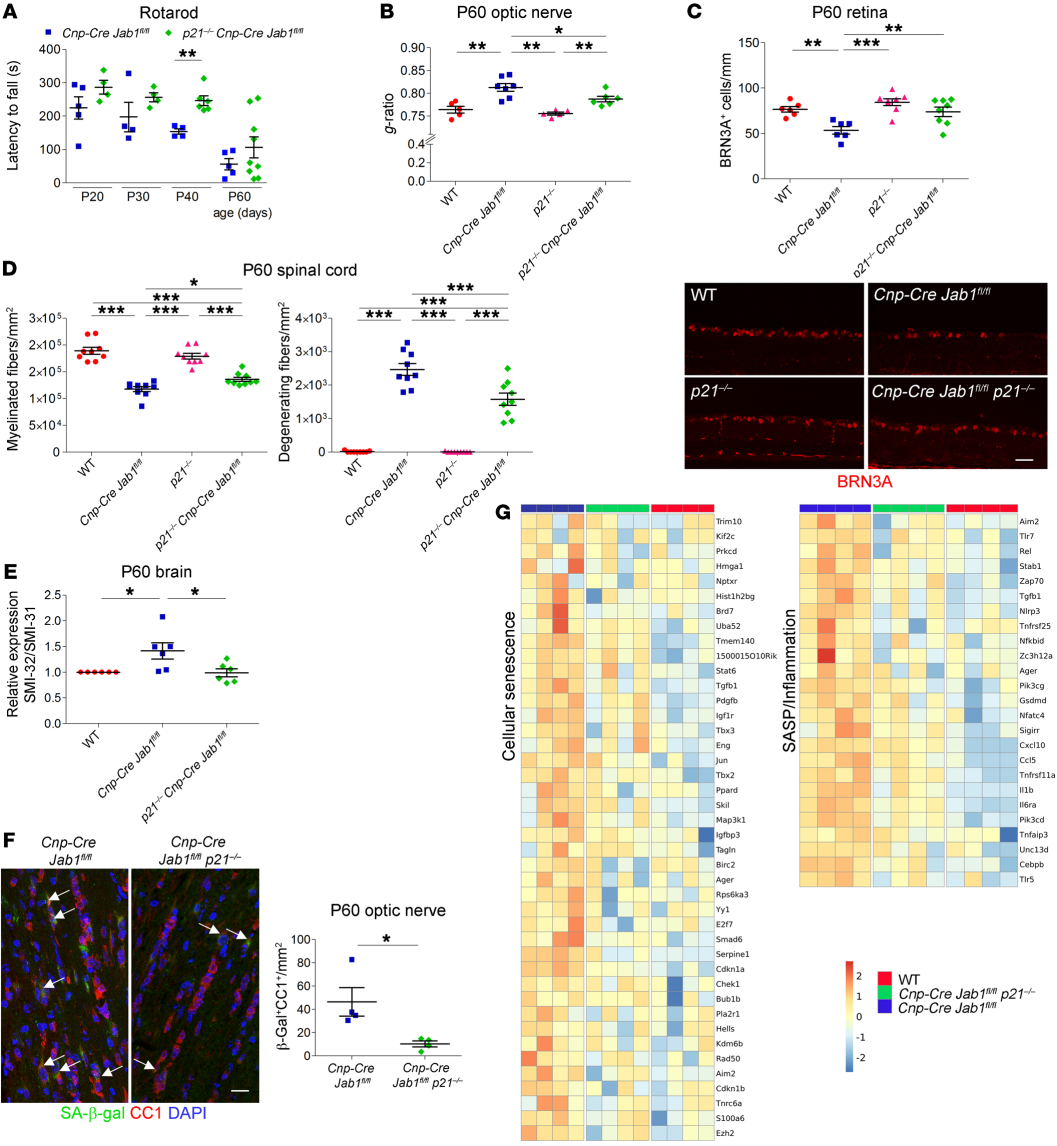
Deletion of *p21^CIP1^* ameliorates the phenotype in *Jab1*-mutant mice. (**A**) Rotarod analysis showing amelioration of motor deficits in *Cnp-Cre Jab1^fl/fl^ p21^CIP1–/–^* as compared with *Cnp-Cre Jab1^fl/fl^* mice (**P < 0.01 at P40; *n =* 5; 2-tailed nonparametric Mann-Whitney *U* test). (**B**) Quantification of *g*-ratio in P60 optic nerves, showing a significant reduction in *Cnp-Cre Jab1^fl/fl^ p21^CIP1–/–^* as compared with *Cnp-Cre Jab1^fl/fl^* mice (*P < 0.05, **P < 0.01; *n =* 5–7; at least 2000 fibers counted per mouse; 1-way ANOVA with Bonferroni’s multiple-comparison test). (**C**) Confocal images and quantification of BRN3A^+^ ganglion cells in the retina at P60, showing a significant rescue in *Cnp-Cre Jab1^fl/fl^ p21^CIP1–/–^* as compared with *Cnp-Cre Jab1^fl/fl^* mice (**P < 0.01, ***P < 0.001; *n =* 6–8; 1-way ANOVA with Bonferroni’s multiple-comparison test). (**D**) Quantification of myelinated fibers and degenerating fibers in the P60 spinal cord, showing significant rescue in *Cnp-Cre Jab1^fl/fl^ p21^CIP1–/–^* as compared with *Cnp-Cre Jab1^fl/fl^* mice (*P < 0.05, ***P < 0.001; *n =* 7–9; 1-way ANOVA with Bonferroni’s multiple-comparison test). (**E**) Quantification of Western blot analysis for phosphorylated (SMI-31) and non-phosphorylated (SMI-32) neurofilaments of high molecular weight in P60 brain homogenate, showing a significant rescue in *Cnp-Cre Jab1^fl/fl^ p21^CIP1–/–^* as compared with *Cnp-Cre Jab1^fl/fl^* mice (*P < 0.05; *n =* 6; 1-way ANOVA with Bonferroni’s multiple-comparison test). (**F**) Confocal immunolabeling for CC1 and β-gal staining and quantification in P60 optic nerve, showing reduced number of senescent oligodendrocytes in *Cnp-Cre Jab1^fl/fl^ p21^CIP1–/–^* as compared with *Cnp-Cre Jab1^fl/fl^* mice (*P < 0.05; *n =* 4; 2-tailed nonparametric Mann-Whitney *U* test). (**G**) Heatmaps representing the expression values of key genes for cellular senescence and for SASP/inflammation differentially expressed in FACS-sorted O1^+^ oligodendrocytes. Scale bars: (**C**) 40 μm; (**F**) 40 μm.

**Figure 9:**
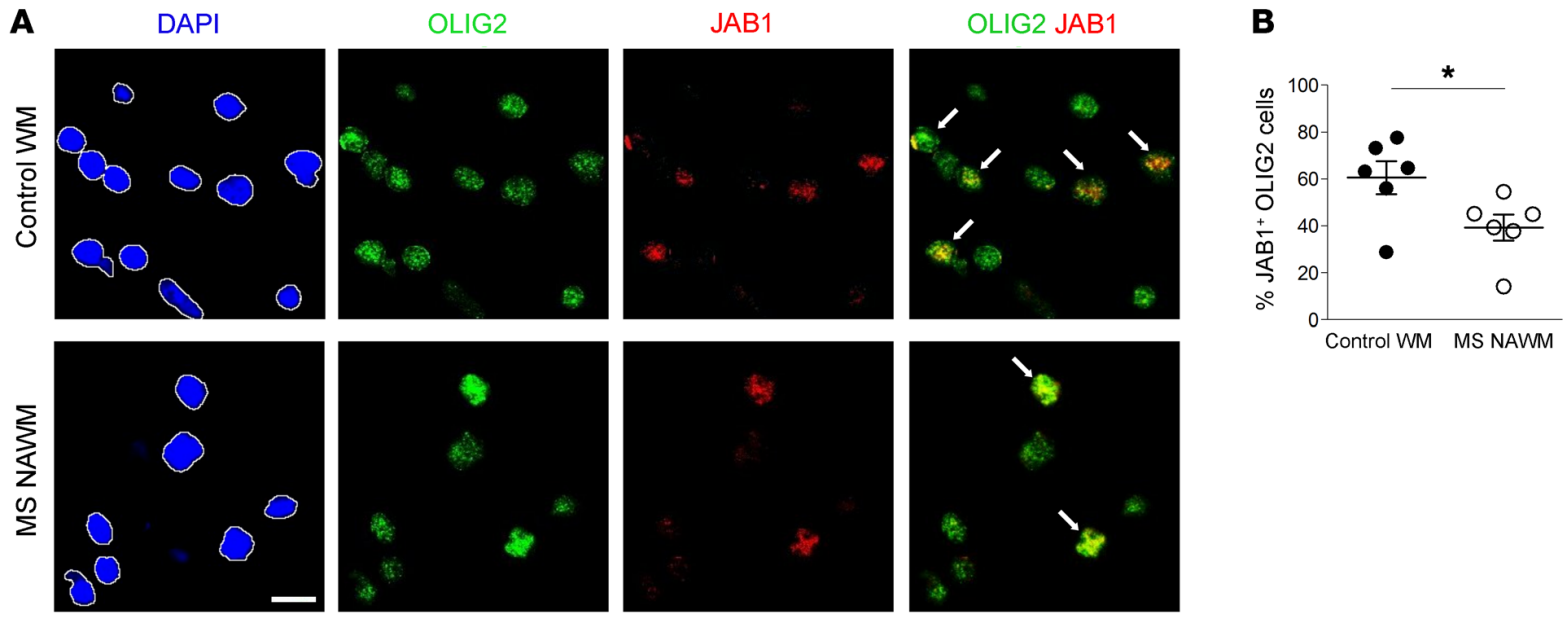
Expression of JAB1 in brain of MS patients. (**A**) Representative immunofluorescence images for nuclear JAB1 (red) expression in OLIG2^+^ cells (green) in control white matter (WM) or in normal-appearing white matter (NAWM) surrounding chronic inactive MS lesion. Regions of interest (ROIs) were generated on DAPI images (left panels) to select nuclei and then applied to the corresponding OLIG2 and JAB1 images. Arrows highlight JAB1^+^ oligodendrocytes. (**B**) Percentage of JAB1-expressing OLIG2^+^ cells in control white matter (black dots) or MS normal-appearing white matter (white dots). Each dot represents a single sample, and bars represent mean (*P < 0.05; *n =* 6; 2-tailed nonparametric Mann-Whitney *U* test). Scale bar: 10 μm.

# Supplementary material for: JAB1 deletion in oligodendrocytes causes senescence-induced inflammation and neurodegeneration in mice
**Source:** J Clin Invest. 2022 Feb 1;132(3):e145071. doi: 10.1172/JCI145071
**Supplement:** Supplemental data

**A**

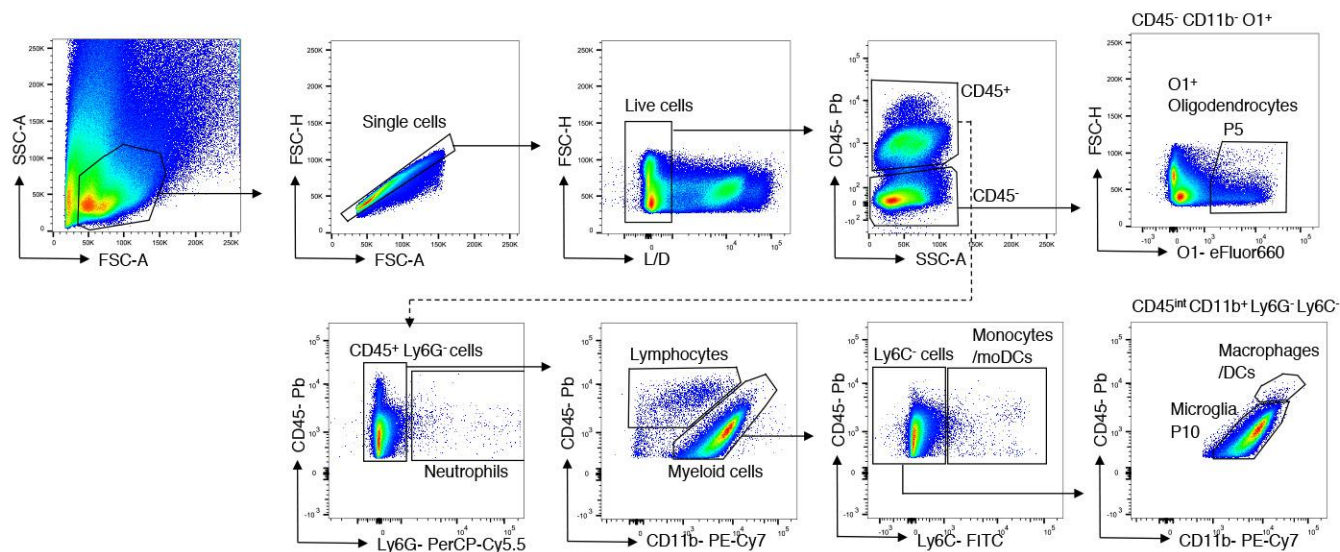

**B**

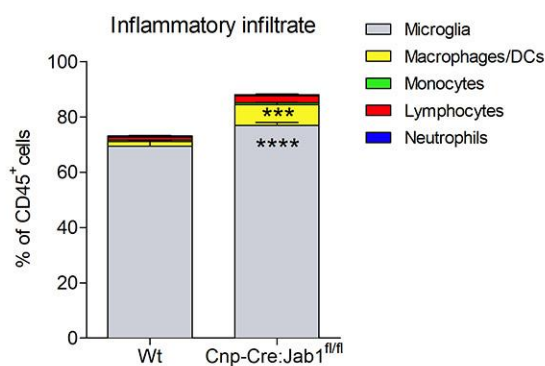

**C**

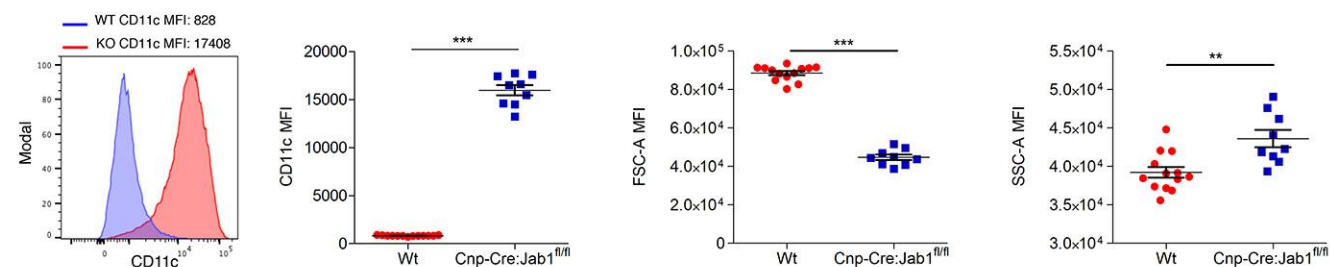

# **Supplemental Figure 1. FACS analysis of inflammatory cells in mutant mice.**

(A) Schematic representation of gating strategy for FACS-sorting of O1+ oligodendrocytes (P5, CD45<sup>-</sup> CD11b<sup>-</sup> O1<sup>+</sup> cells) and microglia (P10, CD45<sup>int</sup> CD11b<sup>+</sup> Ly6G<sup>-</sup> Ly6C<sup>-</sup> cells) from Wt, *Cnp-Cre:Jab1<sup>fl/fl</sup>* and *Cnp-Cre:Jab1<sup>fl/fl</sup>;p21CIP1<sup>-/-</sup>* mice at P40. (B) Representation of the inflammatory infiltrate at P60 in the brain of Wt and *Cnp-Cre:Jab1<sup>fl/fl</sup>* mice. \*\*\*p<0,001, \*\*\*\*p<0,0001 (n=13 for Wt, n=9 for *Cnp-Cre:Jab1<sup>fl/fl</sup>*; Two-way ANOVA with Bonferroni post-correction). (C) Quantification of the activated microglia (CD11c), and morphological parameters (FSC, Forward scatter: smaller means more active; SSC, side scatter: increased grainy means more active; \*\*p<0,01, \*\*\*p<0,001; n=13 for Wt, n=9 for *Cnp-Cre:Jab1<sup>fl/fl</sup>*; Two-tailed nonparametric Mann–Whitney U-test).

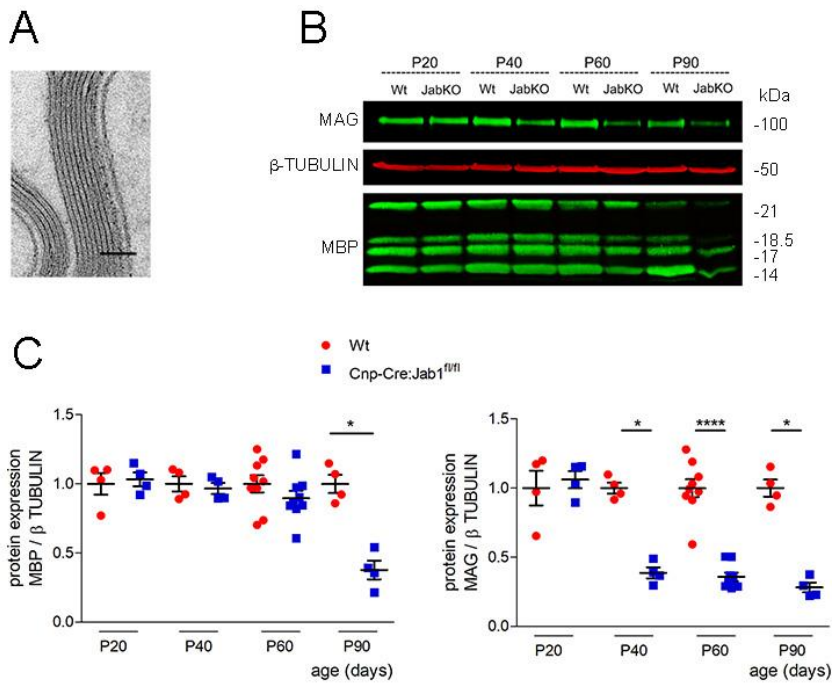

**Supplemental Figure 2. Complementary signs of demyelination in mutant mice.**

(A) Electron micrograph showing compact myelin in P20 *Cnp-Cre:Jab1<sup>fl/fl</sup>* optic nerve. (B) Western blot analysis of the optic nerve homogenate from *Wt* and *Cnp-Cre:Jab1<sup>fl/fl</sup>* mice at different ages and (C) quantification, showing progressive reduction of myelin proteins MBP (4 bands) and MAG (represented as a ratio of MBP/ $\beta$ -tubulin and MAG/ $\beta$ -tubulin; \* $p < 0.05$ , \*\*\*\* $p < 0.0001$ ;  $n = 4$  to  $9$ ; Two-tailed nonparametric Mann–Whitney U-test). Scale Bar, (A) 66 nm.

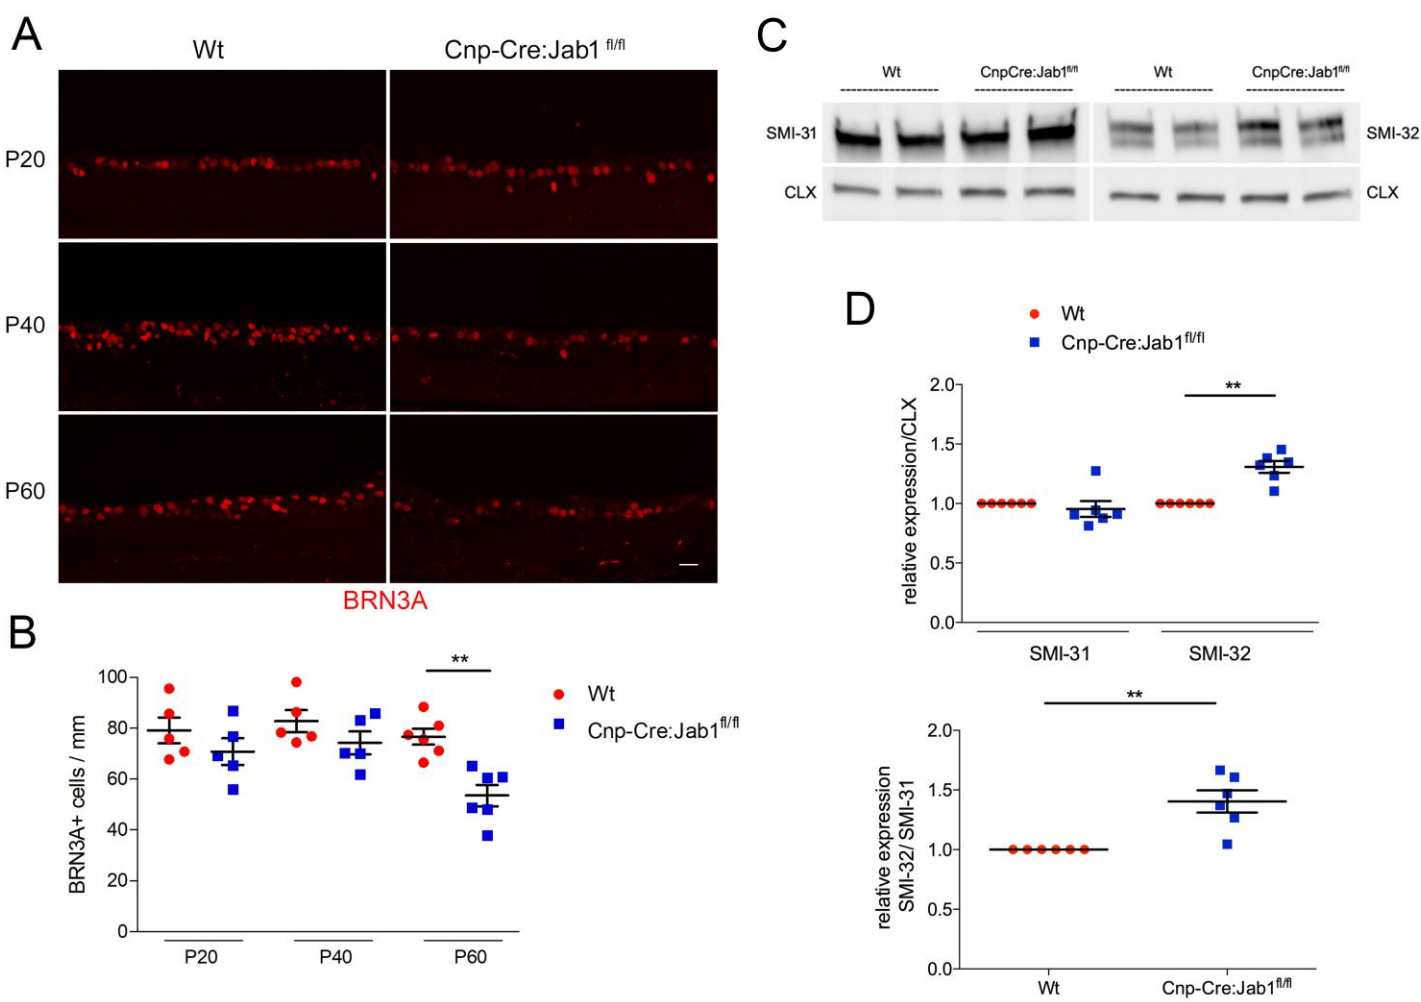

### Supplemental Figure 3. Complementary signs of neurodegeneration in mutant mice.

(A) Confocal immunolabelling for BRN3A in the retina of Wt and *Cnp-Cre:Jab1<sup>fl/fl</sup>* mice at different ages. (B) Quantification of BRN3A-positive ganglion cells in the retina showing a significant reduction in mutant mice at P60 (\*\* $p < 0.01$ ;  $n = 5$  to  $6$ ; Two-tailed nonparametric Mann–Whitney U-test). (C) Western blot analysis for phosphorylated (SMI-31) and non-phosphorylated (SMI-32) neurofilaments of high molecular weight (NF-H) in the brain homogenate from P60 Wt and *Cnp-Cre:Jab1<sup>fl/fl</sup>* mice, and (D) quantification showing increased amount of SMI-32/SMI-31 ratio in mutant mice (\*\* $p < 0.01$ ;  $n = 6$ ; one sample two-tailed Student's t-test). Scale bar, (A)  $50 \mu\text{m}$

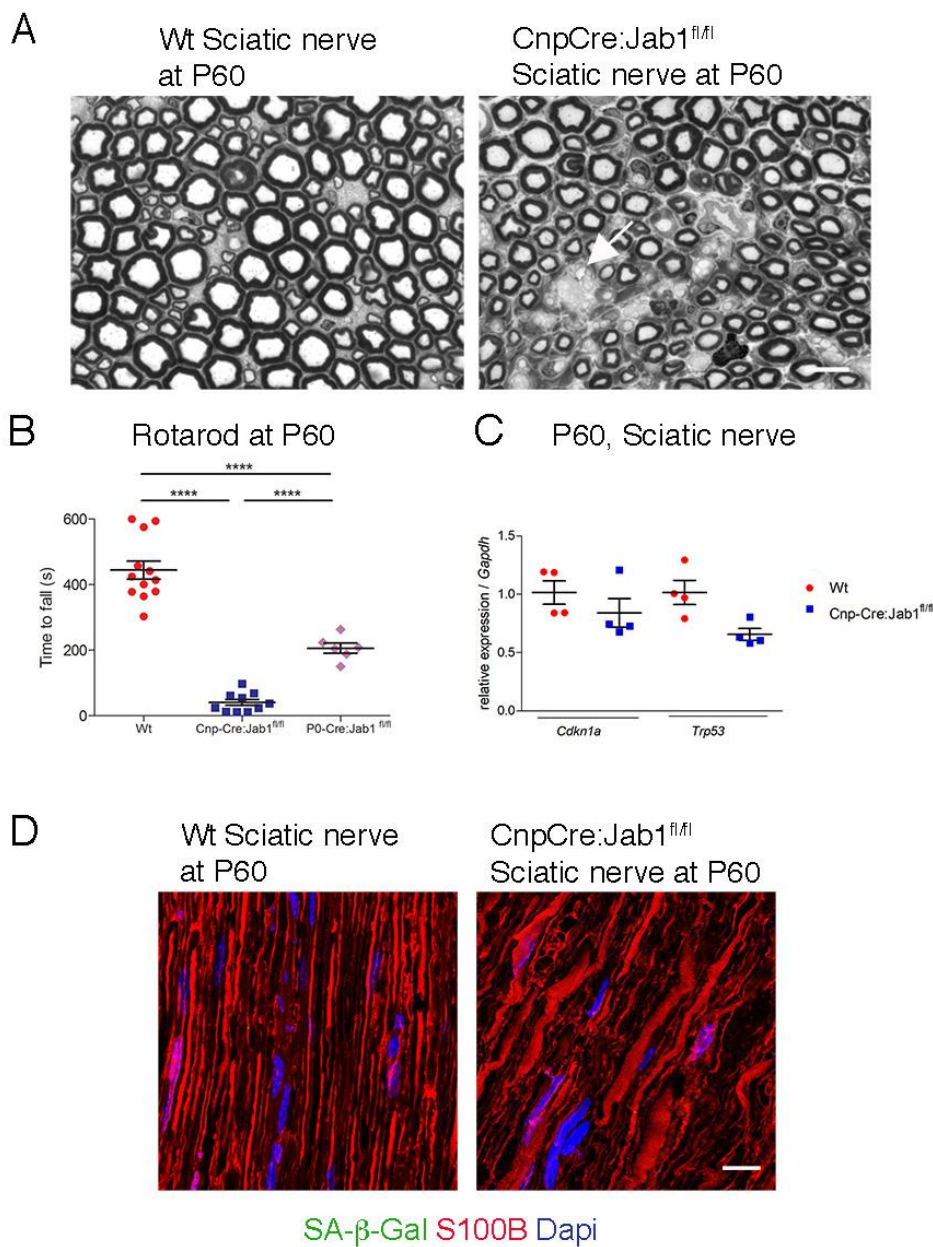

#### Supplemental Figure 4. Peripheral nerve involvement of mutant mice

(A) Light microscopy of sciatic nerve sections from *Wt* and *Cnp-Cre:Jab1<sup>fl/fl</sup>* mice at P60 showing hypomyelination and bundles of unsorted axons (arrow) in mutant sciatic nerves. (B) Rotarod analysis showing that motor deficits are significantly worsen in *Cnp-Cre* as respect to *P0-Cre* mutants (\*\*\*\* $p < 0.0001$ ;  $n = 6-11$ ; One-way ANOVA with Bonferroni's multiple comparison test). (C) qPCR showing the expression of *Cdkn1a* (p21<sup>CIP1</sup>) and *Trp53* (p53) in the Sciatic nerve of *Wt* and *Cnp-Cre:Jab1<sup>fl/fl</sup>* mice. (D) Confocal images showing no SA-β-Gal staining in mutant sciatic nerve. Scale bars, (A) and (D) 10  $\mu$ m.

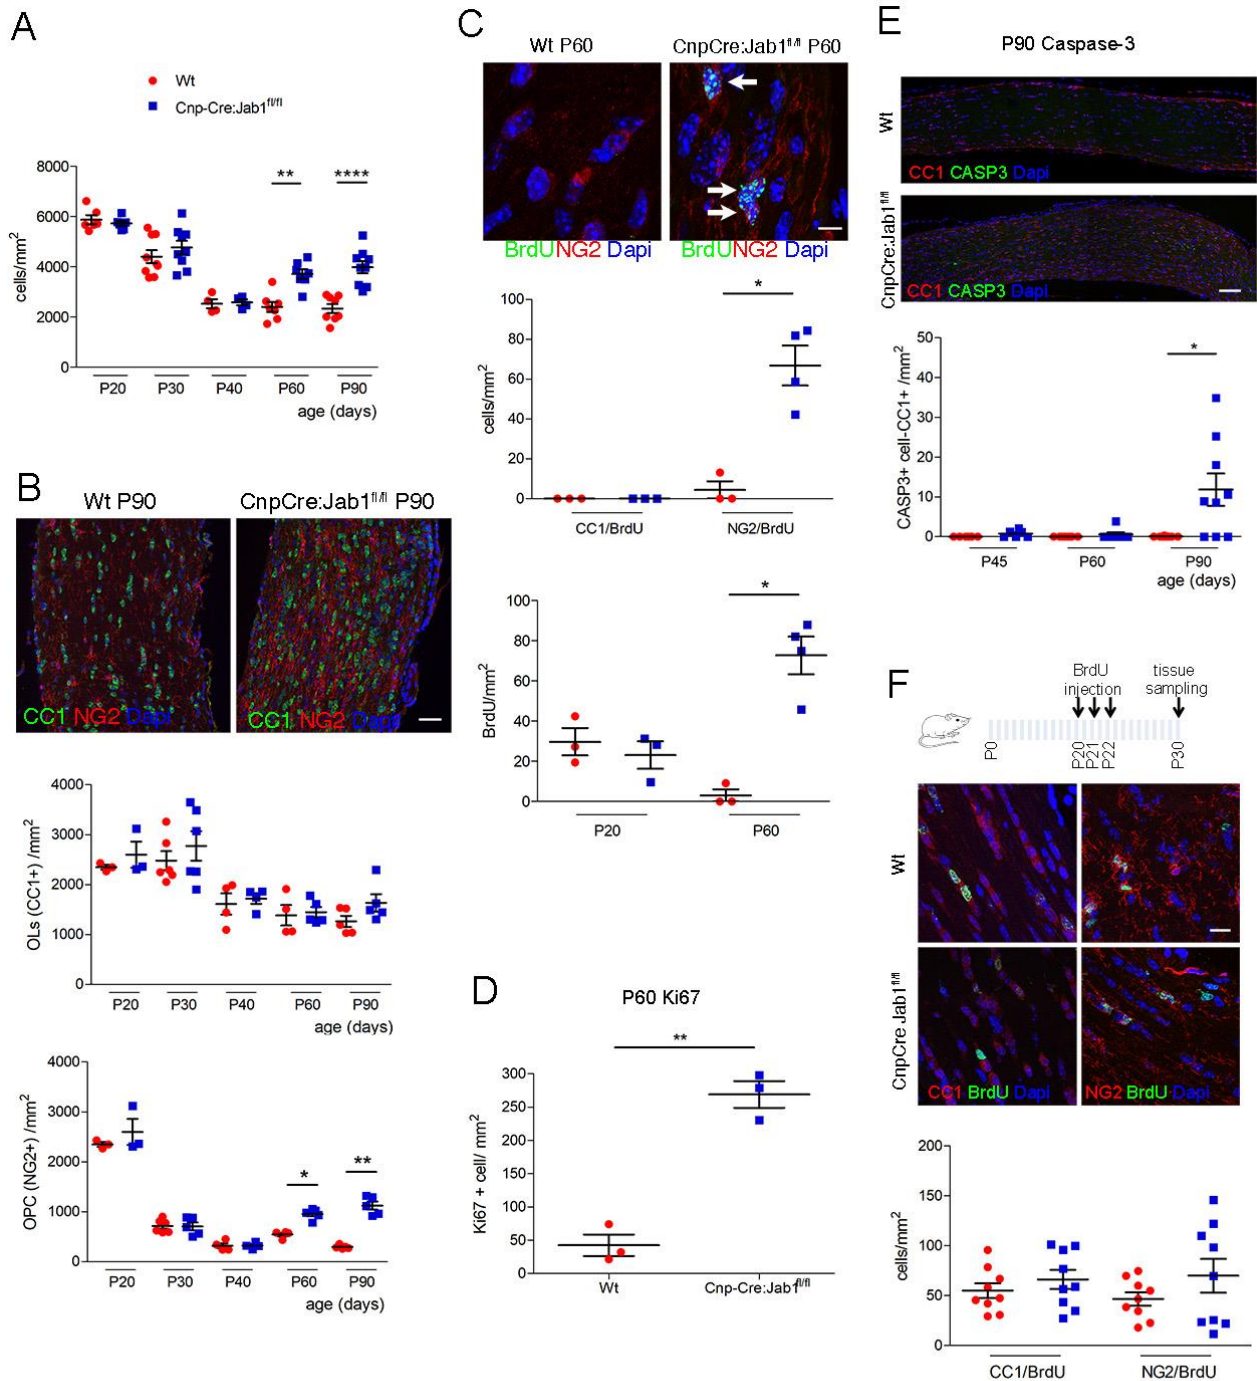

### Supplemental Figure 5. Mutant oligodendrocyte proliferation, survival and differentiation

(A) Quantification of cell number (Dapi positive nuclei) in the optic nerve from *Wt* and *Cnp-Cre:Jab1<sup>fl/fl</sup>* mice at different ages (\*\* $p < 0.01$ , \*\*\*\* $p < 0.0001$ ;  $n = 5$  to  $8$ ; Two-tailed nonparametric Mann–Whitney U-test). (B) Confocal images of optic nerves from *Wt* and *Cnp-Cre:Jab1<sup>fl/fl</sup>* mice stained for CC1, NG2 and Dapi and relative quantification at different ages (\* $p < 0.05$ , \*\* $p < 0.01$ ;  $n = 3$  to  $5$ ; Two-tailed nonparametric Mann–Whitney U-test). (C) Confocal images of optic nerves from *Wt* and *Cnp-Cre:Jab1<sup>fl/fl</sup>* mice stained for BrdU, NG2 and Dapi, 2 hours after BrdU injection; double positive OPCs are identified by arrows. Aside, quantification of BrdU<sup>+</sup> OPC (NG2<sup>+</sup>), BrdU<sup>+</sup> mature oligodendrocytes (CC1<sup>+</sup>) and total BrdU<sup>+</sup> cells at different ages (\* $p < 0.05$ ;  $n = 3$  to  $4$ ; Two-tailed nonparametric Mann–Whitney U-test). (D) Quantification of Ki67<sup>+</sup> cells in the optic nerve from *Wt* and *Cnp-Cre:Jab1<sup>fl/fl</sup>* mice (\*\* $p < 0.01$ ;  $n = 3$ ; Two-tailed nonparametric Mann–Whitney U-test). (E) Confocal images of optic nerves from *Wt* and *Cnp-Cre:Jab1<sup>fl/fl</sup>* mice stained for CASPASE-3 and oligodendrocyte marker (CC1) and relative quantification of CASPASE-3<sup>+</sup> oligodendrocytes at different ages (\* $p < 0.05$ ;  $n = 7$  to  $9$ ; Two-tailed nonparametric Mann–Whitney U-test). (F) Confocal immunolabelling of optic nerves from P30 *Wt* and *Jab1* mutant mice with anti-BrdU, CC1 or NG2, and quantification of CC1/BrdU or NG2/BrdU double positive cells showing similar numbers in *Wt* and *Jab1* mutant optic nerves ( $p = \text{not significant}$ ;  $n = 9$ ; Two-tailed nonparametric Mann–Whitney U-test). Scale bars, (B) 40  $\mu\text{m}$ , (C) 10  $\mu\text{m}$  (E) 40  $\mu\text{m}$ , (F) 10  $\mu\text{m}$ .

P60 Optic nerve

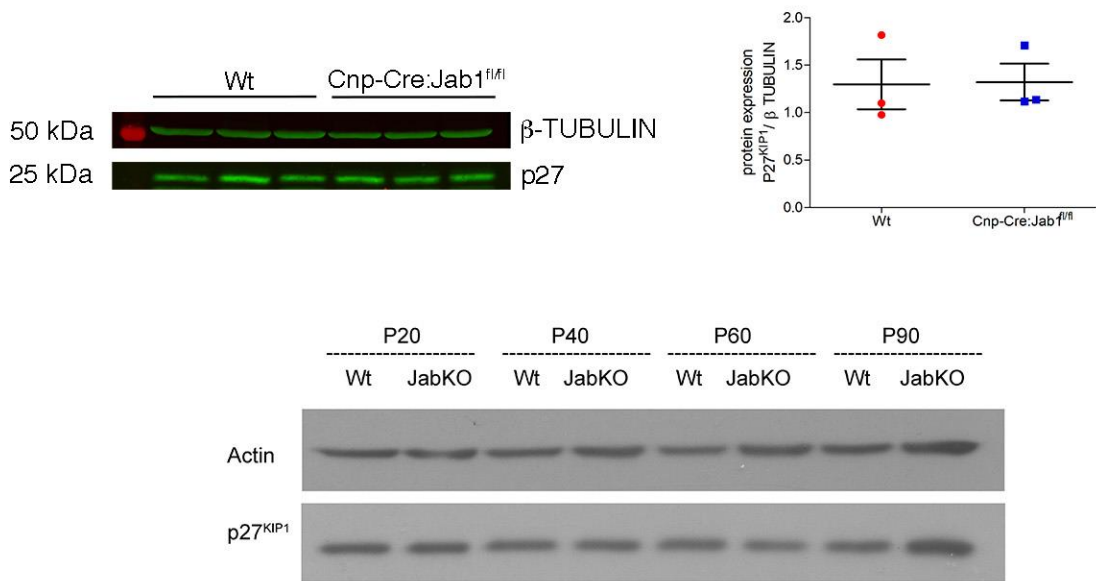

**Supplemental Figure 6. Quantification of p27<sup>KIP1</sup> in optic nerves**  
Western blot analysis (and quantification) for p27<sup>KIP1</sup> in the optic nerve homogenate from *Wt* and *Cnp-Cre:Jab1<sup>f/f</sup>* mice.

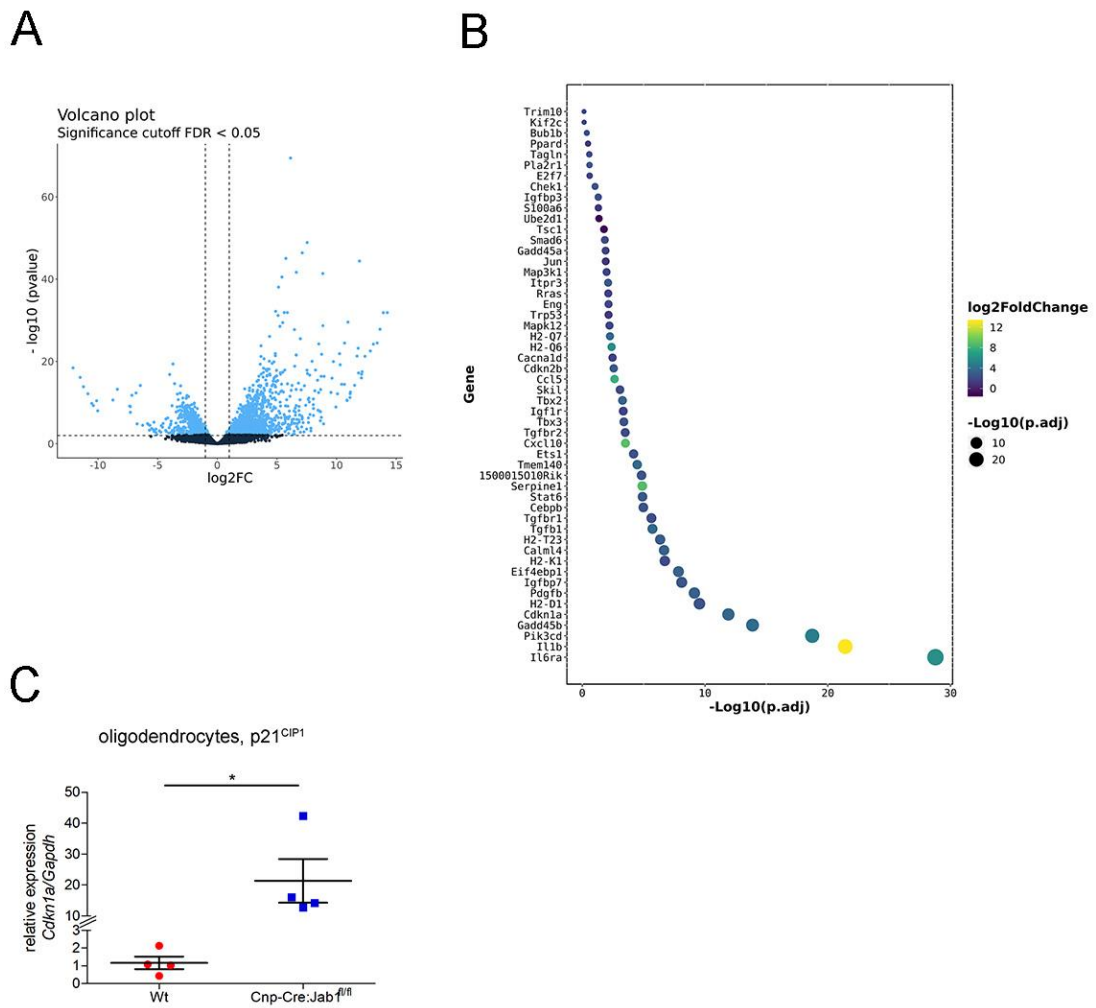

## Supplemental Figure 7. FACS-sorted mutant oligodendrocytes express high levels of senescence and inflammatory genes

(A) Volcano plot representing significant down and up-regulated genes in mutant oligodendrocytes as compared to Wt as control. 

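Of the 52 genes named in Supplemental Figure 7B, 50 had a positive log2 fold change in mutant as compared with WT oligodendrocytes, with a median of 2.42 over the 52 genes. The number with a higher expression at an adjusted p below 0.05 was 30 over all genes tested and 41 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Without WT replicate 1 the number over all genes was 18, and without Cnp-Cre Jab1fl/fl replicate 2 it was 35. The genes not called were Mapk12, Rras, Tsc1, Jun, Gadd45a, Cdkn2b, Map3k1, Eng, Itpr3, Smad6, S100a6, H2-Q7, Ube2d1, Igfbp3, Chek1, E2f7, Tagln, Pla2r1, Ppard, Bub1b, Kif2c and Trim10. Of these, Tsc1 (log2 fold change -1.04, adjusted p = 0.0592, edgeR) and Ube2d1 (-1.23, adjusted p = 0.121, edgeR) were lower in mutants, and both were past the threshold when adjusted over the list alone (adjusted p = 0.00793 and 0.0204, edgeR). H2-Q7 shares sequence with other genes of its family, so its count is uncertain. Gadd45b, on chromosome 10 from 80930073 to 80932204, was at 80.5 ± 38.6 CPM (SD, n = 4) in mutants and 5.65 ± 2.67 CPM (SD, n = 4) in WT, a log2 fold change of 3.83 (standard error 0.49, adjusted p = 0.00197, edgeR). The mean log2(CPM + 1) over the list was 4.84 ± 0.40 (SD, n = 4) in mutant and 2.73 ± 0.26 (SD, n = 4) in WT samples, and no samples overlapped (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0429). The test of the whole list gave an adjusted p of 7.41e-04 by limma's fry. A fit of all 12 samples took the scores of microglia and endothelial marker genes as covariates. The median log2 fold change of the list was then 1.07 and its adjusted p by limma's fry 8.08e-04. The microglia scores of mutant and WT samples did not overlap, so this fit cannot separate microglial RNA from genotype.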

(B) Graphic representation of genes associated to senescence and inflammation significantly upregulated in mutant oligodendrocytes by RNA-seq analysis. (C) qPCR for *Cdkn1a* (p21<sup>CIP1</sup>) in oligodendrocytes (\*p<0.05; n=4; Two-tailed nonparametric Mann–Whitney U-test).

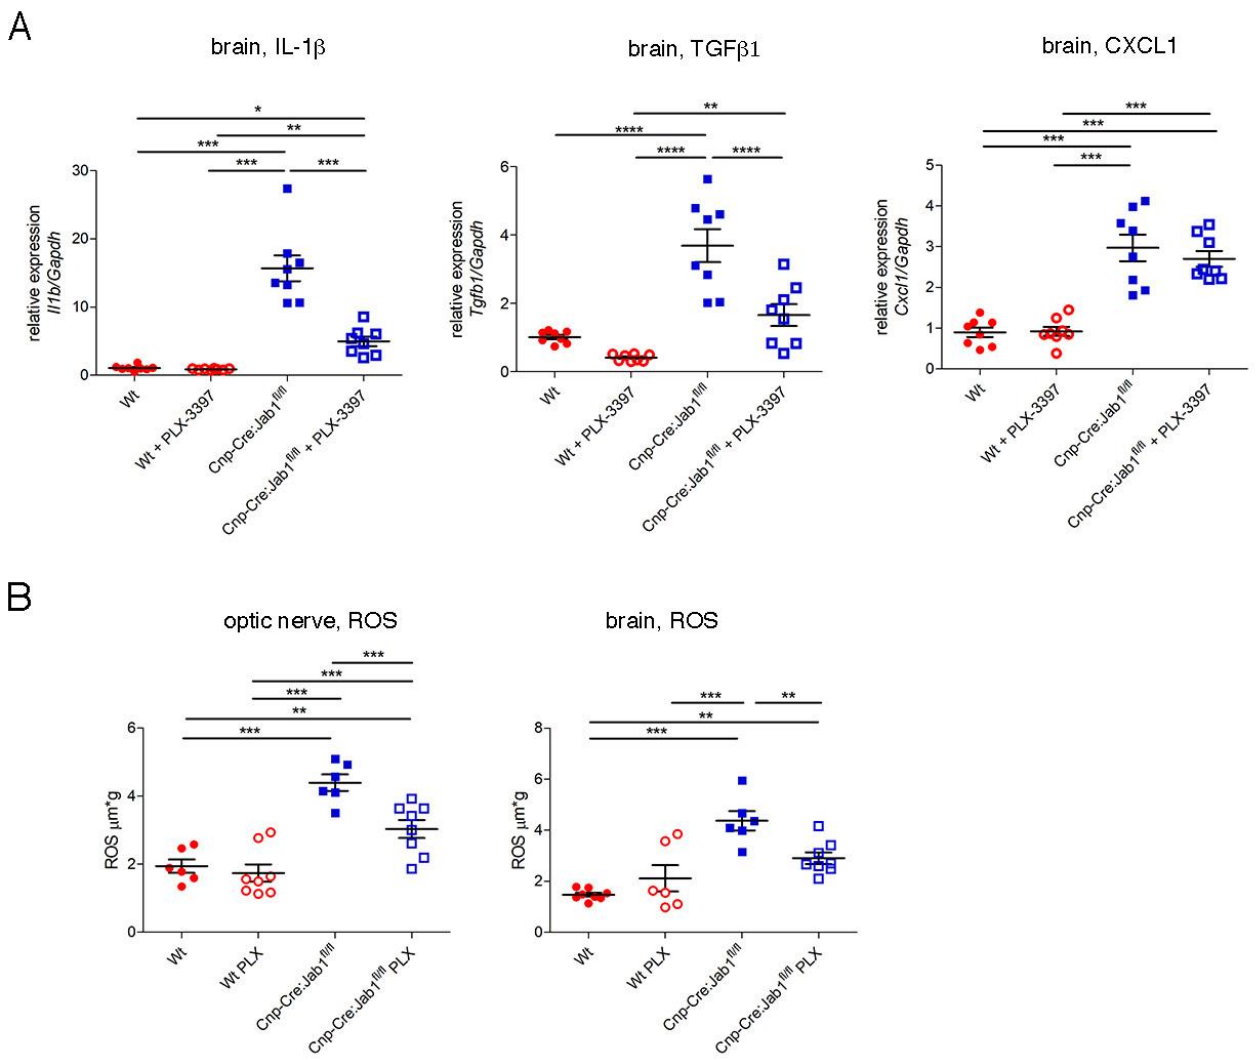

# **Supplemental Figure 8. Microglia depletion does not abrogate SASP and ROS elevation in the mutant mice**

(**A**) Quantification of qPCR analysis for SASP in the brain homogenate of *Wt* and *Cnp-Cre:Jab1<sup>fl/fl</sup>* mice treated or not with PLX. (**B**) ROS quantification in corpus callosum and optic nerve from *Wt* and *Cnp-Cre:Jab1<sup>fl/fl</sup>* mice treated or not with PLX (\* $p < 0.05$ , \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ ;  $n = 6-8$ ; One-way ANOVA with Bonferroni's multiple comparison test).

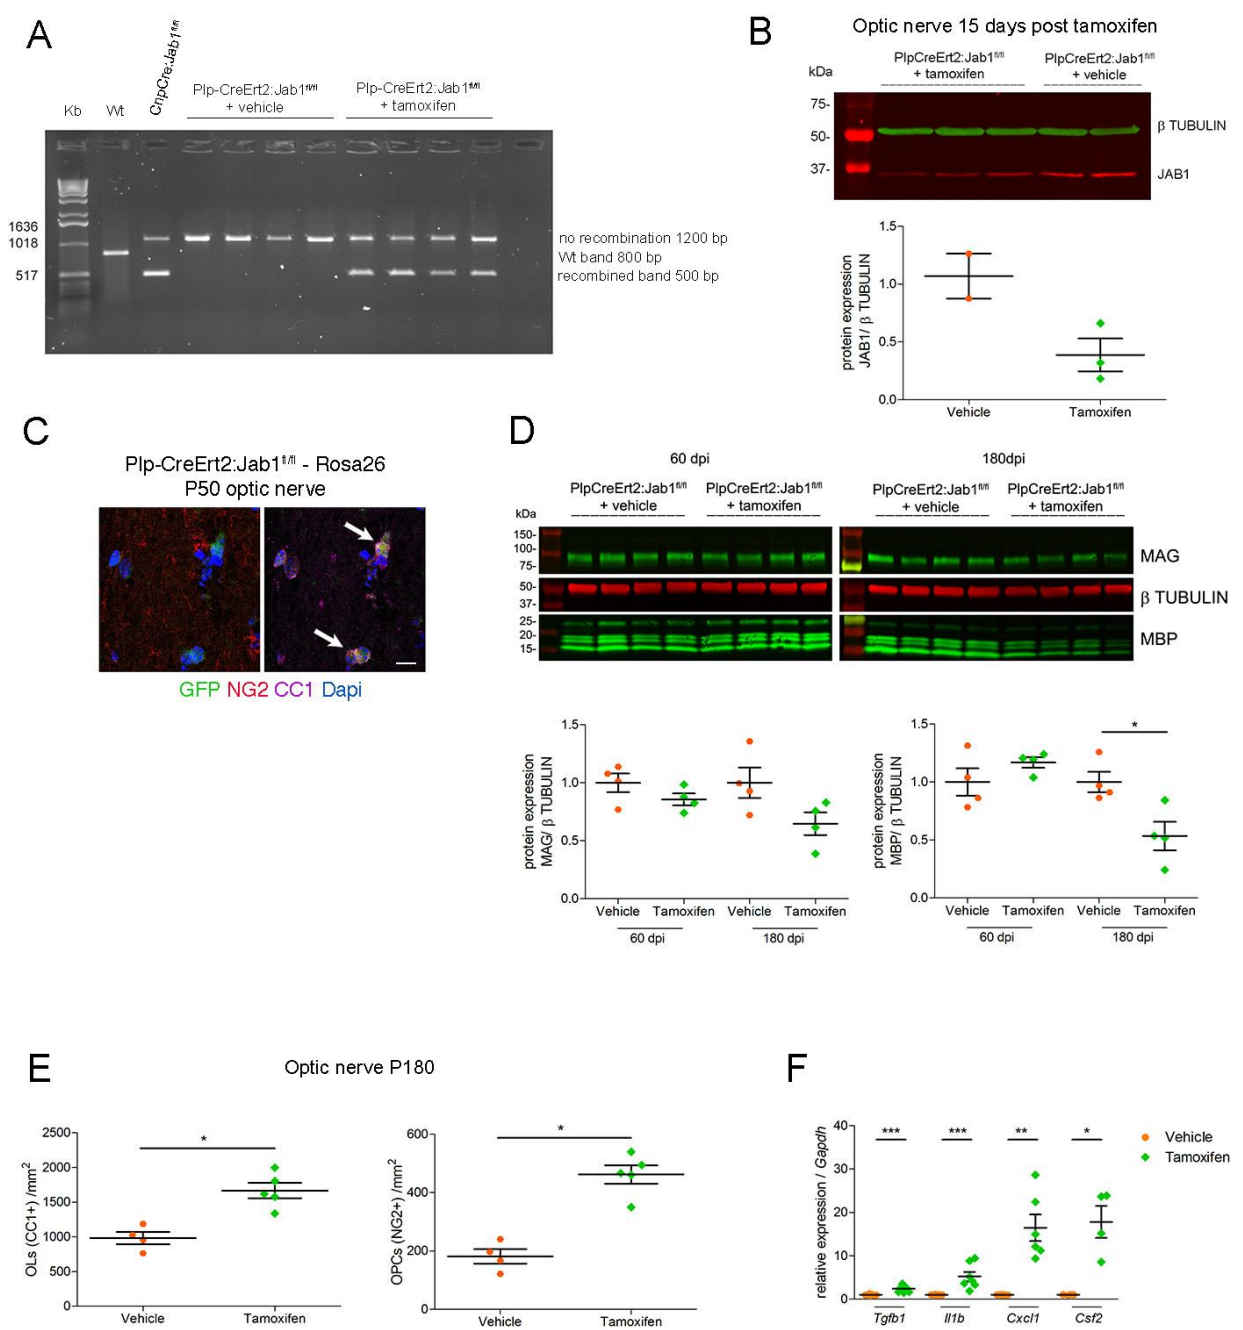

## Supplemental Figure 9. Complementary characterization of *Plp-CreERT2:Jab1<sup>fl/fl</sup>* mice

(A) Genotyping showing the recombinant band in the optic nerve homogenate from tamoxifen-treated *Plp-CreERT2:Jab1<sup>fl/fl</sup>* mice. (B) Western blot analysis of the optic nerve homogenate from *Plp-CreERT2:Jab1<sup>fl/fl</sup>* mice treated with tamoxifen or vehicle and relative quantification showing reduced JAB1 protein in the recombined optic nerves (n=2 to 3; Two-tailed nonparametric Mann–Whitney U-test). (C) Confocal images of the optic nerve from P50 tamoxifen- *Plp-CreERT2:Jab1<sup>fl/fl</sup>:Rosa26* mice stained for GFP, CC1, NG2 and Dapi; recombined oligodendrocytes (CC1<sup>+</sup>; GFP<sup>+</sup>) are labelled by arrows. (D) Western blot analysis and quantification of the optic nerve homogenate from *Plp-CreERT2:Jab1<sup>fl/fl</sup>* mice treated with tamoxifen or vehicle and stained for myelin proteins MAG and MBP at different ages; quantification is expressed as the ratio MAG/β-TUBULIN and MBP/β-TUBULIN (\*p<0.05; n=4; Two-tailed nonparametric Mann–Whitney U-test). (E) Quantification of the number of oligodendrocytes (CC1<sup>+</sup>) and OPCs (NG2<sup>+</sup>) in the P180 optic nerve from *Plp-CreERT2:Jab1<sup>fl/fl</sup>* mice treated with tamoxifen or vehicle (\*p<0.05; n=4 Vehicle, n=5 Tamoxifen; Two-tailed nonparametric Mann–Whitney U-test). (F) Quantification of qPCR analysis for different SASP molecules in the P180 optic nerve homogenate from *Plp-CreERT2:Jab1<sup>fl/fl</sup>* mice treated with tamoxifen or vehicle (\*p<0.05, \*\*p<0.01, \*\*\*p<0.001; n=4 to 7; Two-tailed nonparametric Mann–Whitney U-test). Scale bar, (C) 10 μm.

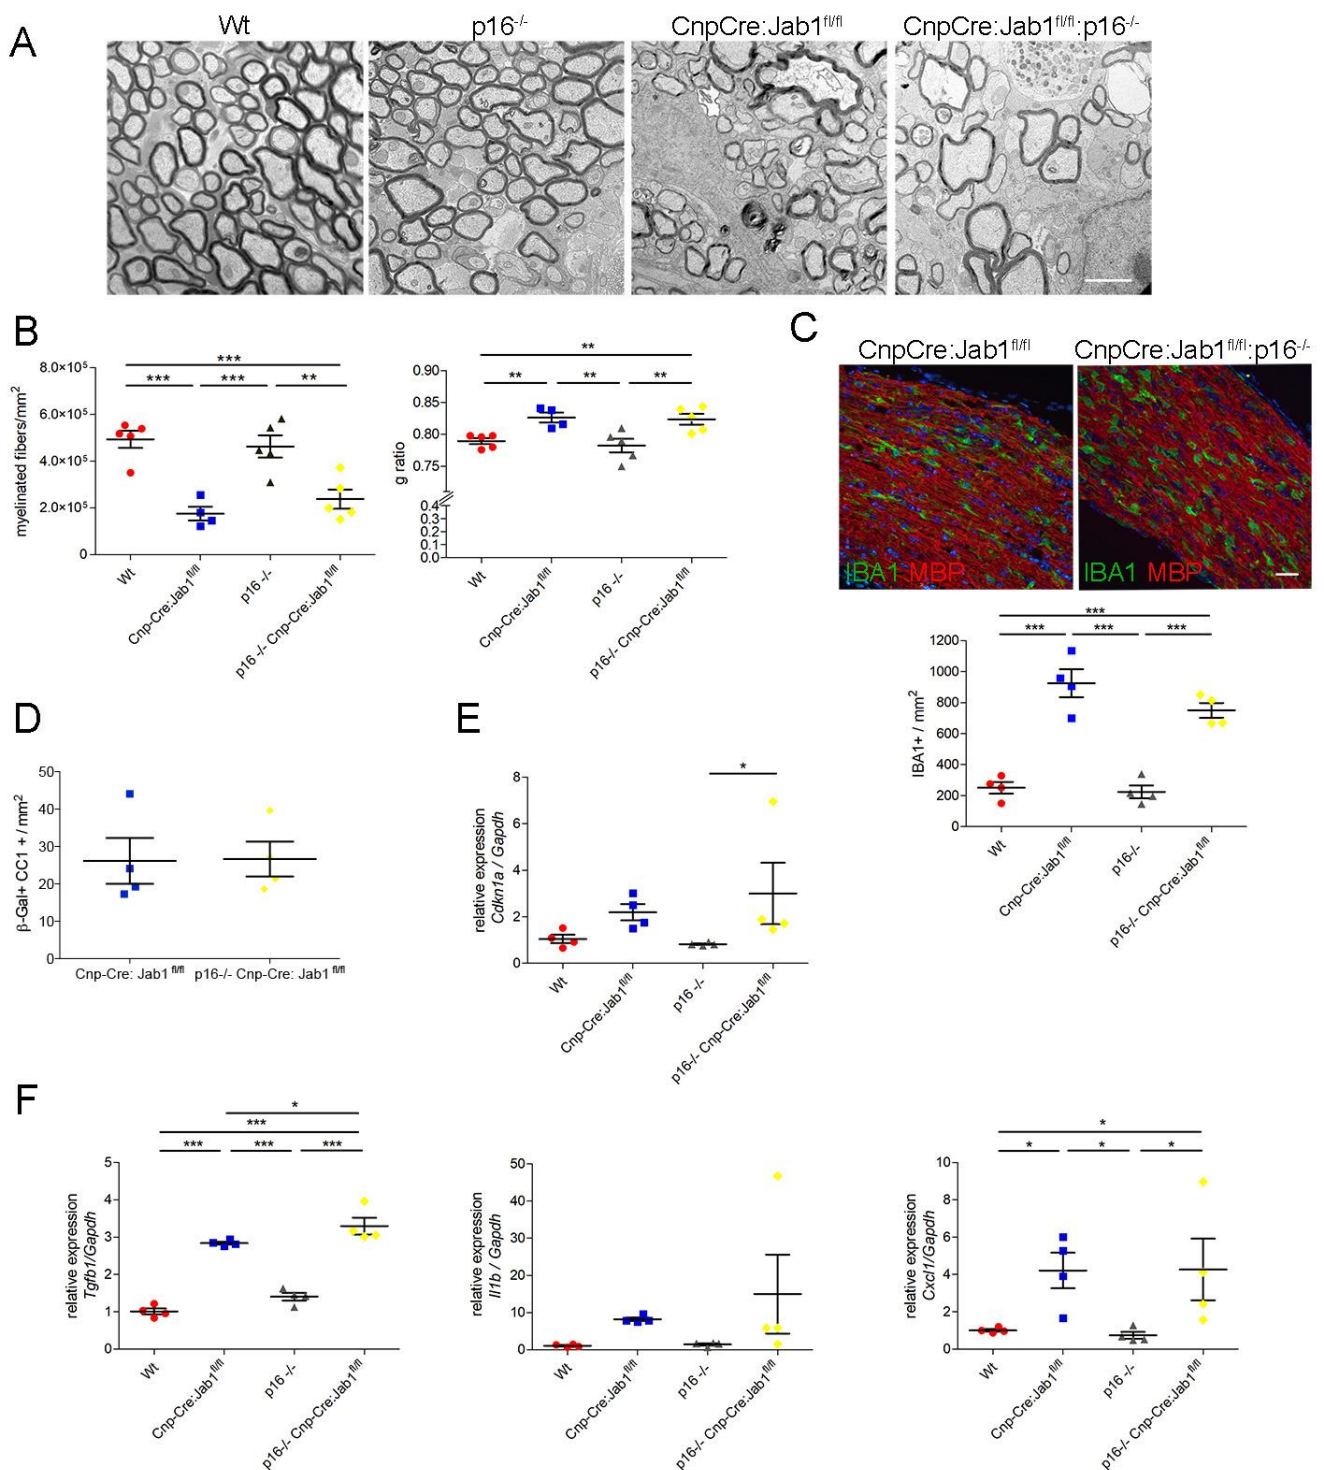

**Supplemental Figure 10. Deletion of *p16<sup>INK4</sup>* does not ameliorate the phenotype in *Jab1* mutant mice.**

(A) Electron micrographs of transverse sections of the optic nerve at P60 show similar demyelination and axonal loss in *Cnp-Cre:Jab1<sup>fl/fl</sup>;p16<sup>INK4</sup>* as compared to *Cnp-Cre:Jab1<sup>fl/fl</sup>*. (B) Quantification of the number of myelinated fibers and of g-ratio (\*\*p<0.01, \*\*\*p<0.001; n=4; One-way ANOVA with Bonferroni's multiple comparison test). (C) Confocal images showing IBA1-inflammatory infiltrate in optic nerve and quantification (\*\*\*p<0.001; n=4; One-way ANOVA with Bonferroni's multiple comparison test). (D) Quantification of SA-β-gal activity in CC1<sup>+</sup> oligodendrocytes in the optic nerve of *Cnp-Cre:Jab1<sup>fl/fl</sup>;p16<sup>INK4</sup>* as compared to *Cnp-Cre:Jab1<sup>fl/fl</sup>* mice (p=not significant; n=4; Two-tailed nonparametric Mann–Whitney U-test). (E) qPCR analysis for *Cdkn1a* (p21<sup>CIP1</sup>) in the optic nerve of four groups of mice (\*p<0.05; n=4; One-way ANOVA with Bonferroni's multiple comparison test). (F) qPCR for SASP in the optic nerve of the four group of mice (\*p<0.05, \*\*\*p<0.001; n=4; One-way ANOVA with Bonferroni's multiple comparison test). Scale bars, (A) 2 μm, (C) 40 μm.

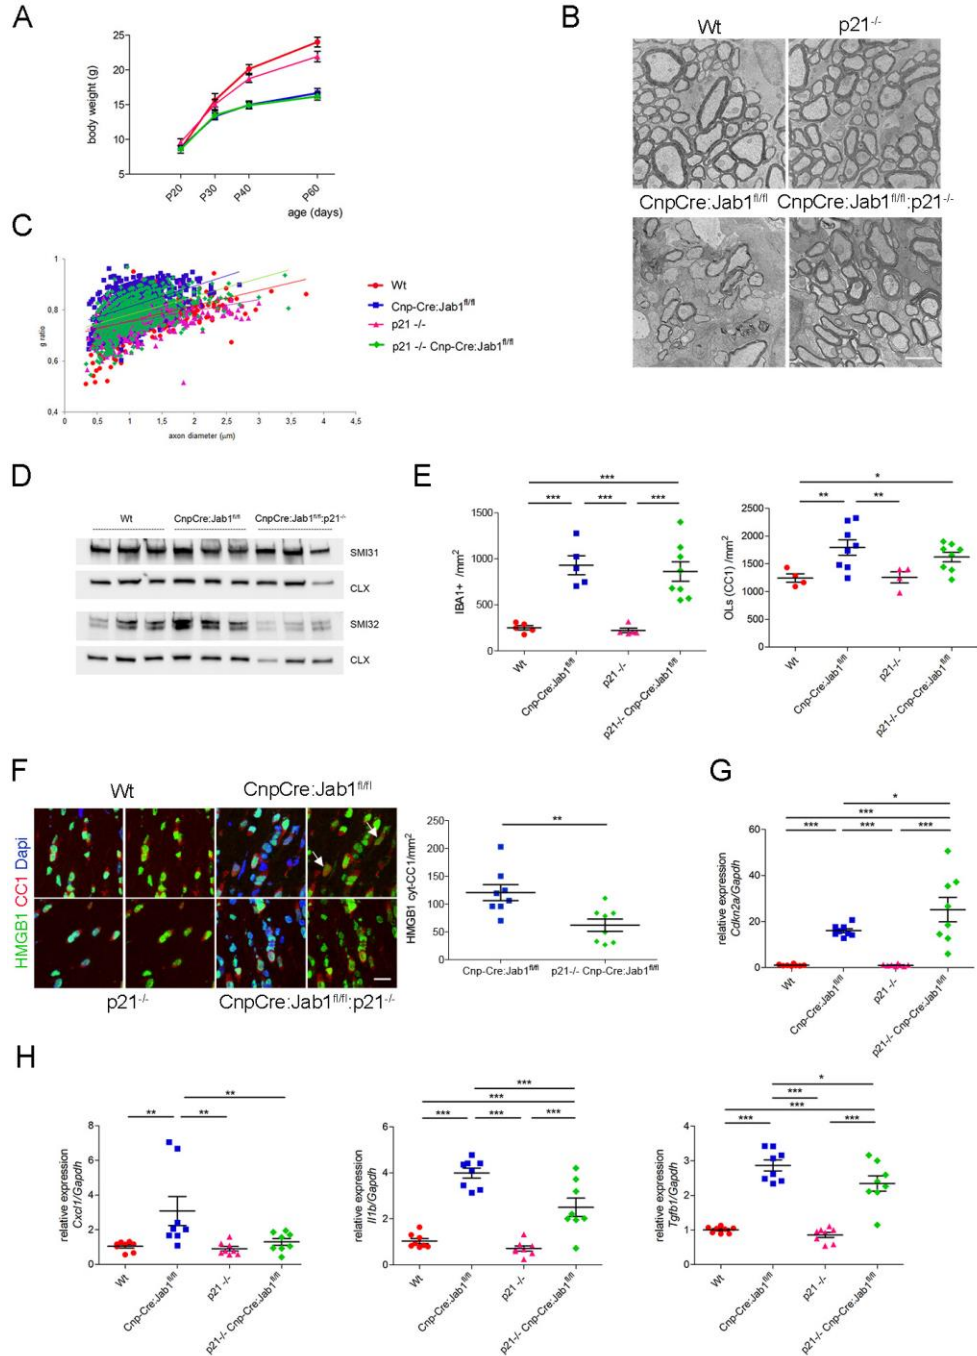

**Supplemental Figure 11. Complementary findings in tissues of *Cnp-Cre:Jab1<sup>fl/fl</sup>;p21<sup>CIP1</sup>-/-</sup>* mice.**

(A) Mouse body weight at different ages. (B) Electron micrographs of transverse sections of the optic nerve at P60 showing amelioration of demyelination and axonal loss in *Cnp-Cre:Jab1<sup>fl/fl</sup>;p21<sup>CIP1</sup>-/-</sup>* as compared to *Cnp-Cre:Jab1<sup>fl/fl</sup>* mice. (C) Representative g-ratio versus axon diameter scatter plot (and linear regression lines) of the myelinated fibers in the optic nerve of the 4 groups of mice showing values for *Cnp-Cre:Jab1<sup>fl/fl</sup>;p21<sup>CIP1</sup>-/-</sup>* mice in between *Wt* and *Cnp-Cre:Jab1<sup>fl/fl</sup>* mice (5 mice per group; at least 2000 fibers per mouse). (D) Western blot analysis for phosphorylated (SMI-31) and non-phosphorylated (SMI-32) neurofilaments of high molecular weight (NF-H) in the brain homogenate from P60 *Wt* and *Cnp-Cre:Jab1<sup>fl/fl</sup>* and *Cnp-Cre:Jab1<sup>fl/fl</sup>;p21<sup>CIP1</sup>-/-</sup>* mice (quantification in Figure 8E). (E) Quantification of IBA1<sup>+</sup> cell and CC1<sup>+</sup> oligodendrocytes in the optic nerve of the 4 groups of mice (\**p*<0.05, \*\**p*<0.01, \*\*\**p*<0.001; *n*=4; One-way ANOVA with Bonferroni's multiple comparison test). (F) Confocal images for HMGB1 in P60 optic nerves of the 4 groups of mice showing nuclear localization in all the oligodendrocytes in *Wt* and *p21<sup>-/-</sup>* mice; in *Cnp-Cre:Jab1<sup>fl/fl</sup>* mice, many oligodendrocytes showed HMGB1 cytoplasm localization (arrows) while this was significantly reduced in *Cnp-Cre:Jab1<sup>fl/fl</sup>;p21<sup>CIP1</sup>-/-</sup>* mice (aside quantification; \*\**p*<0.01, *n*=8; Two-tailed nonparametric Mann–Whitney U-test). (G) qPCR for *Cdkn2a* (p16<sup>INK4</sup>) in P60 optic nerve homogenate showing similar levels in *Cnp-Cre:Jab1<sup>fl/fl</sup>* and *Cnp-Cre:Jab1<sup>fl/fl</sup>;p21<sup>CIP1</sup>-/-</sup>* mice (\**p*<0.05, \*\*\**p*<0.001; *n*=8; One-way ANOVA with Bonferroni's multiple comparison test). (H) qPCR for SASP proinflammatory factors *Cxcl1*, *Il1b* and *Tgfb1* in P60 optic nerve homogenate, showing significant reduction in *Cnp-Cre:Jab1<sup>fl/fl</sup>;p21<sup>CIP1</sup>-/-</sup>* as compared to *Cnp-Cre:Jab1<sup>fl/fl</sup>* mice (\**p*<0.05, \*\**p*<0.01, \*\*\**p*<0.001; *n*=8; One-way ANOVA with Bonferroni's multiple comparison test). Scale bar, (B) 2 μm, (F) 20 μm

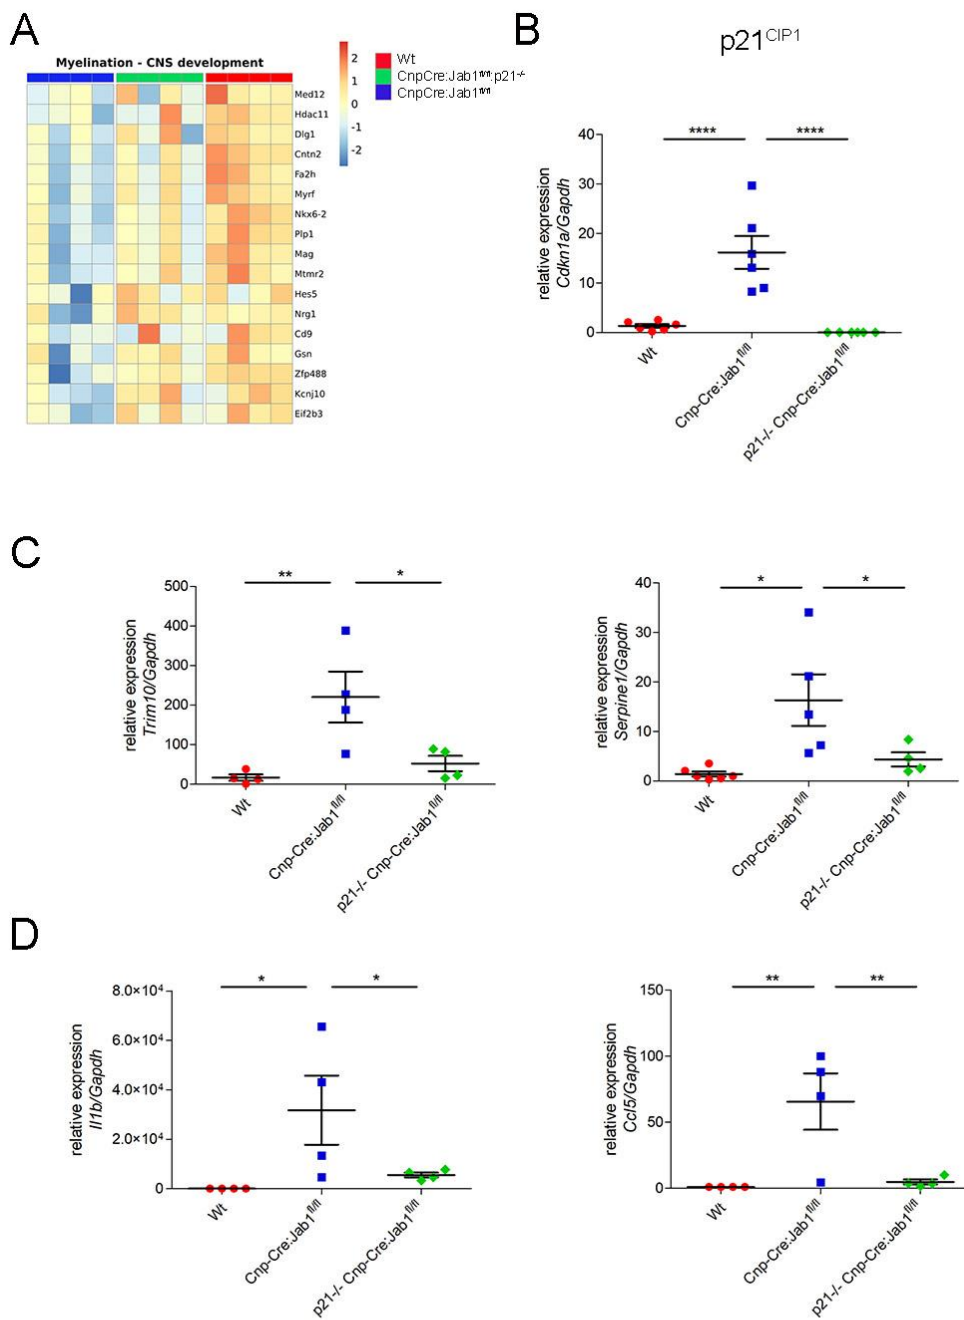

### Supplemental Figure 12. Complementary finding in FACS-sorted oligodendrocytes of *Cnp-Cre:Jab1<sup>fl/fl</sup>;p21<sup>CIP1</sup><sup>-/-</sup>* mice

(A) Heat map representing the expression values of key genes for myelination differentially expressed in Wt, *Cnp-Cre:Jab1<sup>fl/fl</sup>* and *Cnp-Cre:Jab1<sup>fl/fl</sup>;p21<sup>CIP1</sup><sup>-/-</sup>* FACS-sorted O1<sup>+</sup> oligodendrocytes. (B) qPCR for *Cdkn1a* in FACS-sorted O1<sup>+</sup> oligodendrocytes showing the absence of p21<sup>CIP1</sup> in *Cnp-Cre:Jab1<sup>fl/fl</sup>;p21<sup>CIP1</sup><sup>-/-</sup>* mice. Confirmatory qPCR for senescence (C) and SASP (D) genes differentially expressed in FACS-sorted O1<sup>+</sup> oligodendrocytes (\*p<0.05, \*\*p<0.01,; n=4; One-way ANOVA with Bonferroni's multiple comparison test).

**Supplemental Table 1.** List of the differentially expressed genes in O1+ sorted oligodendrocytes with FDR p-value≤0.05 between Cnp-Cre:Jab1<sup>fl/fl</sup> (KO) and Control (Wt)  
See excel file Table 3-DGE analysis KO\_vs\_Ctrl

**Supplemental Table 2.** List of the differentially expressed genes in O1+ sorted oligodendrocytes with FDR p-value ≤0.05 between Cnp-Cre:Jab1<sup>fl/fl</sup> p21<sup>CIP1</sup><sup>-/-</sup> (dKO) and Control (Wt)  
See excel file Table 4-DGE analysis dKO\_vs\_Ctrl

**Supplemental Table 3.** List of the differentially expressed genes in O1+ sorted oligodendrocytes with FDR p-value ≤0.05 between Cnp-Cre:Jab1<sup>fl/fl</sup> p21<sup>CIP1</sup><sup>-/-</sup> (dKO) and Cnp-Cre:Jab1<sup>fl/fl</sup> (KO)  
See excel file Table 5-DGE analysis dKO\_vs\_KO

**Supplemental Table 4, Animal Models**

| Animals                                                    | Specie | Strain        | Provider                                                                          | Backcrosses | Sex | Age                                    | References               |
|------------------------------------------------------------|--------|---------------|-----------------------------------------------------------------------------------|-------------|-----|----------------------------------------|--------------------------|
| COPS5/Jab1 <sup>fl/fl</sup>                                | Ms     | C57Bl/6J      | Dr. R. Pardi (San Raffaele Scietific Institute, Milan, Italy)                     | >F10        | M/F | P20<br>P30<br>P40<br>P50<br>P60<br>P90 | Panattoni et al, 2008    |
| Rosa26-EYFP                                                | Ms     | 129X1/SvJ     | Jackson Laboratory (stock No. 006148)                                             | >F10        | M/F | P30                                    | Srinivas et al, 2001     |
| Cnp1-Cre                                                   | Ms     | C57Bl/6J      | Dr. K.A. Nave (Max Planck Institute of Experimental Medicine, Gottingen, Germany) | >F10        | M/F | P20<br>P30<br>P40<br>P50<br>P60<br>P90 | Lappe-Siefke et al, 2003 |
| PLP1- creERT2                                              | Ms     | B6.D2 F1/J    | Dr. U. Suter (Institute of Cell Biology, Zurich, Switzerland)                     | >F10        | M/F | P120<br>P180                           | Leone et al, 2003        |
| B6.129S4-Ccr2 <sup>tm1lfc</sup> /J                         | Ms     | 129S4/SvJae   | Jackson Laboratory (stock No. 004999)                                             | >F10        | M/F | P50                                    | Boring et al, 1997       |
| B6.129S6(Cg)-Cdkn1a <sup>tm1Led</sup> /J                   | Ms     | 129S6/SvEvTac | Jackson Laboratory (stock No. 016565)                                             | >F10        | M/F | P40<br>P60                             | Deng et al, 1995         |
| B6.Cg-Tg(S100b-verbB)4496Waw Cdkn2a <sup>tm1Rdp</sup> /Nci | Ms     | C57Bl/6J      | NCI-Frederick MMHCC Repository, MD 21701, USA (Code 01XD3)                        | >F10        | M/F | P60                                    | Sharpless et al, 2001    |

Ms=Mouse; M= Male; F= Female; P=Post natal day

**Supplemental Table 5, *PCR primer sequences***

| Gene                | Primer       | Label   | Primer sequence 5' → 3'               |
|---------------------|--------------|---------|---------------------------------------|
| Floxed Jab1 allele  | Jab1 d1      | InII1 F | GGT CAG AAA GCT AGG CCT AAG AAG G     |
|                     | Jab1 d2      | ExII1 R | GGC ATG CAT CAC CAT TTT CAG TAG       |
| Deletad Jab1 allele | Jab1 d1      | InII1 F | GGT CAG AAA GCT AGG CCT AAG AAG G     |
|                     | Jab1 int     | InII R  | GGG CTT AGG AAT GCC AAG C             |
| Cnp1                | Cnp E3 sense | Ex3 F   | GCC TTC AAA CTG TCC ATC TC            |
|                     | Cnp E3 R     | R       | CCC AGC CCT TTT ATT ACC AC            |
|                     | Cnp 3 puro   | PGKfor  | CAT AGC CTG AAG AAC GAG A             |
| Plp1                | Plp1         | Int1 F  | TGG ACA GCT GGG ACA AAG TAA GC        |
|                     | Plp2         | Cre-R   | CGT TGC ATC GAC CGG TAA TGC AGG C     |
| EYFP-Rosa26         | Rosa26 892   | Mut R   | AAG ACC GCG AAG AGT TTG TC            |
|                     | Rosa26 545   | F       | AAA GTC GCT CTG AGT TGT TAT           |
|                     | Rosa26 546   | R       | GGA GCG GGA GAA ATG GAT ATG           |
| Ccr2                | Ccr2 A       | Mut F   | CTC GTG CTT TAC GGT ATC GC            |
|                     | Ccr2 B       | R       | ATG GCG CAA GGC TAT TTG               |
|                     | Ccr2 C       | WT F    | GCC CAC AAA ACC AAA GAT GA            |
| Cdkn2a              | I001         | F       | GTG ATC CCT CTA CTT TTT CTT CTG ACT T |
|                     | I002         | WT R    | CGG AAC GCA AATATC GCA C              |
|                     | I003         | Mut R   | GAG ACT AGT GAG ACG TGC TAC TTC CA    |
| Cdkn1a              | 12427        | F       | GTT GTC CTC GCC CTC ATC TA            |
|                     | 12428        | WT R    | GCC TAT GTT GGG AAA CCA GA            |
|                     | 12429        | Mut R   | CTG TCC ATC TGC ACG AGA CTA           |

F= Forward, R=Reverse, WT= wild type, Mut= Mutant, In= intron, Ex= Exon

**Supplemental Table 6, Primary Antibody**

| ANTIBODY                             | CLONE       | SPECIE | CATALOG #      | COMPANY                                                                                  | DILUTION                   |
|--------------------------------------|-------------|--------|----------------|------------------------------------------------------------------------------------------|----------------------------|
| ACTIN                                |             | pRb    | A2066          | Sigma-Aldrich                                                                            | 1:2000 (WB)                |
| APC (Ab-7)                           | CC-1        | mMS    | OP80           | Calbiochem                                                                               | 1:20 (IF)                  |
| BrdU                                 | BMC 9318    | mMs    | 11 170 376 001 | Roche                                                                                    | 1:20 (IF)                  |
| BRN3A                                | 14°6        | mMS    | sc-8429        | Santa Cruz Biotechnology                                                                 | 1:100 (IF)                 |
| Calnexin                             |             | pRb    | C4731          | Sigma-Aldrich                                                                            | 1:5000 (WB)                |
| CD11b-PE-Cy7                         | M1/70       | mRt    | 552850         | BD Pharmigen™                                                                            | 1:300 (FACS)               |
| CD11c-PE                             | N418        | mHm    | 117307         | BioLegend                                                                                | 1:300 (FACS)               |
| CD45R-Pacific Blue                   | RA3-6B2     | mRt    | 558108         | BD Pharmigen™                                                                            | 1:300 (FACS)               |
| Cleaved Caspase-3                    | Asp175      | pRb    | 9661           | Cell Signaling                                                                           | 1:100 (IF)                 |
| DNA-PKcs (pS2056)                    |             | pRb    | ab18192        | abcam                                                                                    | 1:200 (IF)                 |
| GFAP                                 | G2.2B10     | mRt    | 13-0300        | Invitrogen™                                                                              | 1:100 (IF)                 |
| GFP                                  |             | pCh    | GFP-1020       | Aves Labs                                                                                | 1:500 (IF)                 |
| Phospho-H2A.X (Ser139)               |             | pRb    | 2577           | Cell Signaling                                                                           | 1:50 (IF)                  |
| HMGB1                                |             | pRb    | ab18256        | abcam                                                                                    | 1:200 (IF)                 |
| HMGB1                                | EPR3507     | mRb    | Ab79823        | abcam                                                                                    | 1:10000 (WB)               |
| IBA1                                 |             | pRb    | 019-19741      | Wako                                                                                     | 1:200 (IF)                 |
| JAB1                                 |             | pRb    | J3020          | Sigma-Aldrich                                                                            | 1:1000 (WB);<br>1:500 (IF) |
| Ki67                                 |             | pRb    | NCL-Ki67p      | Novocastra™                                                                              | 1:100 (IHC)                |
| Ly6C-FITC                            | AL-21       | mRt    | 553104         | BD Pharmigen™                                                                            | 1:200 (FACS)               |
| Ly6G-PerPc™-Cy5.5                    | 1A8         | mRt    | 560602         | BD Pharmigen™                                                                            | 1:200 (FACS)               |
| MAG                                  |             | pRb    |                | Gift of James L. Salzer, NYU School of Medicine, New York, New York 10016, USA.          | 1:1000 (WB)                |
| MBP                                  | a.a.82-87   | mRt    | MAB386         | Merck                                                                                    | 1:1000 (WB);<br>1:50 (IF)  |
| Neurofilaments H, Non-Phosphorylated | SMI32       | mMS    | SMI32-R        | Covance                                                                                  | 1:2000 (WB)                |
| Neurofilaments, Phosphorylated       | SMI31       | mMS    | SMI31-P        | Covance                                                                                  | 1:5000 (WB)                |
| NG2                                  |             | pRb    |                | Gift of Bill Stallcup, Sandorf Burnham Medical Research, La Jolla, California 92037, USA | 1:200 (IF)                 |
| O1-eFluor660                         | O1          | mMs    | 50-6506-82     | eBioscience™                                                                             | 1:100 (FACS)               |
| OLIG2                                |             | pRb    | ab136253       | abcam                                                                                    | 1:500 (IF)                 |
| OLIG2                                | 3C9         | mMs    | SAB1404798     | Sigma-Aldrich                                                                            | 1:50 (IF)                  |
| p27 <sup>(Kip1)</sup>                | 57/Kip1/p27 | mMs    | 610241         | BD Transduction Laboratories™                                                            | 1:1000 (WB)                |
| b-TUBULIN                            | TUB2.1      | mMs    | T4026          | Sigma-Aldrich                                                                            | 1:2000 (WB)                |

m=monoclonal, p=polyclonal, Ch= Chicken, Gt=Goat, Hm=Hamster, Ms=Mouse, Rb=Rabbit, Rt=Rat

**Supplemental Table 7, Secondary Antibody for IHC and WB**

| ANTIBODY                                | CATALOG #   | COMPANY                     | DILUTION |
|-----------------------------------------|-------------|-----------------------------|----------|
| FITC Goat anti-Mouse                    | 1034-02     | SouthernBiotech             | 1:100    |
| TRITC Goat anti Mouse IgG <sub>2b</sub> | 1090-03     | SouthernBiotech             | 1:100    |
| TRITC Donkey anti-Mouse                 | 715-025-151 | Jackson InnunoResearch Labs | 1:100    |
| AF 488 Goat anti-Mouse IgG1             | A21121      | Thermo Fisher Scientific    | 1:1000   |
| AF 488 Goat anti-Mouse IgG              | A11001      | Thermo Fisher Scientific    | 1:1000   |
| FITC Donkey ant-Rat                     | 712-095-150 | Jackson InnunoResearch Labs | 1:100    |
| TRITC Donkey ant-Rat                    | 712-025-153 | Jackson InnunoResearch Labs | 1:100    |
| FITC Goat anti-Rabbit                   | 4030-02     | SouthernBiotech             | 1:100    |
| TRITC Goat anti-Rabbit                  | 4030-03     | SouthernBiotech             | 1:100    |
| AF 594 Goat anti-Rabbit IgG             | A11012      | Thermo Fisher Scientific    | 1:1000   |
| Anti-Rabbit IgG - peroxidase            | A0545       | Sigma-Aldrich               | 1:10000  |
| Anti-Mouse TrueBlot Ig HRP              | 18-8817-33  | Rockland antibody & assay   | 1:10000  |
| IRDye 800CW goat anti Mouse             | 926-32210   | Li-Cor Biosciences          | 1:10000  |
| IRDye 800CW goat anti Rabbit            | 926-32211   | Li-Cor Biosciences          | 1:10000  |
| IRDye 800CW goat anti Rat               | 926-32219   | Li-Cor Biosciences          | 1:10000  |
| IRDye 680LT goat anti Mouse             | 926-68020   | Li-Cor Biosciences          | 1:10000  |
| IRDye 680 goat anti Rabbit              | 926-32221   | Li-Cor Biosciences          | 1:10000  |
| IRDye 680RW goat anti Rat               | 926-68076   | Li-Cor Biosciences          | 1:10000  |

How the deposited data were processed for this re-analysis (not part of the article)

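RNA-Seq was measured in 12 samples of O1+ CD45– oligodendrocytes sorted from mouse brains at postnatal day 40, 4 each of WT, Cnp-Cre Jab1fl/fl and Cnp-Cre Jab1fl/fl p21CIP1-/- mice, with 2 brains per sample. Genotypes and replicate numbers were taken from the labels of the samples, and the 12 columns of the table carry the same names. The replicates are numbered 1, 3, 5 and 6 in WT, 1 to 4 in Cnp-Cre Jab1fl/fl and 1, 2, 3 and 5 in double mutants.

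The authors amplified the RNA with a SMART-Seq v4 kit, sequenced it as paired ends, trimmed the reads with Trimmomatic, aligned them to GRCm38 with STAR and counted them with featureCounts on the GENCODE basic annotation. The deposited values are raw counts per gene symbol, without normalization or filter, for 55376 symbols, of which 54402 (98.2%) were matched to 1 gene each of GENCODE release M21, the annotation used here for positions, GC content and lengths. There were 0 entries that name no gene, and no column was left out. The paper states its filter on low counts and its use of DESeq2, which are not part of the deposited counts. Whether reads were counted by strand and whether reads with several matches were kept is not stated in the paper's text, so overlapping genes and near-identical copies are reported as uncertain.

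From the counts, CPM values were computed here with TMM factors from all 12 samples. The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) on the counts of the 8 samples compared, over the 17716 genes with at least 1 CPM in at least 4 of the 12 samples, with Benjamini-Hochberg adjustment and a threshold of 0.05. Gene lists from Figure 8G and Supplemental Figures 7B and 12A were scored in each sample as the mean of log2(CPM + 1) and compared by two-sided exact permutation tests over the 70 relabelings of 4 samples against 4, of which the smallest possible p is 0.0286. The lists were also tested with fry and with camera at a correlation of 0.01 (limma 3.58.1), which are not exact tests. Of these, fry sets a list against the spread between samples and camera sets it against the other genes tested. Values of fry were adjusted by the Benjamini-Hochberg method over 12 tests of lists, over 8 where a sample was left out, and over 5 in the fits with marker scores as covariates, and the adjustment over 8 and over 5 was chosen after the unadjusted values had been seen. Lists of marker genes for microglia, astrocytes, neurons, endothelial cells, mural cells, oligodendrocyte progenitor cells (OPCs), mature oligodendrocytes, T cells, neutrophils and monocytes, and border macrophages were written before the data were examined, and those for choroid plexus, erythroid cells, the integrated stress response and p53 targets afterward. The share of the Jab1-mutant change retained in double mutants was computed on log2(CPM + 1) from 36 splits that took 2 samples of WT and 2 of Cnp-Cre Jab1fl/fl to estimate the change and held out the others. Single-gene results of some genes of these lists are not reported here.

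The text names the genes that the paper's text names for sorted cells, the 5 genes of each list with the smallest adjusted p, every list gene against the direction of its figure, the genes of Supplemental Figure 7B that were not called, and the 3 genes with the smallest adjusted p in each direction of each comparison. This rule, the main tests and the alternatives were set before the data were examined, except where the text says otherwise. The alternatives were DESeq2 1.42.0 on the 8 samples compared and on all 12 samples, upper-quartile normalization, no filter, a mean of at least 10 CPM, all 12 samples in one edgeR fit, the replicate number as a block, limma-voom with sample quality weights, an absolute log2 fold change of at least 1, and each sample left out in turn. For scores they were a pseudocount of 0.1 CPM, DESeq2 size factors, only list genes passing the filter and z-scores. After seeing the data, the filter over the 8 samples compared was added for DESeq2 and for edgeR.

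Total counts per sample were 61485556 to 153495112, with a median of 103095818. In the smallest sample, 1 CPM corresponds to 61.5 counts, so the spread between samples and not counting error set the precision of most values. Counts of 3 or fewer were taken as the floor, and a fold against a group at the floor is a lower bound. The reads carry no molecular identifiers, so the floor covers counting error only. Samples of one genotype differed by far more than sampling noise (chi-square per degree of freedom of at least 211), so none was taken as a repeat of another. A single set of counts was simulated with the spread of the WT samples and 200 genes changed by 3 on the log2 scale among 17716 genes. There edgeR called 75.5% of the changed genes with 3.2% false calls, limma-voom 65.5%, and DESeq2 81.5% with 26.2% false calls. The share of false calls depends on this setting and does not carry over to the data. A simulated retained share of 0.5 was recovered as 0.501.

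The copy of Supplemental Table 1 used here holds 1998 genes of the 1576 upregulated and 930 downregulated ones that the paper counts, and no overlap or list test was run on it. The qPCR, tissue and human data of the paper were not analysed here.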

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

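The tests of the share of oligodendrocytes and of less microglial RNA in double mutants were chosen after their results had been seen. The lists for choroid plexus, erythroid cells, the stress response and p53 targets were written after the genes with the smallest p had been seen, and the repeat of the fits with covariates without each sample was added after their first results. The adjustment of fry over 5 tests in these fits was also chosen after the unadjusted values had been seen.

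In 12 of the 107 groups of 4 samples that were examined, 1 sample lay far from the other 3, where about 5.35 would by chance. Among list scores these were the senescence score of Cnp-Cre Jab1fl/fl replicate 2 (3.89, against 4.43 to 4.48 in the others), the astrocyte score of Cnp-Cre Jab1fl/fl replicate 4 (7.71), the neutrophil and monocyte score of double-mutant replicate 3 (3.26), the choroid plexus score of WT replicate 5 (3.69) and the erythroid score of WT replicate 3 (6.93). Among single genes, as log2(CPM + 1), they were Cdkn1a in Cnp-Cre Jab1fl/fl replicate 4 (9.32), Il1b in Cnp-Cre Jab1fl/fl replicate 2 (2.15), Gfap in WT replicate 3 (5.34), Ccl5 in WT replicate 3 (0.34), Cdkn2a in WT replicate 1 (0.10), and Cxcl1 (1.74) and Csf2 (0.54) in Cnp-Cre Jab1fl/fl replicate 1. The last 4 genes were near the floor in most samples of their groups. No biological explanation was tested for these samples. When Cnp-Cre Jab1fl/fl replicate 2 was left out, the number of genes higher in Cnp-Cre Jab1fl/fl than in WT rose from 919 to 1196.

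Markers of microglia were higher in the sorted cells of both mutant genotypes, which the paper does not report for these data. The microglia score was 2.86 ± 0.63 (SD, n = 4) in WT and 6.55 ± 0.52 (SD, n = 4) in Cnp-Cre Jab1fl/fl, a difference of 3.69, and 6.21 ± 2.43 (SD, n = 4) in double mutants, 3.35 above WT. Both had an exact permutation p of 0.0286, the smallest that 4 samples against 4 allow. The samples of each mutant genotype were all above those of WT. The adjusted p of 0.0857 over 30 comparisons does not pass 0.05, but for a p at this limit it depends on the other lists. The endothelial score was 2.10 and the mural score 1.99 higher in Cnp-Cre Jab1fl/fl than in WT, with the same exact and adjusted p. Of the lists, 19 of 20 microglia and 10 of 10 endothelial markers averaged at least 1 CPM in WT. C1qa was at 4.93, 2.81, 8.16 and 2.93 CPM in WT, at 138, 42.7, 66.0 and 94.1 CPM in Cnp-Cre Jab1fl/fl, and at 19.8, 55.8, 863 and 79.5 CPM in double mutants, the highest value being that of replicate 3. A lower share of oligodendrocytes would raise the markers of all other cells alike, and the tables argue against it as the only cause, since the microglia score rose by 4.13 more than the astrocyte score (exact permutation p = 0.0286). Open explanations are RNA from microglia and vascular cells that came through the sort, for example from more or activated microglia in mutant brains, or expression of these genes by the sorted cells, and these were not told apart here. The paper's methods report that cytometry of the sorted cells found no overt contamination by CD45+ cells in any genotype.

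Whether such RNA may account for the difference between Cnp-Cre Jab1fl/fl and WT as a whole cannot be told apart from genotype, because the microglia scores of both genotypes did not overlap (2.01 to 3.39 in WT and 5.81 to 6.99 in Cnp-Cre Jab1fl/fl). With the microglia and endothelial scores as covariates in a fit of all 12 samples, 18 genes were called against 941 without them, and the called genes kept a median of 0.589 of their log2 fold change.

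The same kind of fit was run for the lists of the paper's figures. These lists were chosen on these samples, so a small p of theirs is not independent evidence. In a fit of all 12 samples with the microglia score as covariate, the SASP/inflammation list still differed between Cnp-Cre Jab1fl/fl and WT (adjusted p of 0.00209 by limma's fry over 5 tests, and at most 0.00962 with any sample left out; median log2 fold change 2.64 against 3.47 without the covariate) and between double mutants and Cnp-Cre Jab1fl/fl (adjusted p of 0.00217 by limma's fry, at most 0.00962). The list of Supplemental Figure 7B differed with both the microglia and the endothelial score (adjusted p of 8.08e-04 by limma's fry, at most 0.00406; median 1.07 against 2.42). Between Cnp-Cre Jab1fl/fl and WT these fits cannot decide whether microglial RNA was the whole cause, because the microglia scores did not overlap. The scores of double mutants and Cnp-Cre Jab1fl/fl did overlap. There the values for SASP/inflammation argue against less microglial RNA, in proportion to these markers, as the whole cause. For the senescence list this cannot be told apart, since its adjusted p by limma's fry became 0.143 in place of 0.00261 between Cnp-Cre Jab1fl/fl and WT, and 0.0528 in place of 0.00217 between double mutants and Cnp-Cre Jab1fl/fl, without double-mutant replicate 3, the sample with the highest microglia score. The second of these rests on the adjustment, as it was below 0.05 without it. That sample had a SASP/inflammation score of 2.66, below the 2.75 to 3.91 of Cnp-Cre Jab1fl/fl. A change in the microglia themselves, such as activation, which would not follow these markers, stays open in these counts and was not tested. The paper depleted microglia in mutants with PLX3397 and reports that SASP-related genes and ROS stayed above those of WT. These were tissue data and were not analysed here. A biological effect of the genotype on the oligodendrocytes, as the paper concludes, stays open as well.

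Genes of T cells and of neutrophils and monocytes were also higher, at lower levels. The T cell score was 0.60 higher in Cnp-Cre Jab1fl/fl and 0.45 higher in double mutants than in WT, and the neutrophil and monocyte score 0.42 and 0.95 higher. The exact permutation p was 0.0286 for each, with an adjusted p of 0.0857 and all mutant samples above those of WT, but 0 of 7 T cell and 1 of 7 neutrophil and monocyte markers averaged at least 1 CPM in WT. For neutrophils and monocytes in double mutants the difference rested on replicate 3, and without it was 0.23. No explanation was tested for these lists.

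The choroid plexus score was 1.75 higher in Cnp-Cre Jab1fl/fl than in WT (exact permutation p = 0.0286, adjusted p = 0.114 over 12 comparisons, every sample higher) and 1.59 higher in double mutants (exact permutation p = 0.0571). All 10 genes of the list averaged at least 1 CPM in WT, and Ttr was at 2960, 1161, 270 and 3928 CPM in WT, at 11712, 6307, 23835 and 15491 CPM in Cnp-Cre Jab1fl/fl and at 5291, 7041, 23205 and 10981 CPM in double mutants. A candidate explanation is RNA from choroid plexus cells that was carried into the sorted cells. Within the genotypes, Ttr and the mean of the 8 markers other than Ttr and Enpp2 were correlated over the 12 samples (Pearson's r = 0.901, permutation p = 4.0e-05; Spearman's rho = 0.846, permutation p = 9.30e-04), and r was 0.855 without the 2 samples farthest from the median. Calml4, one of the genes of Supplemental Figure 7B, had a log2 fold change of 3.27 between Cnp-Cre Jab1fl/fl and WT (adjusted p = 0.0219 in a fit of all 12 samples). It was correlated with the choroid plexus score within the genotypes (r = 0.819, permutation p = 0.00112; rho = 0.825, permutation p = 0.00149; r = 0.724 without 2 samples), and with that score as a covariate its log2 fold change was 1.56 (adjusted p = 0.371). Why this RNA was higher in mutants was not tested.

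Genes of the integrated stress response were 1.18 higher in Cnp-Cre Jab1fl/fl and 1.55 higher in double mutants than in WT as a mean of 20 genes (exact permutation p = 0.0286 for each, adjusted p = 0.114, every sample higher). Not every gene of the list rose. Psat1 was at 353 to 859 CPM in WT, 76.5 to 229 CPM in Cnp-Cre Jab1fl/fl and 182 to 322 CPM in double mutants. Phgdh was at 386 to 806 CPM in WT, 103 to 301 CPM in Cnp-Cre Jab1fl/fl and 225 to 332 CPM in double mutants. The list was written after Trib3 and Asns had been seen among the genes with the smallest p in double mutants, so the 15 genes of the list that had not been seen were tested apart. They were 0.85 higher in double mutants and 0.62 higher in Cnp-Cre Jab1fl/fl than in WT, each with an exact permutation p of 0.0286. As a hypothesis, loss of Jab1 may raise this response in the sorted cells, and the score of all 20 genes was 0.37 higher in double mutants than in Cnp-Cre Jab1fl/fl (exact permutation p = 0.143). Dissociation and sorting, which also stress cells, were not tested as causes, and 1 gene of the list, Eif4ebp1, is also in Supplemental Figure 7B.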

How the results depend on the processing

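The direction of the score differences of the 4 lists from the paper's figures held under all alternatives that were run, while some scores of marker lists changed sign, as given with their ranges. Between Cnp-Cre Jab1fl/fl and WT, the senescence, SASP/inflammation and Supplemental Figure 7B scores stayed past the threshold of the exact permutation test in all 12 alternatives, leave-one-out fits included. The numbers of genes called, by contrast, moved with the test, the filter and the samples, and the cause was not tested for any of the changes below except where the alternative itself leaves out genes or samples.

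With DESeq2 in place of edgeR, 1687 genes were higher and 1002 lower in Cnp-Cre Jab1fl/fl than in WT, 663 higher and 199 lower in double mutants than in WT, and 20 higher and 67 lower in double mutants than in Cnp-Cre Jab1fl/fl. Cdkn1a was then past the threshold between double mutants and Cnp-Cre Jab1fl/fl (log2 fold change -2.34, adjusted p = 1.57e-10). With DESeq2 on all 12 samples these numbers were 1491 and 823, 761 and 162, and 51 and 101, and Cdkn1a had a log2 fold change of -2.35 (adjusted p = 5.87e-05). Of the 1354 genes that edgeR called between Cnp-Cre Jab1fl/fl and WT, DESeq2 called all 1354 among its 2689, and DESeq2 on all 12 samples 1298 among its 2314. On simulated counts with 200 changed genes and the spread of the WT samples, 26.2% of the calls by DESeq2 were false, against 3.2% with edgeR. Such a share depends on the number of changed genes and on the spread. It therefore cannot be applied to the numbers of genes called here. DESeq2 with the filter over the 8 samples compared, an alternative chosen after seeing the data, called 1577 and 932, 547 and 168, and 6 and 51 genes, and Cdkn1a at a log2 fold change of -2.34 (adjusted p = 4.80e-10). With limma-voom 9 genes were lower in double mutants than in WT and 1 was lower than in Cnp-Cre Jab1fl/fl, which was Cdkn1a (-2.34, adjusted p = 0.0486).

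Without a filter on low counts, 581 genes were higher in Cnp-Cre Jab1fl/fl than in WT, and 20 were higher and 1 lower in double mutants than in WT, as more genes were tested. Among genes with a mean of at least 10 CPM, 123 were higher and 17 lower in double mutants than in WT and 5 were lower than in Cnp-Cre Jab1fl/fl, including Cdkn1a (-2.41, adjusted p = 0.0262), as fewer genes were tested. In an edgeR fit of all 12 samples, 157 genes were higher and 7 lower in double mutants than in WT. Upper-quartile normalization, an absolute log2 fold change of at least 1, and edgeR with the filter over the 8 samples compared, which was chosen after seeing the data, kept every number of genes called within 1.5 times.

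The replicate numbers of the labels do not appear to pair the samples, since the deviations of 8 pairs with the same number had correlations between -0.19 and 0.083. With the number as a replicate block, 76 genes were higher and 3 lower in Cnp-Cre Jab1fl/fl than in WT, 5 genes of Supplemental Figure 7B, 1 of the senescence list and 3 of the SASP/inflammation list were called, and Cdkn1a had a log2 fold change of 2.88 (adjusted p = 0.056). Under the block 8 genes were higher and 0 lower in double mutants than in WT, and the log2 fold changes of Trim10 between double mutants and WT (1.55) and of Trp53 (-0.025), Hmgb1 (-0.030) and Gfap (-0.015) between double mutants and Cnp-Cre Jab1fl/fl changed sign.

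Other changes of sign were all in genes far from the threshold. For Hmgb1 between Cnp-Cre Jab1fl/fl and WT, the log2 fold change was -0.069 without a filter and -0.16 with limma-voom. For Trp53 between double mutants and Cnp-Cre Jab1fl/fl, it was -0.0023 with limma-voom, -0.058 among genes with a mean of at least 10 CPM, -0.028 with upper-quartile normalization and -0.0016 with the filter over the 8 samples compared. For Mbp in the same comparison it was 0.17 with limma-voom.

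When each sample was left out in turn, from 504 (without WT replicate 5) to 1196 (without Cnp-Cre Jab1fl/fl replicate 2) genes were higher and from 174 to 667 lower in Cnp-Cre Jab1fl/fl than in WT, and from 18 (without WT replicate 1) to 35 genes of Supplemental Figure 7B were called. As for double mutants and WT, from 1 (without double-mutant replicate 2) to 202 (without double-mutant replicate 1) genes were higher and from 0 to 72 lower, and from 0 to 2 genes were lower in double mutants than in Cnp-Cre Jab1fl/fl. Log2 fold changes between double mutants and Cnp-Cre Jab1fl/fl ran from -0.16 to 0.80 for Cd9, from -0.016 to 0.50 for Hmgb1, from -0.31 to 0.57 for Mbp and from -0.28 to 0.21 for Trp53. Those between double mutants and WT ran from -0.41 to 0.17 for Cdkn1b, from -1.80e-04 to 0.51 for Hmgb1 and from -2.46 to 0.57 for Trim10, and between Cnp-Cre Jab1fl/fl and WT from -0.22 to 0.20 for Hmgb1 and from -0.33 to 0.60 for Mbp.

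The scores of the lists from the paper's figures kept their direction with each sample left out. The difference in the senescence score between double mutants and Cnp-Cre Jab1fl/fl ran from -0.97 (without Cnp-Cre Jab1fl/fl replicate 2) to -0.71 with each sample left out, and its exact p was 0.0571 without any one double-mutant sample. For SASP/inflammation it ran from -1.74 to -1.34, with an exact p of 0.0571 without Cnp-Cre Jab1fl/fl replicate 1, 3 or 4 or double-mutant replicate 1, 2 or 5. The myelination score of Cnp-Cre Jab1fl/fl minus WT ran from -2.04 to -1.55 and the Supplemental Figure 7B score of double mutants minus WT from 1.13 to 1.53, each with an exact p of 0.0571 without any one WT sample. In all of these fits the samples of both genotypes still did not overlap, and fewer samples give fewer permutations. The senescence score of double mutants minus WT ran from 0.48 to 0.70 and passed the threshold (exact p = 0.0286) without double-mutant replicate 1, with DESeq2 size factors (0.59) and with z-scores (0.52). The myelination score of double mutants minus WT ran from -1.13 to -0.59 and passed it without double-mutant replicate 1. By limma's fry, the Supplemental Figure 7B list had an adjusted p of 0.0459 between double mutants and Cnp-Cre Jab1fl/fl in a fit of these samples, which was 0.0909 among genes with a mean of at least 10 CPM, 0.141 under the block, 0.0501 with limma-voom, and from 0.0209 to 0.125 with each sample left out, highest without double-mutant replicate 1. For the senescence list the adjusted p by fry under the block was 0.0501 between double mutants and Cnp-Cre Jab1fl/fl and 0.0779 between double mutants and WT, and the latter was 0.0520 with limma-voom, 0.0506 without double-mutant replicate 3 and 0.0549 without replicate 5. For myelination it passed the threshold between double mutants and WT without double-mutant replicate 1 (0.0221) and between double mutants and Cnp-Cre Jab1fl/fl without Cnp-Cre Jab1fl/fl replicate 2 (0.0486). The retained share of the mutant change, 68.7%, was 70.2% with a pseudocount of 0.1 CPM, 70.4% among genes with a mean of at least 10 CPM, 68.7% with DESeq2 size factors, and between 57.7% and 80.2% without each double-mutant sample.

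The marker scores between Cnp-Cre Jab1fl/fl and WT ran, with each sample left out, from 1.72 to 2.66 for endothelial cells, from -2.61 to -1.87 for mature oligodendrocytes, from 0.39 to 0.75 for T cells, from 0.31 to 0.53 for neutrophils and monocytes and from 0.33 to 0.64 for border macrophages. Between double mutants and WT they ran from 2.24 (without double-mutant replicate 3) to 4.12 for microglia, from 1.02 to 2.00 for endothelial cells, from 0.67 to 1.68 for mural cells, from -1.68 to -1.004 for mature oligodendrocytes, from 0.75 to 1.24 for neurons, from -0.44 to 0.14 for astrocytes, from 0.39 to 0.59 for T cells and from 0.23 (without double-mutant replicate 3) to 1.22 for neutrophils and monocytes. Scores between double mutants and Cnp-Cre Jab1fl/fl ran from -1.45 (without double-mutant replicate 3) to 0.43 for microglia, from -1.28 to -0.83 for OPCs, from -0.30 to 0.065 for T cells, from -0.19 to 0.80 for neutrophils and monocytes and from -0.30 to 0.45 for border macrophages.

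With z-scores, the endothelial score of Cnp-Cre Jab1fl/fl minus WT was 1.45 (exact p = 0.0571) and the neutrophil and monocyte scores of Cnp-Cre Jab1fl/fl and double mutants minus WT were 0.47 (exact p = 0.0571) and 0.66 (exact p = 0.171). With only list genes that passed the filter, the T cell scores of Cnp-Cre Jab1fl/fl and double mutants minus WT were 1.17 (exact p = 0.0857) and 0.88 (exact p = 0.143), and the neutrophil and monocyte scores were 1.91 (exact p = 0.0571) and 1.45 (exact p = 0.143). Between double mutants and Cnp-Cre Jab1fl/fl, the neutrophil and monocyte score (-0.46) and the border macrophage score (-0.22) changed sign under this choice. With a pseudocount of 0.1 CPM, the border macrophage score of Cnp-Cre Jab1fl/fl minus WT was 1.37 (exact p = 0.0286).

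Of the values of single genes and the calls per list, which are not given one by one here, 19 of 101 became stronger and 3 moved with DESeq2. With DESeq2 on all 12 samples 21 became stronger, 1 weaker and 3 moved. In an edgeR fit of all 12 samples 6 of 125 became weaker, 4 stronger and 1 moved, and without a filter 5 became weaker and 2 moved. Among genes with a mean of at least 10 CPM 6 of 101 became stronger, 1 weaker and 2 moved, and with limma-voom 4 of 125 became weaker, 3 stronger and 2 moved. Under the replicate block 25 of 125 became weaker and 3 moved. Of 1000 such values with a sample left out, 76 became weaker, 10 stronger, 15 moved and 20 changed sign. Thinning all samples to the smallest total left 1411 genes called between Cnp-Cre Jab1fl/fl and WT, so this number was not limited by depth. The other comparisons were not thinned. For genes below 1 CPM, such as Cdkn2a and Csf2, no fold change was given.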

Differences from the paper's values

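In all 6 numbers of differentially expressed genes, the values found here with edgeR differed from the paper's. For genes higher in Cnp-Cre Jab1fl/fl than in WT the paper's value is 1576, against 919 here. Of the alternatives set before the data were examined, DESeq2 (1687), DESeq2 on all 12 samples (1491), limma-voom (1307) and edgeR without Cnp-Cre Jab1fl/fl replicate 2 (1196) came within 1.5 times of it, and the others did not. For genes lower in Cnp-Cre Jab1fl/fl the paper's value is 930, against 435 here, and DESeq2 (1002), DESeq2 on all 12 samples (823) and edgeR without Cnp-Cre Jab1fl/fl replicate 2 (667) came within 1.5 times, while the others did not. The paper's methods name DESeq2.

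For genes higher in double mutants than in WT, the paper's Supplemental Table 2 has 570, against 31 here, and for lower genes 169, against 3 here. DESeq2 (663 and 199) and DESeq2 on all 12 samples (761 and 162) came within 1.5 times of both, and none of the other alternatives set before the data were examined did. For double mutants as compared with Cnp-Cre Jab1fl/fl, the paper's Supplemental Table 3 marks 6 genes as higher, against 0 here, and 51 as lower, against 0 here. For the lower genes DESeq2 (67) came within 1.5 times, and for the higher genes none of the alternatives set before the data were examined did.

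DESeq2 with a filter of at least 1 CPM in at least 4 of the 8 samples compared, an alternative chosen after seeing the values in the paper's tables and the data, gave 1577 and 932, 547 and 168, and 6 and 51 genes in the 3 comparisons, all within 1.5 times of the paper's values.

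Supplemental Figure 7B presents its 52 genes as upregulated in mutant oligodendrocytes, and here 30 were called with edgeR, 22 were not, and Tsc1 (log2 fold change -1.04) and Ube2d1 (-1.23) were lower in mutants. More of them were called with DESeq2 (40), DESeq2 on all 12 samples (39), limma-voom (37), edgeR without Cnp-Cre Jab1fl/fl replicate 2 (35), edgeR among genes with a mean of at least 10 CPM (33) and upper-quartile normalization (32). With the filter over the 8 samples compared, chosen after seeing the data, 42 were called with DESeq2 and 32 with edgeR. The legend of Supplemental Figure 12A describes its 17 myelination genes as differentially expressed. Between Cnp-Cre Jab1fl/fl and WT 5 of them were called here with edgeR, 11 with DESeq2, 8 with DESeq2 on all 12 samples, 9 with limma-voom, 8 with edgeR without Cnp-Cre Jab1fl/fl replicate 2, 7 among genes with a mean of at least 10 CPM and 6 with upper-quartile normalization. With the filter over the 8 samples compared, chosen after seeing the data, 11 were called with DESeq2 and 6 with edgeR.

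Supplemental Table 3 marks Cdkn1a as lower in double mutants than in Cnp-Cre Jab1fl/fl, and here its log2 fold change of -2.35 had an adjusted p of 0.0916 with edgeR. Cdkn1a was called in this comparison with DESeq2 (adjusted p = 1.57e-10), DESeq2 on all 12 samples (5.87e-05), limma-voom (0.0486), edgeR among genes with a mean of at least 10 CPM (0.0262), and DESeq2 with the filter chosen after seeing the data (4.80e-10). The paper finds Cdkn1a undetectable in double-mutant oligodendrocytes by qPCR, which is another assay, and the RNA-Seq counts of the whole gene there were 7913, 13040, 10397 and 6180. Of the named genes that the paper's tables list, leaving aside those with a group at the floor of 3 counts or below, whose fitted fold changes cannot be compared, none had a log2 fold change that differed from the paper's by more than its standard error, for example 3.44 against the paper's 3.46 for Cdkn1a between Cnp-Cre Jab1fl/fl and WT.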

Other observations

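The tests of astrocyte RNA and of the spread across mature oligodendrocyte markers were chosen after their results had been seen. The test around Cdkn1a used genes with an unadjusted p below 0.05 because none was called with edgeR.

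The numbers of genes called were compared with those of other splits of the samples. Of the 35 splits of the 8 samples into 4 and 4, only 1, the real one, gave as many as the 1354 genes called between Cnp-Cre Jab1fl/fl and WT, and the highest number in another split was 1. Between double mutants and WT 1 of 35 splits, the real one, gave as many as 34 genes, and the highest other number was 0. For double mutants and Cnp-Cre Jab1fl/fl 0 genes were called with edgeR, so that all 35 of the 35 splits had to give as many and this number says nothing about the genotypes. At an unadjusted p below 0.05, 9 of the 35 splits gave as many as the 885 genes of this comparison.

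Differences in depth and in GC content or gene length were tested for Cnp-Cre Jab1fl/fl and WT, whose median totals were 78498439 and 113765824. After all samples were thinned to the smallest total, 1411 genes were called, 1343 of them among the 1354 called before. With offsets that removed the trend of each sample on GC content and length, 1482 genes were called among the 99.1% of tested genes with these values, against 1346 without the offsets and 1265 in common. Both argue against these trends as the cause of the calls.

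The sexes of the pooled mice appear to differ between genotypes. The Y-chromosome gene Ddx3y was at 55.1, 105, 114 and 103 CPM in WT replicates 1, 3, 5 and 6, and at 53.4 CPM in Cnp-Cre Jab1fl/fl replicate 4 but at most 0.026 CPM in the other 3. In double mutants it was at 2.32, 88.0, 52.2 and 0 CPM in replicates 1, 2, 3 and 5. Xist was at 68.8 CPM in WT replicate 1 and at most 0.078 CPM in the other WT samples, at 393, 328, 697 and 0 CPM in Cnp-Cre Jab1fl/fl and at 321, 0.032, 0 and 255 CPM in double mutants. The mean log2 level of 4 Y genes differed by -4.46 between Cnp-Cre Jab1fl/fl and WT (exact permutation p = 0.0286). With this level as a covariate in a fit of all 12 samples, the genes called between Cnp-Cre Jab1fl/fl and WT kept a median of 1.01 of their log2 fold change, which argues against sex as the source of the size of these changes. The number called was 122, against 941 without it, and with Xist as a further covariate 15, so whether sex contributed to the number of calls cannot be told apart from genotype with so few samples of each sex per genotype.

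Astrocyte markers were abundant in the sorted cells of all genotypes. Of 12 markers, 9 were at 100 CPM or more in every sample, and the median over the markers was 622 CPM in WT, as compared with 2070 CPM for mature oligodendrocyte markers. This would be consistent with RNA from astrocytes in the sorted cells, or with expression of these genes in O1+ cells, which was not tested. The astrocyte score differed little between genotypes, by -0.44 between Cnp-Cre Jab1fl/fl and WT (exact permutation p = 0.314) and by -0.18 between double mutants and WT (exact permutation p = 0.714). The paper's methods state that a small contamination of the sorted cells by other cells could not be fully ruled out.

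The myelination list and the mature oligodendrocyte markers fell while Mbp did not. The mature oligodendrocyte score differed from WT by -2.20 in Cnp-Cre Jab1fl/fl (exact permutation p = 0.0286, adjusted p = 0.0857, every sample lower) and by -1.28 in double mutants (exact permutation p = 0.0857), and 2 of its genes are also on the myelination list. Mbp had a log2 fold change of 0.27 (adjusted p = 0.811, edgeR) between Cnp-Cre Jab1fl/fl and WT. A lower share of oligodendrocytes in the sorted cells would lower these markers alike. Their differences between Cnp-Cre Jab1fl/fl and WT had an SD across genes of 1.22 over the 12 markers and of 1.03 over the 11 without Mbp, each larger than in relabelings of the samples (exact permutation p = 0.0286 for both, one-sided, the smallest these samples allow). For example, the log2 fold change was -4.29 for Opalin and -0.46 for Apod, which were picked as the markers other than Mbp that fell most and least. With the microglia and astrocyte scores, which moved apart, these values argue against a lower share as the whole cause. A lower share as part of the cause stays open, as do markers that fell less because other cells express them, since the fall of the mature oligodendrocyte score could not be separated from that of the astrocyte score (difference -1.76, exact permutation p = 0.143). Lower expression per cell stays open as well.

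Further lists and Trp53 bear on the rise of Cdkn1a and on other cells. Trp53 had a log2 fold change of 1.06 (adjusted p = 0.036, edgeR) in Cnp-Cre Jab1fl/fl and of 1.05 (adjusted p = 0.208, edgeR) in double mutants as compared with WT. The score of 20 other p53 target genes was 0.46 higher in Cnp-Cre Jab1fl/fl than in WT (exact permutation p = 0.0857) and 0.56 higher in double mutants (exact permutation p = 0.0571). Whether other p53 targets were raised with Cdkn1a cannot be told from 4 samples per genotype. The OPC score was 0.82 higher in Cnp-Cre Jab1fl/fl than in WT (exact permutation p = 0.0571) and differed by -1.06 between double mutants and Cnp-Cre Jab1fl/fl (exact permutation p = 0.0286, adjusted p = 0.0857, every sample lower). Between Cnp-Cre Jab1fl/fl and WT, the neuron score differed by 0.74 (exact permutation p = 0.0571), the border macrophage score by 0.50 (exact permutation p = 0.0857) and the erythroid score, whose hemoglobin genes share sequence, by 1.82 (exact permutation p = 0.2).

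Of the genes with an unadjusted p below 0.05 between double mutants and Cnp-Cre Jab1fl/fl, 25 of 884 lay within 10 Mb of Cdkn1a on chromosome 17, against 371 of 16831 other tested genes (one-sided Fisher's exact p = 0.135). Of the genes called with DESeq2, 4 of 86 lay within 10 Mb of Cdkn1a, against 387 of 17355 other tested genes (one-sided Fisher's exact p = 0.128). Whether DNA of the donor strain next to the deleted Cdkn1a contributed to these differences cannot be told apart. With edgeR 0 genes were called in this comparison, and neither test separated the shares.

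The microglia score varied more among double mutants (SD 2.43, n = 4) than among Cnp-Cre Jab1fl/fl (SD 0.52, n = 4) and WT samples (SD 0.63, n = 4), which does not hold for every list, the senescence score having an SD of 0.28 in both mutant genotypes. The microglia scores of double mutants were 3.90, 5.03, 9.53 and 6.38 in replicates 1, 2, 3 and 5. On average they could not be separated from those of Cnp-Cre Jab1fl/fl (difference -0.34, exact permutation p = 0.83). This average rested on replicate 3, and without it the difference was -1.45. Cyth4, the gene with the smallest p between Cnp-Cre Jab1fl/fl and WT, was at 21.4, 20.8, 118 and 28.8 CPM in the double mutants and at 141 to 316 CPM in Cnp-Cre Jab1fl/fl, so its level was not in proportion to the microglia score. Pld4 was at 10.5, 18.4, 298 and 43.2 CPM in the double mutants and at 51.3 to 98.4 CPM in Cnp-Cre Jab1fl/fl.

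Some genes that the paper measured in optic nerves were also in the RNA-Seq counts of sorted cells. Tgfb1 was at 12.1 ± 8.07 CPM (SD, n = 4) in Cnp-Cre Jab1fl/fl, 3.92 ± 3.26 CPM (SD, n = 4) in double mutants and 0.95 ± 0.33 CPM (SD, n = 4) in WT. Cxcl1 was at 2.34 CPM in 1 of 4 Cnp-Cre Jab1fl/fl samples with 0 counts in the other 3 and in WT, and Csf2, the gene of GM-CSF, at no more than 0.46 CPM in any sample. Hmgb1 had a log2 fold change of 0.030 (adjusted p = 0.972, edgeR) between Cnp-Cre Jab1fl/fl and WT. Cdkn2a was at most at 1.65 CPM in Cnp-Cre Jab1fl/fl and 0.61 CPM in double mutants and was not tested. Cdkn1b had a log2 fold change of 0.65 (adjusted p = 0.35, edgeR) and Gfap of 1.33 (adjusted p = 0.169, edgeR) in Cnp-Cre Jab1fl/fl as compared with WT.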
